# Deficiency of myeloid PHD proteins aggravates atherogenesis via macrophage apoptosis and paracrine fibrotic signalling

**DOI:** 10.1093/cvr/cvab152

**Published:** 2021-04-29

**Authors:** Kim van Kuijk, Jasper A F Demandt, Javier Perales-Patón, Thomas L Theelen, Christoph Kuppe, Elke Marsch, Jenny de Bruijn, Han Jin, Marion J Gijbels, Ljubica Matic, Barend M E Mees, Chris P M Reutelingsperger, Ulf Hedin, Erik A L Biessen, Peter Carmeliet, Andrew H Baker, Rafael K Kramann, Leon J Schurgers, Julio Saez-Rodriguez, Judith C Sluimer

**Keywords:** Hypoxia, Fibrosis, Inflammation, Atherosclerosis, Fibroblasts

## Abstract

**Aims:**

Atherosclerotic plaque hypoxia is detrimental for macrophage function. Prolyl hydroxylases (PHDs) initiate cellular hypoxic responses, possibly influencing macrophage function in plaque hypoxia. Thus, we aimed to elucidate the role of myeloid PHDs in atherosclerosis.

**Methods and results:**

Myeloid-specific PHD knockout (PHDko) mice were obtained via bone marrow transplantation (PHD1ko, PHD3ko) or conditional knockdown through lysozyme M-driven Cre recombinase (PHD2cko). Mice were fed high cholesterol diet for 6–12 weeks to induce atherosclerosis. Aortic root plaque size was significantly augmented 2.6-fold in PHD2cko, and 1.4-fold in PHD3ko compared to controls but was unchanged in PHD1ko mice. Macrophage apoptosis was promoted in PHD2cko and PHD3ko mice *in vitro* and *in vivo*, via the hypoxia-inducible factor (HIF) 1α/BNIP3 axis. Bulk and single-cell RNA data of PHD2cko bone marrow-derived macrophages (BMDMs) and plaque macrophages, respectively, showed enhanced HIF1α/BNIP3 signalling, which was validated *in vitro* by siRNA silencing. Human plaque BNIP3 mRNA was positively associated with plaque necrotic core size, suggesting similar pro-apoptotic effects in human. Furthermore, PHD2cko plaques displayed enhanced fibrosis, while macrophage collagen breakdown by matrix metalloproteinases, collagen production, and proliferation were unaltered. Instead, PHD2cko BMDMs enhanced fibroblast collagen secretion in a paracrine manner. *In silico* analysis of macrophage-fibroblast communication predicted SPP1 (osteopontin) signalling as regulator, which was corroborated by enhanced plaque SPP1 protein *in vivo*. Increased SPP1 mRNA expression upon PHD2cko was preferentially observed in foamy plaque macrophages expressing ‘triggering receptor expressed on myeloid cells-2’ (TREM2hi) evidenced by single-cell RNA, but not in neutrophils. This confirmed enhanced fibrotic signalling by PHD2cko macrophages to fibroblasts, *in vitro* as well as *in vivo*.

**Conclusion:**

Myeloid PHD2cko and PHD3ko enhanced atherosclerotic plaque growth and macrophage apoptosis, while PHD2cko macrophages further activated collagen secretion by fibroblasts *in vitro*, likely via paracrine SPP1 signalling through TREM2hi macrophages.

## 1. Introduction

Atherosclerosis is driven by macrophages, which comprise the major myeloid plaque subset.^1^ Macrophages attempt to clear cholesterol and cellular debris accumulated in the intimal wall. However, their function is inhibited as plaque macrophages are hypoxic as result of their high metabolic demand.^2–4^ Restoring murine plaque oxygenation can decrease necrotic plaque content by improving macrophage function.^2^ This indicates that plaque hypoxia is an active participant, rather than an epiphenomenon in atherogenesis.

Three prolyl hydroxylases (PHDs) 1, 2, and 3 are of fundamental importance in hypoxic signalling.^5^ PHDs use oxygen to hydroxylate the transcription factors hypoxia-inducible factor (HIF) 1α and 2α, marking their degradation. Together, PHDs regulate the activity of HIF1α and HIF2α, and downstream mechanisms in order to alleviate detrimental hypoxic effects. Each PHD has a different intra-cellular localization and affinity for HIF1α and HIF2α. HIF1α and HIF2α are also involved in macrophage inflammatory pathways, in which they exert both unique and opposing functions.^6^ The effect of HIF2α deficiency in atherogenesis is not studied, while the role of HIF1α is controversial.^7^^,^^8^ Thus, studying the role of their upstream regulators is important to fully elucidate hypoxic signalling in macrophages. In addition, PHDs have been shown to have HIF independent effects.^9^ Systemic protective effects of whole-body PHD1 and 2 deficiency, and pan-PHD inhibitors on mouse and human cholesterol metabolism and atherogenesis were attributed to stromal cells.^10–12^ However, the detailed mechanistic role for PHDs in plaque macrophage function remains elusive. Thus, we studied the effects of PHD protein signalling in myeloid cells on atherosclerotic plaque development and phenotype.

## 2. Methods

Fully detailed methods can be found in the Supplementary material online.

### 2.1 Animals

All mouse experiments were approved by the regulatory authority of the Maastricht University Medical Centre and performed in compliance with the Dutch governmental guidelines and Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Whole-body PHD1ko and PHD3ko mice,^13^^,^^14^ PHD2 conditional knockout mice (PHD2cko),^15^ and LysMCre transgenics^16^ were previously described and crossed to low-density lipoprotein receptor knockout (LDLrko) mice. Male LDLrko mice were used as control in all experiments involving PHD1ko and PHD3ko. LysMCre LDLrko mice (hereafter referred to as PHD2 WT) served as control in all experiments with PHD2cko mice.

### 2.2 Atherosclerosis models

For bone marrow transplantations, male LDLrko recipients were placed on antibiotic water, containing neomycin (100 mg/L; Gibco, Carlsbad, CA, USA) and polymyxin B sulfate (60.000 U/L; Gibco) for 7 weeks while being fed chow diet. After 1 week of antibiotic water, bone marrow was isolated from PHD1ko-LDLrko and PHD3ko-LDLrko mice and matched LDLrko controls (hereafter referred to as PHD1ko, PHD3ko, and WT respectively), and transplanted (1 × 10^7^ cells/mouse) into lethally irradiated LDLrko recipients (2 × 6 Gy, PHD1 *n* = 20 control vs. 20 ko, PHD3 *n* = 18 control vs. 16 ko). Mice were left to recover for 6 weeks on chow diet and subsequently placed on HCD *ad libitum* (0.25% cholesterol, SDS 824171) for 8 weeks. PHD2cko mice and respective controls (*n* = 20 per group) were fed an HCD *ad libitum* (0.25% cholesterol, SDS 824171) for 6 weeks, 12 or 20 weeks.

### 2.3. Atherosclerosis quantification and immunohistochemistry

Mice were euthanized with an intraperitoneal injection of a pentobarbital overdose (100 mg/kg) and blood was withdrawn via the right ventricle for flow cytometry and total cholesterol analysis. Mice were perfused via the left cardiac ventricle with PBS containing sodium nitroprusside (0.1 mg/mL; Sigma-Aldrich, Seelze, Germany). Aortic arch, root and organs were subsequently excised and fixed in 1% paraformaldehyde overnight and paraffin-embedded. Sections from aortic roots and brachiocephalic arteries (4 µm) were used for quantification of plaque area, necrotic core, macrophage content and cell size (MAC3), mesenchymal cell content [αSMA, platelet-derived growth factor receptor β (PDGFRβ)], collagen (Sirius red, collagen type I, SPP1), hypoxia (HIF1), proliferation (Ki67), apoptosis (TUNEL), and microvessels (CD31). More information about immunohistochemistry can be found in the Supplementary material online.

### 2.4. Flow cytometry and blood variables

Cells isolated from whole blood were analysed using flow cytometry (*n* = 10 mice per group). Blood was subjected to erythrocyte lysis. Following specific antibodies were used to detect leucocyte subsets in all tissues: leucocytes (CD45^+^, Biolegend), T cells (CD3ε^+^, NK1-1^−^; Miltenyi, eBioscience, resp.), B cells (B220^+^; BD), NK cells (NK1-1^+^), granulocytes (CD11b^high^ Ly6G^high^; BD, eBioscience, resp.), and monocytes (CD11b^high^ Ly6G^low^ Ly6C^high/intermediate/low^; Miltenyi). Data were acquired using a FACS Canto II and analysed with FACS diva software (BD).

For blood variable analysis, whole blood was diluted 1:10 in Hepes buffer, pH 7.45 (10 mM Hepes, 136 mM NaCl, 2.7 mM KCl, 2 mM MgCl_2,_ 0.1% glucose, 0.1% BSA) and subsequently measured on the XP3000 Sysmex analyzer (Sysmex, Chuo-ku Kobe, Japan).

### 2.5. Human tissue collection

Human plaque tissue collections were used: Maastricht Pathology Tissue Collection (MPTC), and Biobank of Karolinska Endarterectomies (BiKE) for analysis of protein and mRNA levels using immunohistochemistry, *in situ* hybridization, microarrays, and western blot analysis. Tissue collection was in line with the Dutch Code for Proper Secondary use of Human Tissue that is normally considered was material. This code (https://www.federa.org/codes-conduct) entails an opt-out arrangement and hence tissues were not used in case of objection. The applicability of this code for this study was approved by the Maastricht University hospital (MUMC) local Medical Ethical Committees Human studies of BiKE are approved by the Ethical Committee of Stockholm and follow the guidelines of the Declaration of Helsinki. All included patients have given their written informed consent.

### 2.6. Human plaque immunohistochemistry, *in situ* hybridization, and multispectral imaging

PHD1, 2, and 3 protein expression was assessed in human carotid autopsy samples. Slides were incubated with antibodies against PHD1 (Novus Biologicals NB100-310), PHD2 (Novus Biologicals NB100-2219) and CD68 (DAKO, M0814). Multispectral imaging was performed to analyse human PHD1 and 2 expression, and PHD-CD68 co-localization using a Nuance spectral imaging system (Perkin Elmer/Caliper Life Sciences, Hopkinton, MA, USA). As accurate, reliable PHD3 antibodies are not available at this moment in time, we used *in situ* hybridization. *PHD3* mRNA expression was determined by *in situ* hybridization in FFPE, using the following target sequence (TACATGGTGGGATCCTGCGGATAT TTCCAGAGGGGAAATCATTC ATAGCAGATGTGGAGCCCATTT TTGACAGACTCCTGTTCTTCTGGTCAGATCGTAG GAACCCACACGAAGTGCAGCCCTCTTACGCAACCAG).

### 2.7. Cell culture

Mice were euthanized by CO_2_ asphyxiation and bone marrow was isolated to generate bone marrow-derived macrophages (BMDMs). Macrophage conditioned medium was obtained by culturing differentiated BMDM for 24 h in either normal oxygen conditions or hypoxia (0.1% O_2_).

Primary vascular smooth muscle cells (SMCs) were isolated by enzymatic digestion from aortas of 5–10 C57/Bl6 mice (after removal of endothelium and adventitia) and cultured in DMEM (Gibco, 31966047) supplemented with 10% FCS and 100 U/m: Penicillin-Streptomycin. NIH/3T3 were cultured in DMEM (Gibco, 31966047) supplemented with 10% FCS and 100 u/mL Penicillin-Streptomycin. Before experiments with macrophage conditioned medium, SMCs and NIH/3T3 were starved for 24–48 h, respectively using DMEM supplemented with 0.1% FCS.

For gene intervention, cells were incubated with transfection agent Viromer BLUE (Lipocalyx, VB-01LB-01) together with siRNA for HIF1 (5′-GUCACCACAGGACAGUACA-3′), BNIP3 (5′-ACCUUCUGAUGAAGAUUUGGAUC-3′) and scramble control (5′-GCUUAACCCGUAUUGCCUA-3′) in a concentration of 25 nM for 8 h.

### 2.8. Proliferation and migration

Proliferation of SMC and 3T3 fibroblasts in response to macrophage conditioned medium (see above) was measured using CellTiter-glo luminescent cell viability assay (Promega, G7570) to determine ATP content of cells according to manufacturer’s protocol. Proliferation of PHD2 WT and cko BMDMs was also measured on an ACEA xCELLigence (Roche). Migration of primary murine SMC in response to conditioned macrophage medium of WT and PHD2cko was measured on an ACEA xCELLigence (Roche).

### 2.9. Functional assays

BMDMs were stimulated with stimuli for apoptosis [50 µM 7-ketocholesterol (Sigma, C2394) or 50 µg/mL oxLDL (isolated as described elsewhere)^17^] or lipid uptake (Topfluor, Avanti lipids 810255P-1mg). After stimulation, nuclei were stained with Hoechst (15 µg/mL). Samples were analysed using a high-throughput, fluorescent reporter system, coupled to automated microscopy (BD Pathway 855 High Content Bioimager). Data were processed with Attovision and BD Diva software. Detailed methods can be found in the Supplementary material online.

### 2.10. Efferocytosis

For efferocytosis analysis *in vitro*, Jurkat T cells were labelled with calcein-AM (1 µg/mL Invitrogen) prior to induction of apoptosis by UV irradiation (15 min 254 nm, UVS-26, 6 W bulb 0.02 J/s/cm_2_) and added 3:1 to BMDMs. Macrophages were exposed to 21% (normoxia) or 0.2% O_2_ (hypoxia) during 45 min of efferocytosis (Invivo2 1000, Ruskinn technology LTD, Pencoed, UK). After washing, macrophages were dissociated and analysed using flow cytometry for the percentage of calcein/jurkat^+^ macrophages.

### 2.11. Intracellular collagen content and collagen secretion

Intracellular collagen content of SMCs and 3T3s in response to PHD2 WT or cko conditioned medium was measured using CNA35-FITC (Kindly provided by prof. Reutelingsperger, Biochemistry department Maastricht). CNA35-FITC shown to bind to collagen type I, III and IV.^18^ Samples were analysed using the BD Pathway 855 High Content Bioimager. Data were processed with Attovision and BD Diva software.

SMCs and 3T3s were treated with PHD2 WT or cko conditioned medium for 72 h. Culture medium of SMCs and 3T3s was collected and analysed using Sircol soluble collagen assay as described by the manufacturer (Biocolor, S1000). In comparable subsequent experiments, transcription growth factor (TGF)-β1 was added to the conditioned medium or proteins were heat-inactivated (30 min, 85°C) prior to addition to 3T3 fibroblasts.

### 2.12. Matrix metalloprotease activity assay

The functional activity of matrix metalloproteinase (MMP) was determined using OmniMMP™ fluorogenic substrate (Enzo Life Science, BML-P126-0001). Fluorescence was detected at an interval of two minutes on a Spectromax (Ex 328 nm, Em 393 nm, Molecular Devices SPECTRAmax M2).

### 2.13. Western blot analysis

Whole-cell BMDM protein lysate was isolated using RIPA buffer supplemented with protease inhibitors (Roche, 11873580001) and protein concentration determined by BCA assay.

Pre-cast gels (ExpressPlus PAGE gel 8–16%, genscript, M81612) were used to and proteins were transferred to a nitrocellulose membrane. Primary antibodies directed against HIF1α (Novus Biologicals, NB100-499), HIF2α (Novus Biologicals, NB100-122), and β-Actin (Abcam, ab8227), were followed by appropriate HRP-labelled secondary antibody incubation. Signal was developed using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher scientific, 34095) and visualized using a digital scanner. Band density was quantified with ImageJ, and normalized for total proteins by β-actin as loading control.

### 2.14. Real-time quantitative PCR

*In vitro* experiments for gene expression analysis were performed in quadruplicate and repeated twice. Total RNA was isolated by Qiazol (Qiagen, 79306) and transcribed using iSCRIPT (Biorad, 1708891). qPCR analyses were performed with 10 ng cDNA using SYBR green (Biorad) and gene-specific primer sets (Eurogentec, Liege, Belgium, Supplementary material online, *Table S1*). Two housekeeping genes (cyclophilin, 18S rRNA) were used to normalize differences in mRNA levels between samples.

### 2.15. RNA sequencing and bioinformatic analysis of cultured cells

For RNA sequencing cells *in vitro*, RNA was isolated from triplicates of WT and PHD2cko BMDMs 24 h after seeding, and from triplicate fibroblasts after 72 h exposure to WT or PHD2cko conditioned medium. Bioanalyzer confirmed intact RNA (RNA Integrity number 10) for sequencing of 10 µg RNA, on the NextSeq 500 system using v 2.5 chemistry, at ∼15 M single reads per sample by the c (Core Facility Genomics of the Medical Faculty Münster). The gene-level expression of a total of 32 544 genes were quantified, 14 285 genes were retrieved for downstream analysis, 18 259 genes were discarded as lowly expressed genes. 

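The authors deposited estimated counts, without normalization, for 32544 genes in 12 libraries. With the libraries in 4 groups of 3, edgeR's filterByExpr kept 14285 of these genes and left out 18259. The same genes were tested in macrophages and in fibroblasts.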

Data analysis was performed in R (stats package, R.3.6.1 version). Full information on bioinformatic analysis can be found in the Supplementary material online.

### 2.16. Single-cell RNA sequencing of murine plaques

Single-cell sequencing was performed on PHD2 WT and PHD2cko plaques (*n* = 11 and 9, respectively). Aortic arches of either genotype were pooled, enzymatically digested and subjected to red blood cell lysis. All single, DAPI-negative living, cells were sorted on FACS Aria III for SCS. Cells were loaded on a chromium single-cell controller using V2 reagent kit (10× Genomics) to create cDNA sequencing libraries per manufacturers protocol. The Chromium Single-Cell 3′ Library Kit was then used to generate indexed sequencing libraries. Sequencing was performed on a Novaseq 6000 system (Illumina) (Supplementary material online, *Table S2*).

### 2.17. Bioinformatics analysis of single-cell RNA sequencing data

Raw sequencing data were processed using CellRanger and analysed using R (R.3.6.1), Seurat R package (v.3.1.0), and Bioconductor R packages. Full details of analysis can be found in the Supplementary material online.

### 2.18. Statistical analysis

All data are presented as mean ± standard error of the mean, or effect size, with *P-value <0.5, **P-value < 0.01, ***P-value < 0.001. All variables were analysed using independent sample tests and were tested for normal distribution using Shapiro–Wilk normality test. Variables with two groups were compared with Student’s *t*-test or Mann–Whitney rank-sum test. In case of more than two groups, variables were analysed using one-way analysis of variance followed by Bonferroni’s Multiple Comparison Test or Kruskal–Wallis rank-sum test, followed by Dunn’s *post hoc* testing. Correlation analysis was performed using Spearman bivariate correlation analysis (IBM SPSS statistics 22).

## 3. Results

### 3.1 PHD1, 2, and 3 in human plaque correlates with plaque inflammation

Protein (PHD1, 2) and mRNA (PHD1, 2, 3) expression was studied in serial sections of atherosclerotic tissue of human carotid arteries to establish cell-type and plaque stage expression patterns of each isoform. All PHDs were expressed throughout different stages of atherosclerosis (*Figure 1A*–*C*). PHD1 was expressed in both CD68 positive and negative regions (*Figure 1A*), while PHD2 and 3-localized predominantly with regions that were CD68-positive in serial sections (*Figure 1A and B*). Consistent with the importance of inflammation and macrophage function for plaque stability, this suggested that PHDs could impact plaque stability. We therefore analysed PHD expression in the large human cohort BiKE, with both healthy and atherosclerotic carotid arteries. Similar to protein expression, mRNA expression patterns of the three PHD isoforms differed between disease stages. PHD1 and PHD3 mRNA levels were increased between non-diseased arteries and atherosclerotic plaques. PHD1 and PHD2 mRNA was similar between plaques from clinically symptomatic and asymptomatic patients, while PHD3 mRNA was increased in plaques from symptomatic patients (*Figure 1C*). The link with inflammation and hypoxic signalling was confirmed by the significant correlations between *PHD* mRNA and *CD68,* and *HIF1α* and *HIF2α* in samples of BiKE cohort subjects (Supplementary material online, *Table S2*). Thus, expression of PHD proteins in CD68-rich regions in human plaque tissue suggests that PHDs may modulate atherosclerosis via the macrophage compartment.

**Figure 1:**
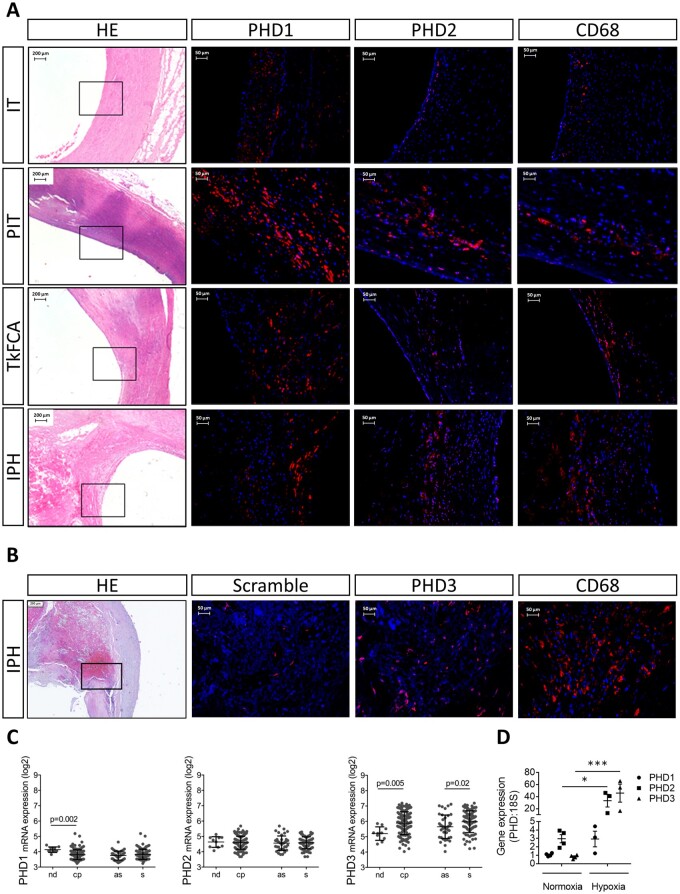
PHDs correlated with in human plaque inflammation. (*A*) Representative pictures of haematoxylin/eosin (HE), PHD1, PHD2, and CD68 in adjacent human carotid plaque sections from different stages [intimal thickening (IT), pathological intimal thickening (PIT), thick fibrous cap atheroma (TkFCA), and intraplaque haemorrhage (IPH)], (*B*) Representative pictures of HE, Scramble, PHD3 *in situ* hybridization, and CD68 immunoreactivity in IPH human carotid plaque. (*C*) PHD mRNA expression in microarrays of non-diseased arteries (nd, *n* = 10) and carotid plaques (cp, *n* = 127) from the BiKE cohort. Carotid plaques were further stratified as asymptomatic (as, *n* = 40) or symptomatic patients (s, *n* = 87). (*D*) PHD isoforms mRNA expression in bone marrow-derived macrophages (BMDMs) measured by quantitative PCR (*n* = 3–4 replicates). Expression relative to 18S. Statistical analyses were performed using two-way ANOVA, with Bonferroni *post hoc* test (*C* and *D*). All results show mean ± SEM. *P < 0.05, ***P < 0.001.

### 3.2 Myeloid PHD1, 2, and 3 deficiency leads to different plaque phenotypes

The different expression patterns of PHDs in human plaques, and murine BMDMs (*Figure 1D*) warranted investigation of each isoform in atherogenesis. As only PHD2 is embryonically lethal, PHD2 LysMCre conditional knockout (ko) mice on a low-density lipoprotein receptor (LDLR) ko background (PHD2cko) and LysMCre-LDLRko (WT) were fed a high-cholesterol diet to study atherogenesis. Transplantations of LDLRko (WT), PHD1ko-LDLR-ko, and PHD3ko-LDLR-ko bone marrow into LDLRko recipient mice ensured knockout in myeloid cells (Supplementary material online, *Figure S1A*–*C*). Both PHD2cko and PHD3ko led to enhanced plaque size in the aortic root, while PHD3ko additionally showed increased necrotic content (*Figure 2A and B*). Interestingly, plaques in PHD1ko mice were similar to control, despite a small decrease in plasma cholesterol (Supplementary material online, *Figure S1D*). This is surprising, given that whole body PHD1ko and PHD2 hypomorphous mice showed an atheroprotective metabolic phenotype, and smaller plaques compared to control mice.^10^^,^^11^ However, PHD1 expression was less pronounced in murine and human macrophages compared to stromal cells, and to macrophage PHD2 and PHD3 (*Figure 1*). This may explain a preferential stromal, not myeloid, role for PHD1, consistent with its role in extrahepatic cholesterol metabolism.^10^ Importantly, no major systemic changes in body weight or blood leucocytes occurred in PHD2 and PHD3 deficient mice (Supplementary material online, *Figures S1E* and *F, S2A*–*C*). We observed no difference in the numbers of circulating neutrophils in all knock-out models or neutrophil presence in PHD2cko and PHD3ko plaques (Supplementary material online, *Figures S2A.6, B.6, C.6, D* and *E*).

**Figure 2:**
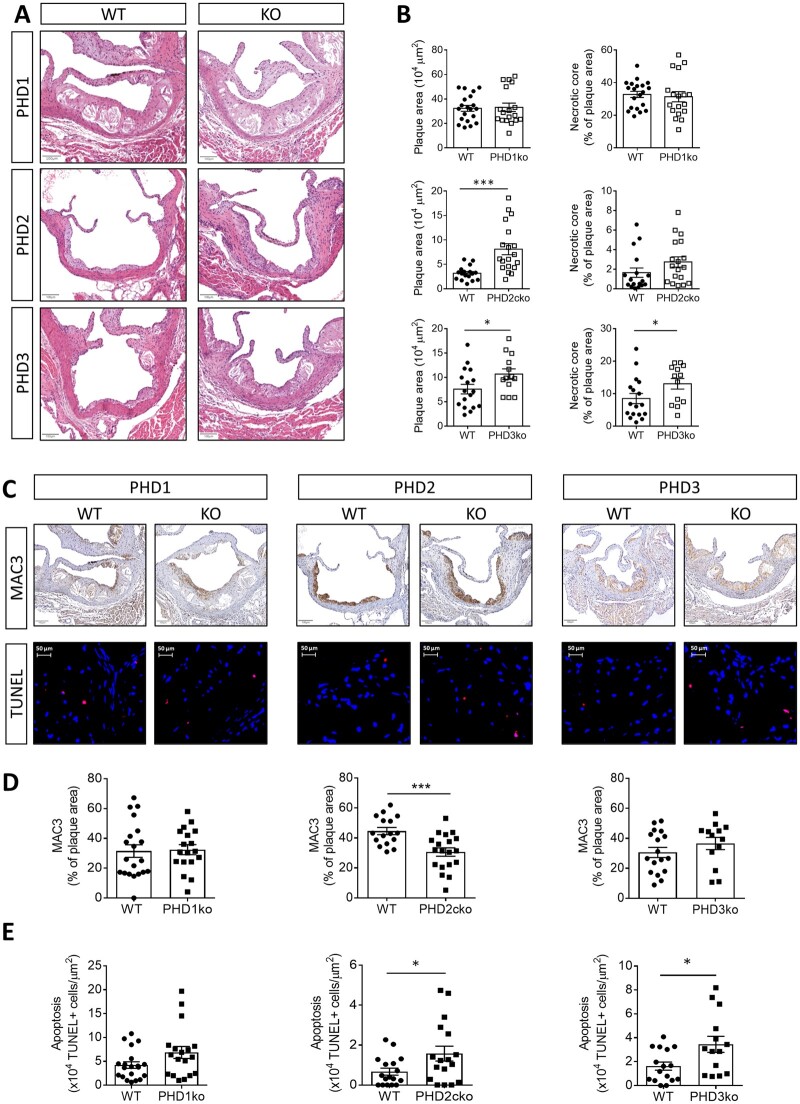
Myeloid PHD2 and PHD3 deficiency aggravated plaque apoptosis. (*A*) Representative HE pictures of aortic root (AR) lesions in PHD knock-outs (KO) and corresponding controls (WT) after 6–8 weeks high-cholesterol diet. (*B*) Quantification of plaque and necrotic core size. (*C*) Representative pictures of MAC3 (brown) and TUNEL (red) staining in ARs of all PHD KO models and corresponding quantification (*D, E*, respectively). Statistical analyses were performed using a Student’s *t*-test (*B, D, E*). All results show mean ± SEM of 13–20 mice per group. *P < 0.05, ***P < 0.001. Scale bars 100 µm.

### 3.3 Myeloid PHD2 and PHD3 deficiency increased macrophage apoptosis

Myeloid-specific PHD loss led to reduced macrophage content in PHD2cko plaques and larger necrotic cores in PHD3ko plaques, but not PHD1ko plaques (*Figure 2C and D*). As reduced plaque macrophage numbers and larger necrotic core size can both result from increased macrophage apoptosis. We therefore assess apoptosis by TUNEL staining and revealed enhanced macrophage apoptosis in PHD2cko and PHD3ko plaques (*Figure 2C*–*E*). Furthermore, PHD2cko and PHD3ko BMDMs, but not PHD1ko BMDMs, showed enhanced 7-ketocholesterol induced annexin V-based apoptosis *in vitro* (*Figure 3A*–*D*). PHD2cko BMDM responded similarly to oxLDL (Supplementary material online, *Figure S3A* and *B*). Uptake of apoptotic cells *in vitro* was not different between PHD2cko, PHD3ko, and control cells (Supplementary material online, *Figure S3C* and *D*), suggesting apoptosis alone is underlying enhanced density of apoptotic cells rather than efferocytosis.

**Figure 3:**
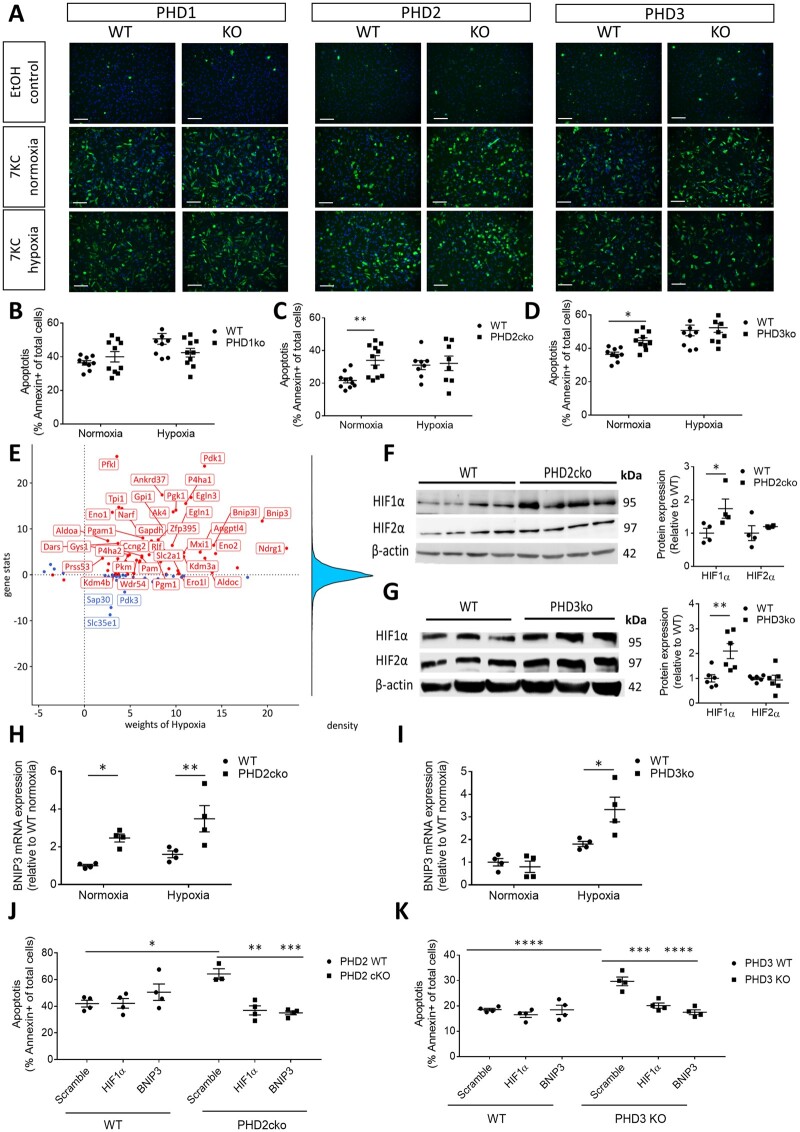
PHD2cko and PHD3ko enhanced BMDM apoptosis via a HIF1/BNIP3 axis. (*A*) Representative pictures Annexin-A5 (green) stained BMDMs after ethanol (EtOH) or 7-ketocholesterol (7KC) stimulation in normoxia or hypoxia. Nuclei in blue. Bar is 20 µm. Graphs show 4–11 experiments, which consist of 3–6 biological replicates per experiment (*B*–*D*). Corresponding quantification of percentage apoptotic cells per isoform. (*E*) PROGENy footprint of hypoxia response in PHD2cko macrophages. Top 10% most dysregulated genes are shown. Red/blue: positive/negative contribution to activity. (*F*) Western blot and quantification of HIF1α and HIF2α expression in PHD2cko, (*G*) PHD3ko and respective control BMDM, normalized for β-actin. Full blots can be found in Supplementary material online, *Figure S6*. (*H*) BNIP3 mRNA expression in PHD2cko and (*I*) PHD3ko BMDM under normoxic and hypoxic conditions. (*J*) Apoptosis quantification of PHD2cko (*K*) and PHD3ko BMDMs treated with either scramble, HIF1α or BNIP3 siRNA and 7KC. Experiments show four to six biological replicates. Statistical analyses were performed using a two-way ANOVA with Bonferroni *post hoc* test (*B*–*D, F*–*K*). All results show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.4 Apoptosis *in vitro* was enhanced via HIF1α and BNIP3

Transcriptome-wide mRNA profiling of PHD2cko BMDMs was performed to study underlying mechanisms (*Figure 3E* and Supplementary material online, *Figure S4*). 

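RNA was taken 24 h after seeding from 3 BMDM cultures labelled WT and 3 labelled PHD2cko. The paper's text does not name the oxygen condition of the sequenced cultures. Egln1, the gene that encodes PHD2 (ENSMUSG00000031987.6), lies on chromosome 8 of GRCm38 from 124908587 to 124949324. Its deposited estimated counts were 860, 904 and 913 in WT replicates 1, 2 and 3, and 1134, 1000 and 1364 in replicates 1, 2 and 3 labelled PHD2cko. After TMM normalization, Egln1 was at 55.4 ± 0.574 counts per 1e6 counts (CPM) in WT and 69.6 ± 1.77 CPM in the libraries labelled PHD2cko (SD, n = 3 each). Its log2 fold change was 0.33 (standard error 0.0527, adjusted p = 0.00203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egln1 mRNA was thus higher, not lower, in the libraries labelled PHD2cko. The deposited table gives 1 value per gene and none per exon, so it cannot show whether part of the gene was lost. The paper's own check of the knockdown, PHD2 mRNA in PHD2cko BMDMs, is in Figure S1B. With each library left out in turn, the log2 fold change of Egln1 stayed between 0.31 and 0.35. The WT libraries held from 17182568 to 18241415 counts, with a median of 18188947. The libraries labelled PHD2cko held from 15953423 to 21221219 counts, with a median of 17991739. A gene with 3 counts, the floor used for folds, was at no more than 0.188 CPM in any BMDM library, taken over the total count without TMM.
In the libraries labelled PHD2cko, 483 genes were higher and 478 lower at an adjusted p under 0.05, together 6.73% of the genes tested. At an unadjusted p under 0.05, 2721 genes differed. For 4564 genes (31.9%), the 3 libraries with one label lay all above or all below the 3 with the other, where chance gives 10%. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.100. Fitting the 6 BMDM libraries without the fibroblast libraries moved the counts most, to 1202 genes higher and 1332 lower. A change of at least 2-fold was reached by 64 of the higher and 73 of the lower genes. Among genes past the threshold with a mean of at least 1 CPM in either group and no overlap between the groups, the 5 with the largest rise were Gm8730, Gm18180, Gm10704, Ighg2b and Gm7809. Gm8730 (log2 fold change 11.50) is annotated as a processed pseudogene and shares sequence with Rplp0, whose own count fell by 1.28 on the log2 scale. Of its stretches of 31 bases, Gm18180 shares 85.5% with Zfp617, and Gm7809 shares 48.7% with Tpm4. Reads shared between such sequences were not ruled out as a source of these rises. The 5 genes with the largest fall were Pcdhac2, Cfap53, Iigp1, Cd69 and Ifit1bl1.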

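PROGENy and DoRothEA were not used here. A hand-written list of 32 HIF target genes was tested in their place. In the libraries labelled PHD2cko, 25 of these genes were higher, 18 of them past the threshold, and none of the other 7 was lower past it. Pre-ranked enrichment by permutation on the moderated t-statistics of limma-voom, the paper's own ranking, gave the list a normalized enrichment score of 2.69 (adjusted p = 2.6e-13 over the 9 lists tested in BMDMs). An alternative kept only the 14 listed genes that Figure 3E and Figure S4C do not label, which scored 1.34 (permutation, adjusted p = 0.137). Figure 3E shows the most dysregulated genes of these same libraries, so a lower score follows in part from the way those genes were chosen.
The 37 genes labelled in red in Figure 3E were all higher in the libraries labelled PHD2cko, with log2 fold changes from 0.18 to 4.01 and a median of 0.46. Of these, 33 passed the threshold over all genes and 37 when adjusted over the labelled genes alone, which the paper chose from these libraries as the most dysregulated of a footprint. The 3 genes labelled there in blue fell, Sap30 by a log2 fold change of -0.68, Slc35e1 by -0.39 and Pdk3 by -0.31. Sap30 and Slc35e1 lie on chromosome 8, the chromosome of Egln1, where genes past the threshold were more frequent than on the others.
Egln3, which encodes PHD3 (ENSMUSG00000035105.5, chromosome 12, 54178981 to 54203860), rose from 4.32 ± 0.247 to 16.8 ± 0.70 CPM (SD, n = 3 each). Its log2 fold change was 1.96 (standard error 0.100, adjusted p = 1.8e-07, edgeR). Of the 9 genes in Figure S4C, 7 were higher past the threshold, among them Pgk1 (0.85), P4ha2 (0.65) and Slc2a1 (0.46, each a log2 fold change). Vegfa differed by less than the spread between replicates (log2 fold change -0.03, adjusted p = 0.873, edgeR). Hif1a mRNA itself was lower (log2 fold change -0.22, standard error 0.0416, adjusted p = 0.00706, edgeR), with all 3 libraries labelled PHD2cko below the 3 WT libraries.

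**Figure D1:**
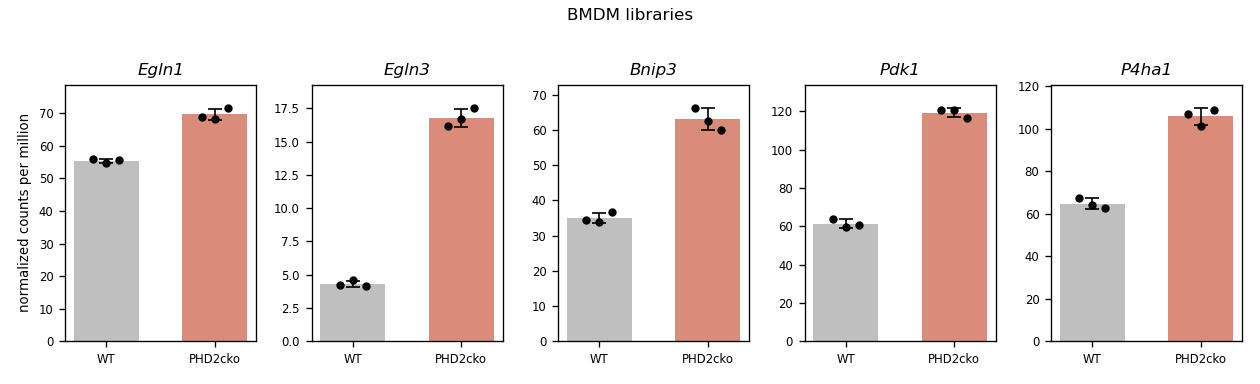
Normalized CPM (vertical axes) of Egln1, Egln3, Bnip3, Pdk1 and P4ha1 in BMDM libraries labelled WT and PHD2cko. Bars show the mean, error bars the SD and points the 3 replicates, and for each of the 5 genes every library labelled PHD2cko lies above every WT library.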

Pathway analysis using PROGENy,^19^ and transcription factor analysis using DoRothEA^20^ in PHD2cko BMDMs supported hypoxia response activation and HIF1α transcription factor activity. 

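The hallmark collection was not used here, and lists written by hand took its place. Of 18 glycolysis genes, 17 were higher in the libraries labelled PHD2cko, 11 of them past the threshold, and the list scored 2.36 (permutation, adjusted p = 3.2e-08). Pfkl, one of them, had a log2 fold change of 1.10 (standard error 0.0427, adjusted p = 1.4e-08, edgeR). For cell division, 37 of 43 S phase genes were higher, 9 past the threshold, with a median log2 fold change of 0.17 and a score of 2.14 (permutation, adjusted p = 1.5e-05). Of 54 G2M phase genes, 52 were higher, 11 past the threshold, and 1 was lower past it. Their median log2 fold change was 0.20 and their score 2.51 (permutation, adjusted p = 9.0e-10). Both lists score mRNA, and the paper's assays of BMDM proliferation showed no change.
All 40 interferon response genes tested were lower in the libraries labelled PHD2cko, 16 of them past the threshold. Their median log2 fold change was -0.69 and their score -2.74 (permutation, adjusted p = 2.5e-15). Among 26 genes of the NFκB and TNF response, 21 were lower but 2 passed the threshold, with a score of -1.93 (permutation, adjusted p = 0.00128). The 7 MHC class II genes were all lower past the threshold and scored -2.07 (permutation, adjusted p = 5.3e-10).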

Hallmarks of cell division, and glycolysis were also up-regulated, while inflammatory signalling was diminished (*Figure 3E*, Supplementary material online, *Figure S4B*–*D, Tables S3* and *S4*). In contrast, *in vitro* PHD2cKo showed up-regulated expression of both pro- and anti-inflammatory genes (Supplementary material online, *Figure S4E*). 

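Bnip3 (ENSMUSG00000078566.8) lies on chromosome 7 of GRCm38 from 138890836 to 138909519. In BMDMs its deposited estimated counts were 531, 558 and 601 in WT replicates 1, 2 and 3, and 1091, 917 and 1143 in replicates 1, 2 and 3 labelled PHD2cko. Normalized, these came to 34.9 ± 1.45 and 63.0 ± 3.13 CPM (SD, n = 3 each). The log2 fold change of Bnip3 was 0.85 (standard error 0.0732, adjusted p = 1.5e-05, edgeR), which is 1.80-fold. With each library left out in turn, the log2 fold change stayed between 0.81 and 0.88. In the heading of this part of its results, the paper states that apoptosis in vitro was raised by way of HIF1α and BNIP3.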

Interestingly, expression of the pro-apoptotic HIF target gene BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (BNIP3) was up-regulated (1.8-fold-change, FDR < 0.05; *Figure 3E*, Supplementary material online, *Figure S4C*). Culturing control BMDMs under hypoxic conditions, mimicking PHD deficiency, led to increased apoptosis to comparable levels as in PHD-deficient BMDMs (*Figure 3A*–*D*). PHD2cko and PHD3ko BMDMs did not show further augmentation of apoptosis upon hypoxic conditions (*Figure 3A*–*D*). Increased HIF1α, but not HIF2α protein levels in PHD2cko and PHD3ko BMDMs and plaques (*Figures 3F and G*, Supplementary material online, *Figure S5A* and *S6*) was accompanied by enhanced BNIP3 mRNA expression in normoxic and hypoxic PHD2cko and PHD3ko BMDMs (*Figure 3H*–*J*). The causal involvement of HIF1α, and BNIP3 in macrophage apoptosis was confirmed by silencing HIF1α, or BNIP3 in PHD2cko and PHD3ko BMDMs, significantly decreasing apoptosis compared to scramble siRNA-treated control cells (*Figure 3J and K*, Supplementary material online, *Figure S5B* and *C*).

### 3.5 Single-cell sequencing confirmed up-regulated HIF1α/BNIP3 in PHD2cko plaque macrophages *in vivo*

As transcriptional effects of cell-type conditional silencing with partial knockdown can be diluted by other cell types in ‘bulk’ RNA sequencing, single-cell RNA sequencing of plaque macrophages was essential to distill the transcriptome of plaque macrophages with PHD2cko (*Figure 4A*). The single-cell map showed the landscape of myeloid leucocytes described previously in atherosclerotic plaques (*Figure 4B*).^21^ These myeloid cells were Lyz2-positive, but negative for SMC and endothelial cell markers (*Figure 4C*). Inflammatory, resident-like, ‘triggering receptor expressed on myeloid cells-2’ (TREM2hi), interferon-inducible cell (IFNIC) and cavity macrophages, a recently-discovered subset of macrophages resembling those from the peritoneal cavity,^22^ were clearly identified and represented similarly in both genotypes (*Figure 4D and E*, Supplementary material online, *Figure S7A*). PHD2cko plaque macrophages were identified based on the PHD2cko gene signature, derived from the *in vitro* transcriptome of PHD2cko BMDMs. The top 50 signature genes, including amongst others Pyruvate Dehydrogenase Kinase 1 (Pdk1) and Prolyl 4-Hydroxylase Subunit Alpha 1 (P4ha1), can be found in Supplementary material online, *Table S5*. 

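All 50 genes of Table S5 were higher past the threshold in the BMDM libraries labelled PHD2cko. The list is the paper's own call on these libraries, so the count shows no stability. The log2 fold changes had a median of 0.77. Pdk1 (ENSMUSG00000006494.11, chromosome 2 of GRCm38, 71873224 to 71903858) rose from 61.4 ± 2.34 to 119 ± 2.49 CPM (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.0419, adjusted p = 4.8e-08, edgeR). P4ha1 (ENSMUSG00000019916.14, chromosome 10, 59323296 to 59373304) rose from 64.8 ± 2.60 to 106 ± 3.99 CPM, a log2 fold change of 0.71 (standard error 0.0488, adjusted p = 2.3e-06, edgeR). For both genes the difference between the labels was larger than the spread between replicates. Where at least 10 counts were required in every BMDM library, 46 of the genes were left to test, and all of these passed the threshold.
On chromosome 8, which carries Egln1, lie 6 of the 50 genes: Hpgd (log2 fold change 6.08), Ankrd37 (4.01), Armc6 (1.30), Jak3, Zfp868 and Lpl. The chromosome holds 5.28% of the genes tested. The immunoglobulin genes Igkc and Ighg2b had 0 counts in the 3 WT libraries, so no fold is given for them.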

Myeloid cells derived from PHD2cko plaques presented with a greater PHD2cko gene signature expression as compared to their matched WT cells (*Figure 4F*). Next, PHD2cko cells with signature expression above the 3rd quartile (Q3) from PHD2cko plaque macrophages (*Figure 4F*) were compared to WT plaque macrophages below Q3 for differential gene and pathway analysis. This confirmed hypoxia/HIF signalling upon PHD2cKO (*Figure 4G*), using PROGENy and DoRothEA methods on single cells,^23^ and BNIP3 overexpression in PHD2cko plaque macrophages *in vivo* (*Figure 4H and I*). BNIP3 expression was increased across all macrophage subsets. In contrast, BNIP3 was not differentially expressed in PHD2cKO plaque neutrophils with high expression of the PHD2cKO signature (Supplementary material online, *Figure S7B*). Furthermore, we were able to show the correlation of BNIP3 mRNA, derived from microarrays of human carotid plaques, with necrotic core size (*Figure 4J*). Taken together, the shows that the PHD2/3-HIF1α-BNIP3 axis likely explains enhanced plaque apoptosis and the reduction in plaque macrophages observed in PHD2cko plaques.

**Figure 4:**
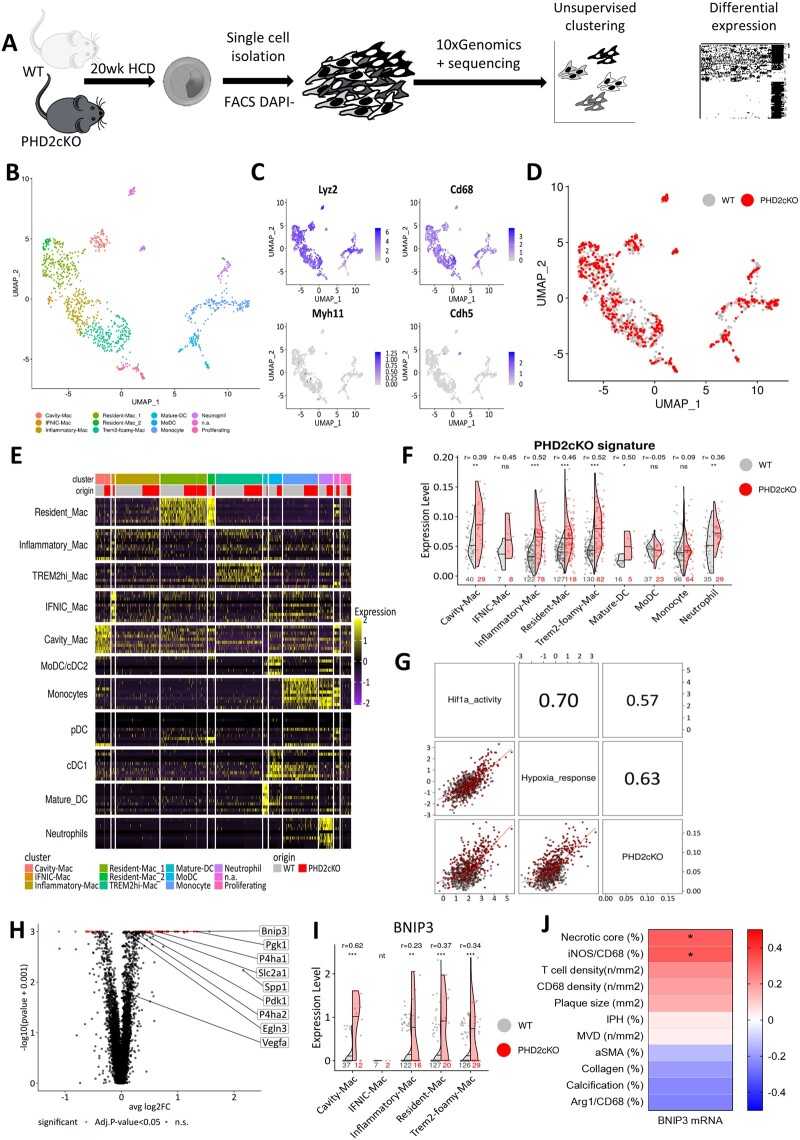
Single-cell sequencing of PHD2cko plaques supported hypoxia signalling and BNIP3 up-regulation *in vivo*. (*A*) Schematic overview single-cell sequencing setup, 11 PHD2 WT and 9 PHD2cko mice were pooled for single-cell sequencing. (*B*) Uniform Manifold Approximation and Project (UMAP) plot of the myeloid leucocytes (*n* = 1119). Unsupervised clustering resulted in 12 clusters, whose identities were assigned based on cell-specific markers as shown in (*E*). Each dot represents a single cell, grouped together based on similarities in transcriptome. (*C*) Same UMAP plot as in (*B*) showing the absolute expression of canonical markers for myeloid (Lyz2 and CD68), and non-myeloid lineages (Myh11 and Cdh5). (*D*) Same UMAP plot as in (*B*) colour by biological condition of origin. (*E*) Heatmap of the top 10 markers from Zernecke *et al*. of each myeloid leucocyte class across cells. Columns are grouped by the resulting 12 clusters from the unsupervised clustering. Columns are single cells. Rows are marker genes. Gene-level expression was scaled across cells. (*F*) Violin plots with group 50th percentile (horizontal line) split by condition showing differences in the expression of the BMDM PHD2cKO expression signature among myeloid leucocytes. Each dot represents a cell. ***P < 0.001, **P < 0.01, *P < 0.05 adjusted *P*-values (FDR method) and *r* effect sizes from Wilcoxon test. Sample sizes are indicated at the bottom of each violin group. (*G*) Correlation matrix showing pair-wise Pearson correlation coefficients between PHD2cko signature and hypoxia and HIF1α activity scores at a single-cell basis. WT and PHD2cko cells in grey and red respectively. (*H*) Volcano plot depicting differentially expressed genes between PHD2cko and WT plaque macrophages with high (>3Q, *n* = 79 cells) and low (<Q3, *n* = 419 cells) expression of the BMDM PHD2cKO expression signature, respectively. DEGs with adj. *P*-value <0.05 (Bonferroni method) in red. (*I*) Violin plots split with group 50th percentile (horizontal line) by condition showing differences in the Bnip3 expression between PHD2cko and WT plaque macrophages with high and low expression of the BMDM PHD2cKO expression signature, respectively. Each dot represents a cell. ***P < 0.001, **P < 0.01, *P < 0.05 adjusted *P*-values (FDR method) and *r* effect sizes from Wilcoxon test. Sample sizes are indicated at the bottom of each violin group. IFNIC-Mac was not tested (nt) due to low sample size (*n* < 5). (*J*) Heatmap showing FDR adjusted Pearson correlation of BNIP3 mRNA in human carotid plaque segments (*n* = 22 patients) with plaque traits in adjacent sections. *FDR adjusted *P*-value <0.05.

### 3.6 PHD2cko, but not PHD1/3ko, promoted a pro-fibrotic plaque phenotype

Despite increased apoptosis, larger plaques were observed in PHD2cko and PHD3ko mice. In PHD2Ko mice, this was mostly attributed to a ∼3-fold higher collagen content (*Figure 5A*), while neither PHD1ko nor PHD3ko mice showed enhanced collagen content (Supplementary material online, *Figure S8*). Plaque size and collagen accumulation of PHD2cko mice were both significantly enhanced in advanced plaques in the aortic root, and the brachiocephalic artery in a further cohort of mice fed a high-cholesterol diet for 12 weeks (Supplementary material online, *Figure S9A*–*D*). In addition to overall collagen accumulation, cap-thickness was increased (*Figure 5B*). Of note, micro-vessel density was not altered in the adventitial tissue of the aortic root and brachiocephalic artery of PHD2cko animals, although PHD2 was reported to be the main isoform driving angiogenesis.^24^ Additionally, no plaque micro-vessels were observed in WT or PHD2cko mice, as expected in mice (Supplementary material online, *Figure S9E* and *F*).

**Figure 5:**
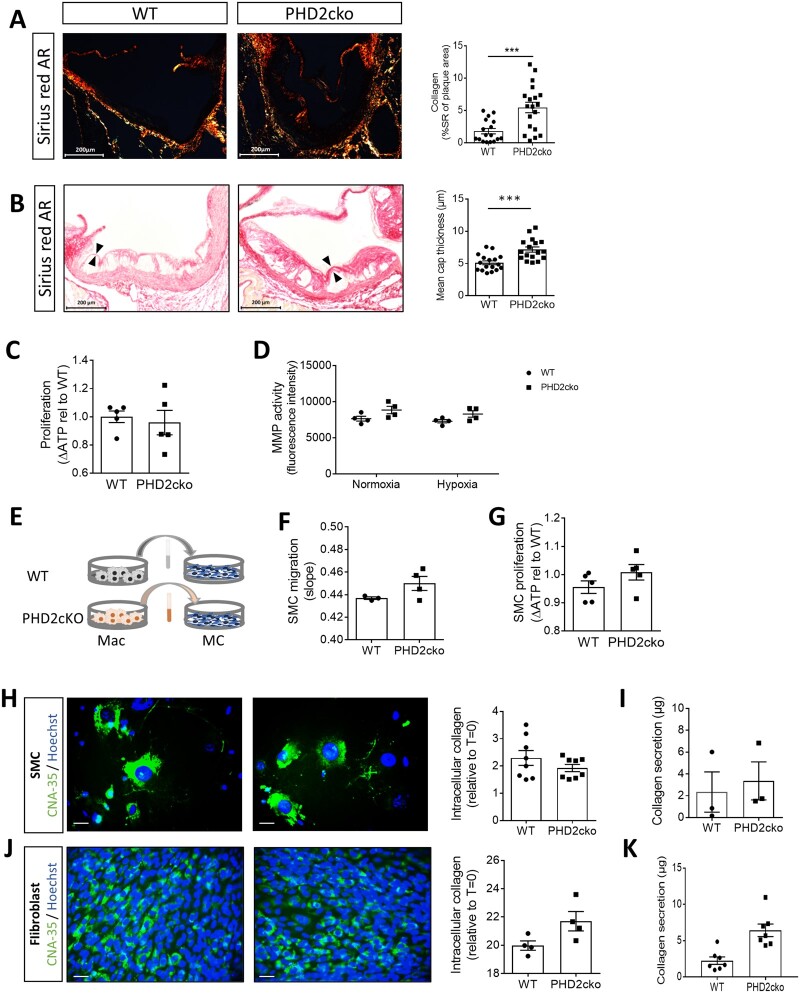
Myeloid PHD2 deficiency triggered plaque fibrosis by enhancing fibroblast collagen secretion via PHD2cko BMDM paracrine signalling. (*A*) Representative pictures of Sirius red collagen content in PHD2cko and WT mice after 6 week HCD. (*B*) Fibrous cap thickness (arrows) in PHD2cko and WT mice after 12 weeks HCD. (*C*) BMDM proliferation (ATP accumulation over 72 h) and (*D*) MMP activity of PHD2cko and WT BMDMs in normoxia and hypoxia. (*E*) Schematic overview of conditioned medium transfer from BDMDs to mesenchymal cells (MCs). (*F*) SMC migration after conditioned medium transfer. (*G*) SMC proliferation (ATP accumulation) h after conditioned medium transfer. (*H*) Representative pictures and quantification of internal collagen (CNA-35, green) in SMCs conditioned medium transfer. Bar is 20 µm. (*I*) SMC collagen secretion after conditioned medium transfer. (*J*) Representative pictures and quantification of internal collagen in 3T3 fibroblasts measured by CNA-35 (green) after 72 h conditioned medium transfer. Bar is 20 µm. (*K*) 3T3 fibroblast collagen secretion after conditioned medium transfer. *In vitro* experiments were done with three to five technical replicates, and three to six biological replicates. *In vivo* studies include 17–20 mice per group. Statistical analyses were performed using a Student’s *t*-test (*A*–*C, F*–*K*) or two-way ANOVA, with Bonferroni *post hoc* test (*D*). All results show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.7 Paracrine signalling by PHD2cko macrophages enhanced fibroblast collagen secretion

Collagen secretion by BMDMs themselves was undetectable (Supplementary material online, *Figure S9G*). Additionally, matrix metalloproteinase activity, and proliferation of PHD2cko BMDMs were unchanged, as measured by two independent assays (*Figure 5C and D*, data not shown). This hinted towards paracrine effects of myeloid PHD2cko on density or function of collagen-producing cells. Although the current dogma suggests that smooth muscle cells (SMC) are the source of plaque collagen, *in vitro* and *in vivo* SMC migration, proliferation, and collagen production remained similar (*Figure 5E*–*I*, Supplementary material online, *Figure S10A*). Although the area of αSMA-positive mesenchymal cells, i.e. SMCs and fibroblast-like cells, in the plaque was increased in early plaques of PHD2cko mice, this difference was not maintained at all timepoints and vascular beds (Supplementary material online, *Figure S10B* and *C*). Together these data suggests that SMC function and density were not altered by paracrine signalling of PHD2cko macrophages.

Therefore, we studied fibroblasts as source of plaque collagen accumulation, since three recent reports indicated fibroblasts involvement in atherosclerosis.^25–27^ Indeed, medium conditioned for 24 h by PHD2cko macrophages (PHD2cko-condtioned medium) induced an almost three-fold enhanced collagen secretion by 3T3 fibroblasts *in vitro*, compared to WT-conditioned medium, while intracellular collagen content remained unchanged (*Figure 5J and K*). Fibroblast density seemed unaffected, as mesenchymal marker PDGFR β content of WT and PHD2cko plaques was similar (Supplementary material online, *Figure S10D*), as was fibroblast proliferation and myogenic transition in conditioned medium *in vitro* (data not shown; Supplementary material online, *Figure S10E*). Thus, the increased collagen content in response to PHD2cko macrophages appears to relate to perturbations in fibroblast function, rather than proliferation or myogenic transitioning.

Mechanistically, the collagen accumulation was hypoxia-dependent, as hypoxia increased collagen production by fibroblasts treated with WT-conditioned medium to similar levels as exposure to PHD2cko-conditioned medium, without further enhancing collagen production in PHD2cko-conditioned medium treated fibroblasts (*Figure 6A*). To further decipher the molecular mechanism, the transcriptome of fibroblasts incubated *in vitro* with WT or PHD2cko medium was interrogated (Supplementary material online, *Figure S11A* and *B*). 

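NIH/3T3, a mouse fibroblast line, was sequenced after 72 h in medium conditioned by BMDMs labelled WT or PHD2cko, with 3 libraries for each medium. The paper describes media from normal oxygen and from hypoxia, and its text does not name which of them these fibroblasts received. The authors deposited the fibroblast counts in one table with the BMDM counts. Directions follow the label of the medium, since Egln1 was higher in the BMDM libraries labelled PHD2cko. The libraries in WT medium held from 17354031 to 25199770 counts, with a median of 18233073. Those in medium labelled PHD2cko held from 15516465 to 18510894 counts, with a median of 17330719, and 3 counts came to no more than 0.193 CPM over the total count, without TMM, in any fibroblast library.
In medium labelled PHD2cko, 1276 genes were higher and 964 lower at an adjusted p under 0.05, together 15.7% of the genes tested, and 4174 differed at an unadjusted p under 0.05. The groups of libraries did not overlap for 4551 genes (31.9%), where chance gives 10%. Without the BMDM libraries, the alternative that moved the counts most, 566 genes were higher and 346 lower. With the replicate number as a block, 1085 were higher and 774 lower. Across genes, which are not independent replicates, deviations from the group mean had a mean correlation of 0.0467 between libraries with the same replicate number and of -0.0329 between libraries with different numbers. In WT medium, replicate 1 differed from replicates 2 and 3 with a chi-square per degree of freedom of 24.8 and 26.9, against 2.35 between replicates 2 and 3.
Counts of macrophage marker genes were found in the fibroblast libraries. Summed over 23 macrophage marker genes, they came to 0.0504% ± 0.00195 of the BMDM level in WT medium and 1.66% ± 0.994 in medium labelled PHD2cko (SD, n = 3 each; exact permutation test, two-sided p = 0.100, the smallest that 3 against 3 allow). Of the genes that were higher, 616 (48.3%) had at least 10 times as high an expression in BMDMs as in fibroblasts in WT medium. Among the 563 genes that were at least 2-fold higher, there were 530 such genes, and among the 964 lower genes 6. Chosen by the rule used for BMDMs, the 5 genes with the largest rise were Pira2, Ly9, Ch25h, Ccl4 and C1qa, with Pira2 at least 24.3-fold and C1qa at least 76.2-fold higher. The 5 with the largest fall were Dio2, Scg5, Fam71f2, Lmod1 and Klk8, with a log2 fold change of -1.65 for Dio2.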

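Of 31 collagen genes tested in 3T3 fibroblasts, 9 made the leading edge of the enrichment in medium labelled PHD2cko. They were Col3a1, Col5a3, Col15a1, Col28a1, Col18a1, Col27a1, Col5a1, Col1a1 and Col5a2. The collagens had an enrichment score of 0.473 and a normalized enrichment score of 1.54 (permutation, p = 0.0247, adjusted p = 0.0317 over 9 lists). The paper's reported values are 0.47 and 1.55. Ranking by edgeR's F lowered the normalized score to 1.37 (permutation, adjusted p = 0.0999), and a replicate block lowered it to 1.46 (permutation, adjusted p = 0.0601). All 9 leading genes were higher, 6 of them past the threshold with edgeR and 7 with limma-voom.
Col3a1 (ENSMUSG00000026043.18, chromosome 1 of GRCm38, 45311538 to 45349706) rose from 4338 ± 224 to 7937 ± 357 CPM (SD, n = 3 each), a log2 fold change of 0.87 (standard error 0.132, adjusted p = 8.4e-04, edgeR). Col5a3 (ENSMUSG00000004098.7, chromosome 9, 20770050 to 20815067) rose from 22.7 ± 3.19 to 38.6 ± 1.81 CPM, a log2 fold change of 0.77 (standard error 0.101, adjusted p = 6.8e-04, edgeR). Col15a1 (ENSMUSG00000028339.17, chromosome 4, 47208161 to 47313167) rose from 2.10 ± 0.333 to 5.47 ± 0.645 CPM, a log2 fold change of 1.39 (standard error 0.151, adjusted p = 1.3e-04, edgeR). Col28a1 (log2 fold change 0.90), Col18a1 (0.42) and Col5a1 (0.19) also passed the threshold, and 1 other collagen was lower past it. Col5a1 fell short of it under 3 of 10 alternatives and in 4 of the 6 fits without a single library, and Col28a1 in 5 of those fits. Col27a1 (0.23), Col5a2 (0.19) and Col1a1 (0.18) did not pass the threshold. Col18a1 was the 1 collagen with at least 10 times as high an expression in BMDMs, and its log2 fold change was 0.20 (adjusted p = 0.159, edgeR) once the estimated macrophage share was subtracted.
Of 17 TGFβ target genes, 14 were lower in medium labelled PHD2cko, 11 of them past the threshold, and 1 was higher past it. The list scored -2.35 (permutation, adjusted p = 6.3e-07). Thbs1 fell from 1482 ± 222 to 917 ± 18.9 CPM, a log2 fold change of -0.69 (standard error 0.0913, adjusted p = 3.6e-04, edgeR). Ctgf fell from 48.8 ± 5.65 to 35.7 ± 2.00 CPM, a log2 fold change of -0.45 (standard error 0.133, adjusted p = 0.0388, edgeR). Ctgf fell short of the threshold under 2 of 10 alternatives and in 3 of the 6 fits without a single library.

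**Figure D2:**
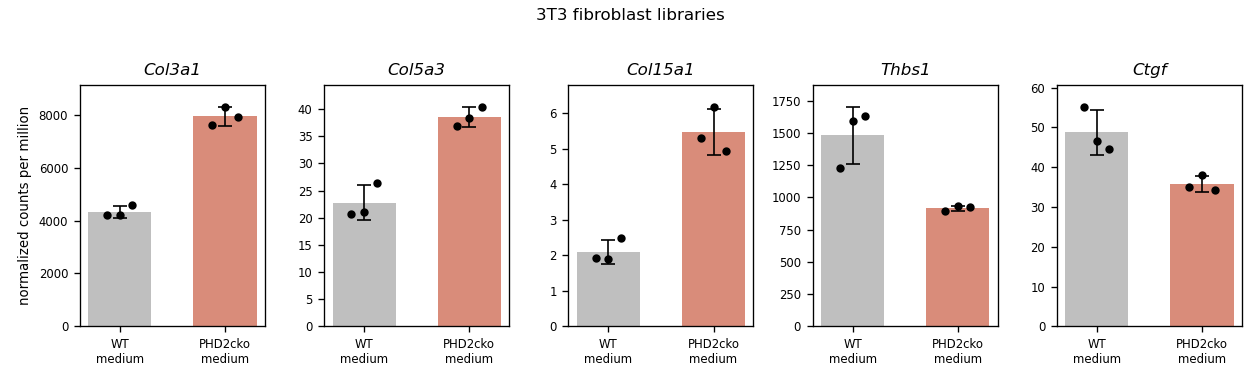
Normalized CPM (vertical axes) of Col3a1, Col5a3, Col15a1, Thbs1 and Ctgf in 3T3 fibroblasts in WT medium and in medium labelled PHD2cko. Bars show the mean, error bars the SD and points the 3 replicates, and the groups of libraries do not overlap for any of the 5 genes.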

In line with *in vivo* and *in vitro* collagen accumulation, gene-set enrichment analysis showed up-regulation of collagen genes (*Figure 6B*, Supplementary material online, *Table S6*), while pathway analysis, using PROGENy,^19^ showed that the well-known pro-fibrotic transcription growth factor beta (TGFβ) signalling was down-regulated (Supplementary material online, *Table S7*). In line, addition of TGFβ to WT-conditioned medium did not mimic the enhanced collagen secretion by PHD2cko-conditioned medium, consistent with similar TGFβ gene expression by WT and PHD2cko macrophages (Supplementary material online, *Figure S11C* and *D*).

**Figure 6:**
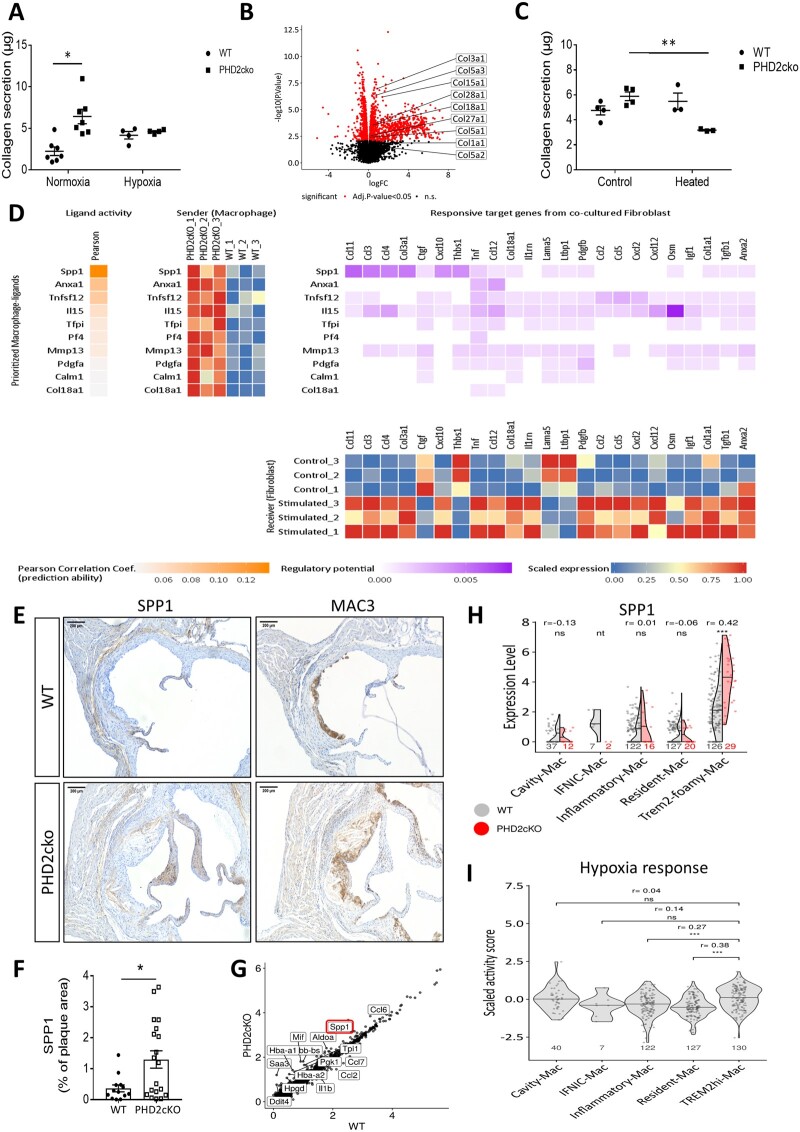
PHD2cko macrophage-fibroblast communication via SPP1 enhanced collagen accumulation. (*A*) Collagen secretion by 3T3 fibroblasts after incubation with conditioned medium of normoxic or hypoxic WT and PHD2cko BMDMs. (*B*) Volcano plot highlighting collagen genes up-regulated in 3T3 fibroblasts exposed to PH2cko-conditioned medium vs. WT. (*C*) Collagen secretion of 3T3 fibroblasts upon heat-inactivated conditioned medium exposure from WT- and PHD2cko BMDMs compared to control condition. (*D*) Nichenet sender-receiver analysis of macrophage-fibroblast communication. BMDM-derived genes (yellow) are ranked by predictive probability of 3T3 fibroblast transcriptomic changes. Fibroblast genes (purple) are ranked by correlation to the predicted BMDM trigger gene. Heatmaps of gene expression in WT and PHD2cko BMDM, and WT and PHD2cko exposed fibroblasts, confirmed differential expression of predicted targets. (*E*) Representative images of SPP1 and MAC3 immunoreactivity in WT and PHD2cko ARs after 6 weeks of HCD. (*F*) Quantification of SPP1 immunoreactivity in WT and PHD2cko ARs. (*G*) Scatterplot of log fold change expression between PHD2cKO and Wt macrophages, highlighting SPP1 as one of the most up-regulated genes. (*H*) Violin plots with group 50th percentile (horizontal line) split by genotype showing differences in the Spp1 expression between PHD2cko (orange) and WT (grey) plaque macrophages with high (>Q3) and low expression (<Q3) of the BMDM-derived PHD2cKO signature, respectively. Each dot represents a cell. ***P < 0.001, **P < 0.01, *P < 0.05 adjusted *P*-values (FDR method) and r effect sizes from Wilcoxon test. Sample sizes are indicated at the bottom of each violin group. IFNIC-Mac was not tested (nt) due to low sample size (*n* < 5). (*I*) PROGENy hypoxia response activity in macrophage subsets. *In vitro* experiments done with three to five technical replicates, and repeated three to six times. *In vivo* studies include 13–19 mice per group. Statistical analyses were performed using a two-way ANOVA, with Bonferroni *post hoc* test (*A, C*) or a Student’s *t*-test (*H*). All results show mean ± SEM. *P < 0.05, ***P < 0.001.

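Of the 23 fibroblast target genes in Figure 6D, 16 were higher and 4 lower past the threshold in medium labelled PHD2cko. The genes that were lower were Thbs1, Ctgf, Lama5 (log2 fold change -0.61) and Ltbp1 (-0.25). Ctgf and Lama5 each fell short of the threshold under 2 of 10 alternatives, and Ltbp1 under 3. In the 6 fits without a single library, Ctgf fell short in 3, Lama5 in 4 and Ltbp1 in 5. Col1a1, Osm and Anxa2 did not pass the threshold. At least 10 times as high an expression in BMDMs as in fibroblasts in WT medium was found for 12 of the genes, Ccl12, Ccl3, Ccl4, Col18a1, Cxcl10, Cxcl2, Igf1, Il1rn, Osm, Pdgfb, Tgfb1 and Tnf. The WT medium libraries held at most 3 counts each of Ccl3 and Tnf, which were at least 17.7-fold and at least 7.25-fold higher in medium labelled PHD2cko. Ccl2 rose from 7.20 ± 2.24 to 26.7 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 1.91 (standard error 0.267, adjusted p = 5.1e-04, edgeR). Ccl11, with 0 counts in all 6 BMDM libraries, rose by a log2 fold change of 1.63 (standard error 0.330, adjusted p = 0.0124, edgeR). Ccl11 fell short of the threshold in 3 of the 6 fits without a single library.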

Heat-inactivation of proteins in the conditioned medium ablated collagen accumulation in response to PHD2cko-conditioned medium firmly suggesting a protein-driven paracrine effect (*Figure 6C*). Thus, transcriptomics were analysed to delineate macrophage-fibroblast communication *in vitro* using Nichenet.^28^ Nichenet identified ligands expressed by macrophages, best predicting the observed changes in signalling response genes expressed by fibroblasts (*Figure 6D*). 

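Among the ligand genes of Figure 6D, Anxa1 (log2 fold change 0.36), Pf4 (0.67), Mmp13 (0.31) and Col18a1 (0.63) were higher in the BMDM libraries labelled PHD2cko, with adjusted p of 0.00209, 0.0387, 0.0193 and 1.5e-05 (edgeR, adjusted over all genes). Pf4 fell short of the threshold in each of the 6 fits that left out one library, and Mmp13 in 4 of them. The log2 fold change of Pf4 stayed between 0.62 and 0.71 in those fits. With fewer libraries, 261 to 332 genes were higher past the threshold in them, against 483 with all libraries. Under the 7 alternatives that left out no BMDM library, Pf4 passed in all 7. With the replicate number as a block, Mmp13 also fell short. Il15 (0.32), on chromosome 8, and Tfpi (0.37) had adjusted p of 0.0620 and 0.0847 with edgeR and passed the threshold with limma-voom. For Pdgfa (0.27) and Tnfsf12 (0.12) the adjusted p was 0.198 and 0.249 (edgeR), and neither passed with limma-voom. Each of these passed under 1 of the 7 alternatives. For each gene named here, the 3 libraries labelled PHD2cko lay above the 3 WT libraries. The paper chose its ligands from these libraries, at a p-value under 0.05. At an unadjusted p under 0.05, all 10 ligand genes tested were higher with limma-voom and 9 with edgeR. NicheNet was not used here.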

The most likely candidate was secreted phosphoprotein 1 (SPP1), also known as osteopontin, which has a well-known correlation with cardiovascular events and fibrosis.^29^^,^^30^ Importantly, PHD2cko plaques showed increased SPP1 protein expression *in vivo*, which was overlapping but not restricted to MAC3 positive areas (*Figure 6E and F*). 

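Spp1 (ENSMUSG00000029304.14) lies on chromosome 5 of GRCm38 from 104435118 to 104441050. In BMDMs its deposited estimated counts were 16391, 15672 and 16929 in WT replicates 1, 2 and 3, and 22712, 17492 and 25017 in replicates 1, 2 and 3 labelled PHD2cko. Normalized, Spp1 mRNA was at 1014 ± 59.3 and 1296 ± 93.2 CPM (SD, n = 3 each). The log2 fold change was 0.35 (standard error 0.143, unadjusted p = 0.0294, adjusted p = 0.193, edgeR), short of the threshold. This fit estimates the spread over all 12 libraries, so that of the fibroblasts enters the standard error. In fibroblasts in medium labelled PHD2cko, Spp1 counts were 27570, 15800 and 26530 in replicates 1, 2 and 3. Over the 7 alternatives the adjusted p ran from 1.3e-04 to 0.202, and 1 of them, the fit of the 6 BMDM libraries alone, passed 0.05 (edgeR). From the ligands that best predicted the fibroblast response, the paper proposes SPP1 as the candidate.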

Further, all plaque macrophages—without subset divisions- showed a trend to increased SPP1 mRNA expression in single-cell analysis, while SPP1 mRNA was significantly up-regulated only in TREM2hi PHD2cko macrophages (*Figure 6G and H*). Interestingly, TREM2hi foamy macrophages showed increased expression of the hypoxia signalling pathway in WT macrophages (*Figure 6I*). Nevertheless, the total TREM2hi gene signature was not enhanced by PHD2cko, only SPP1 expression was increased (Supplementary material online, *Figure S11E* and *F*). In line, PHD2cko macrophages are smaller *in vivo*, and show reduced lipid uptake *in vitro* (Supplementary material online, *Figure S11G* and *H*) excluding an effect on foam cell properties, normally attributed to TREM2hi macrophages. The TREM2 hi macrophages exhibited a selective change in SPP1 expression, which could be important in mediating the pro-fibrotic plaque phenotype. Of note, SPP1 was not detected as differentially expressed genes in plaque neutrophils upon PHD2cKO perturbation (Supplementary material online, *Figure S6B*). These results underline that fibroblasts are likely the major target for paracrine pro-fibrotic signalling mostly by PHD2cko macrophages, possibly mediated by SPP1 derived from TREM2hi macrophages.

## 4. Discussion

In this study, the effect of PHD-dependent pathways on myeloid hypoxic signalling in the atherosclerotic plaque was assessed. Our study demonstrates that myeloid deficiency of PHD2 and PHD3, but not PHD1, increases plaque size and alters plaque phenotype via intracellular and paracrine signalling mechanisms. Intracellular signalling in PHD2cko and PHD3ko increased macrophage apoptosis in a HIF1α/BNIP3 axis-dependent manner, an effect observed across macrophage subsets. Our studies unveiled paracrine signalling of PHD2cko-TREM2hi macrophages to fibroblasts, promoting the latter towards a pro-fibrotic phenotype.

The pro-apoptotic effect of PHD2cko in macrophages seemed dependent on a lipidaemic background, as PHD2cko BMDMs originating from mice on normolipidaemic background did not show changes in apoptosis upon incubation with non-lipid apoptotic stimuli.^31^ Nevertheless, a microarray of these PHD2cko BMDM also showed up-regulated BNIP3 expression,^31^ consistent with our findings. Although the relationship between HIF signalling and BNIP3 activation is known from carcinogenesis, the role of BNIP3 in context of atherosclerosis has not been described before. Moreover, we show that expression of BNIP3 mRNA is associated with human plaque necrosis and pro-inflammatory macrophages. Future studies are warranted to determine if BNIP3 deficiency blocks atherogenesis, and if inhibition is a viable new therapeutic option.

Despite increased apoptosis, plaques in PHD3ko and PHD2cko mice were not smaller, as one might expect in early lesions and intact clearance of apoptotic cells.^32^ Additionally, in PHD3ko mice macrophage surface area was even larger (data not shown), while content (% surface area) was unchanged. This may be explained by increased macrophage adhesion and/or migration, as we observed similar proliferation, lipid uptake, and -efflux *in vitro* (data not shown), and no increased size of other plaque components. Indeed, HIF1 has been shown to induce monocyte adhesion upon acute hypoxia.^33^ Macrophage migration upon PHD3 ko was shown unaffected by Beneke *et al*.^34^ Nevertheless, enhanced necrotic core content was in line with stimulation of apoptosis.

In contrast, myeloid PHD2 deficiency enhanced plaque fibrosis may readily explain increased plaque size. Unlike a recent study supporting transition of macrophages into a collagen-producing, fibroblast-like subtype,^37^ we uncovered a paracrine, pro-fibrotic effect on fibroblasts. The prevailing dogma is that SMCs are the dominant source of matrix production in atherosclerosis, yet we did not observe any changes in SMC function upon PHD2cko conditioned medium transfer. Far less is known about the function of fibroblasts in atherosclerosis, however, two recent studies have pointed at the contribution of fibroblast-like cells to matrix production in atherosclerosis,^25^^,^^26^ and a recent single-cell sequencing study described two fibroblast types and an intermediate modulated SMC in human and murine atherosclerosis.^27^

Here, we also show evidence for paracrine signalling of macrophages to fibroblasts likely mediated by SPP1. SPP1 is a matricellular protein expressed by most vascular cells, and its function depends on disease state and duration.^36^ This likely explains divergent data of reduced collagen in smaller plaques of atherogenic, normoglycaemic SPP1ko mice, contrasting with enhanced vascular calcification in advanced stages of diabetic mice.^30^^,^^37^ Despite these ambiguous data on its mode of action, a strong body of experimental and epidemiological evidence showed that both circulating and plaque levels of SPP1 are associated with plaque inflammation, instability and cardiovascular events,^38^ suggesting that combined effects of PHD2cko on macrophage apoptosis and fibroblasts may aggravate atherosclerosis. Interestingly, SPP1 is known for its anti-apoptotic properties in numerous cell types.^39^^,^^40^ One could speculate that anti-apoptotic macrophage signalling via SPP1 would lead to paracrine, pro-fibrotic signalling. Interestingly, pro-apoptotic BNIP3 mRNA was enhanced across all macrophage subsets, while SPP1 up-regulation was most pronounced in TREM2hi macrophages. This suggests a possible new function of TREM2hi macrophages, in addition to their putative role related to lipid uptake, lysosomal digestion and lower inflammatory profile.^21^ Interestingly, TREM2hi plaque macrophages express high levels of MMPs, suggesting matrix degradation capacity. Yet, our data suggest a pro-fibrotic potential of TREM2hi plaque macrophages, consistent with fibrosis-association of TREM2+ liver macrophages,^41^ and suggested for human plaques.^42^ Our findings underline the important and unique insights derived from studying cell type subsets at the single-cell level. Further studies are required to substantiate this observation, such as measuring SPP1 protein levels in sorted macrophage subsets with sufficient cell numbers and/or bulk RNA sequencing of all WT and PD2cko macrophage subsets. To fully support the impact of SPP1 in the entire TREM2hi macrophages in PHD2cko plaques, loss of function experiments are also warranted. As expression of the TREM2 gene itself is unaltered in our study, targeting only trem2 would not be sufficient. Unfortunately, it is unclear what (epi)genetic factors are driving the TREM2hi macrophage subset at the moment. Therefore, causality experiments with a loss-of-function strategy aimed at the entire subset are not yet feasible. It is important to provide context of our study on the impact of hypoxia, and HIF-dependent and HIF-independent effects of PHDs on atherogenesis. In general, hypoxia and transient HIF activation are known to drive fibrosis and tissue repair, however, chronic hypoxia can also lead to excessive scar formation in lung and liver.^42^^,^^43^ In the context of atherosclerosis we show here that PHD2cko and exacerbated hypoxic signalling also leads to excessive fibrosis in plaques. Chronic application of environmental hypoxia has also been linked to aggravated plaque development in ApoE ko mice, but fibrosis was not measured.^44^ Reversal of hypoxia by admission of high oxygen gas, carbogen, in Ldlr ko mice did not affect collagen accumulation or induction of apoptosis, but improved efferocytosis and necrotic core formation.^2^ Moreover, two studies reporting on HIF1α-ko bone marrow transplantations show either no effect on atherogenesis, or ameliorated plaque size, necrosis and apoptosis, while fibrosis and macrophage content was not changed.^7^^,^^46^ This underscores divergence of cell-specific and systemic effects, and the possibility of HIF-independent effects of PHDs. More cell-specific effects of hypoxia can be seen in regards to apoptosis. In neutrophils of normocholesterolaemic mice, hypoxia led to a decrease of pro-apoptotic proteins, while in macrophages hypoxia induced apoptosis, and HIF1 deficiency reduced apoptosis.^7^ Strikingly both effects are achieved via NFκB signalling.^47^^,^^48^ Lastly, PHD1 and 2 whole-body KO mice showed strong amelioration of hypercholesterolaemia, while the effect of PHD3 stromal cell is not yet known.^10^^,^^11^ As PHD1, 2, and 3 myeloid deficiency did not alter cholesterol levels, this suggests that stromal cells are responsible for PHD-dependent effects on cholesterol biology. Indeed, intestine and liver were proposed to govern these responses in PHD1ko and PHD2ko mice respectively, although organ-specific PHDko would be needed to fully prove this. At the very least, the current study shows that PHD1 myeloid cells do not affect vascular biology in hyperlipidaemic conditions. When taken together, this emphasizes the complexity of cell-type specific, temporal, and lipidaemia-related reactions to low oxygen tensions and HIF signalling in the vessel wall.

The presence of both destabilizing, pro-apoptotic vs. stabilizing, pro-fibrotic effects in our PHD2cko model depict the complex role of hypoxia and/or HIF signalling in plaque development. It can be argued that larger plaques are never a positive feature. However, one could claim that fibrosis significantly increases plaque stability. When extrapolating these findings to humans, that would mean decreased possibility of plaque rupture and thus clinical manifestations. Currently, various PHD inhibitors are approved for treatment of anaemia upon chronic kidney disease. PHD inhibition in mice and man unexpectedly lowered cholesterol, as was shown by our group and others.^11^^,^^49^^,^^50^ Notably, most inhibitors show PHD2 selectivity,^12^^,^^51^ and treatment of up to 4 years is potentially long enough to affect plaque phenotype. Our current study shows development of both beneficial, and detrimental plaque traits related to PHD2 inhibition. These aspects could be taken into account when targeting PHD inhibition in humans.

The current comparison between PHD isoforms is limited as we made use of two different models to assess the effects of PHD knock-down (KD) in myeloid cells: cell type conditional LysMcre-mediated knockdown of PHD2, and bone marrow transplantations of PHD1 and PHD3. Both models are however well-established models to assess myeloid-specific KD effects. Irradiation could have influenced smooth muscle cell contribution to plaque formation and fibrosis, as suggested by Newman *et al*.^51^ Thus, we cannot exclude that plaque composition could have been influenced in our PHD1 and PHD3 knock-out models, abolishing or enhancing possible fibrotic effects.

Another limitation of our models is that PHDs were silenced in both macrophages and neutrophils, while our current study mainly focused on macrophages. However, neutrophil numbers were unchanged both in the blood and in our single-cell RNA seq dataset of PHD2 WT and cko plaques, and similar neutrophil content was observed in PHD3Ko plaques. In addition, neither BNIP3 nor SPP1 were significantly up-regulated in neutrophils of PHD2cko plaques analysed by single-cell sequencing. Hence, this supports that macrophages are predominantly responsible for the observed plaque phenotypes.

To conclude, we show that myeloid PHD isoforms have important and differing roles in atherosclerosis. Myeloid PHD2cko and PHD3ko, but not PHD1ko, lead to an exaggerated HIF-BNIP3 apoptotic pathway in macrophages. In addition, paracrine signalling in PHD2cKO mice enhanced collagen secretion by fibroblasts.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

## Authors’ contributions

K.v.K., J.A.F.D., T.L.T., and J.C.S. conceived and designed the study. K.v.K., J.A.F.D., T.L.T., E.M., J.d.B., and H.J. performed experiments and/or analysed data. J.P.P. and J.S.R. performed the bioinformatic analysis. C.K. and R.K. provided the 10× Genomics single-cell V2 reagents kit and fluidics machine. P.C. provided the PHD mouse models. M.G. performed pathological analysis on murine plaques. Human BiKE cohort design and acquisition was done by L.M. and U.H., MaasHPS cohort design and acquisition was done by B.M.E.M., J.C.S., and E.A.L.B. C.P.M.R. and L.S. provided AnxA5-FP488 for apoptosis detection *in vitro*. J.A.F.D., K.v.K., and J.C.S. wrote the main manuscript text. A.H.B. provided experimental advice on editing of the manuscript. K.v.K., J.A.F.D., J.P.P., T.L.T., and J.C.S. prepared the figures. All authors reviewed and approved the manuscript.

**Conflict of interest:** J.C.S. reports grants from the Dutch Organization for scientific research (016.116.017 VENI fellowship and VIDI fellowship 0.16.186.364), grants from Dr. Dekker senior postdoc fellowship of the Dutch Heart Foundation 2016T060, and the Fondation Leducq during the conduct of the study. L.S. reports grants from Bayer, grants from Boehringer Ingelheim, grants from NattoPharma, grants from Immunodiagnostics systems (IDS), outside the submitted work. J.S.R. reports grants from GSK, grants from Sanofi, personal fees from Travere Therapeutics, outside the submitted work. R.K. reports grants from Chugai, outside the submitted work. Authors were not involved in research design, execution, analysis, interpretation, and reporting.

## Funding

This work was supported by the VENI and VIDI fellowship of the Dutch Organization for scientific research (to J.C.S. 016.116.017, 0.16.186.364), a Dr. Dekker senior postdoc fellowship of the Dutch Heart Foundation (to J.C.S., 2016T060), a Fondation Leducq transatlantic network of excellence (Autophagy in 15CVD04 to J.C.S.) and two CARIM PhD fellowships (to T.L.T. 2010, and HS BAFTA for ‘talented future PhD candidates’ to J.A.F.D., 2018), and the JRC for Computational Biomedicine (JSR), which is partially funded by Bayer AG. A.H.B. is supported by the British Heart Foundation Chair of Translational Cardiovascular Sciences.

## Data availability

Data relating to this article can be found in the article itself or online supplementary material. Reproducible code for the transcriptomics analysis is accessible at the GitHub repository: https://github.com/saezlab/Myeloid_PHD2_atherogenesis.

Raw sequencing data and processed matrices of gene expression from RNA-seq and single-cell RNAseq are available at Gene Expression Omnibus, and can be accessed with GSE150090.

## Supplementary Material

cvab152_Supplementary_Data Click here for additional data file.

# Supplementary material for: Deficiency of myeloid PHD proteins aggravates atherogenesis via macrophage apoptosis and paracrine fibrotic signalling
**Source:** Cardiovasc Res. 2021 Apr 29;118(5):1232–46. doi: 10.1093/cvr/cvab152
**Supplement:** cvab152_Supplementary_Data

**Online data supplement related to:**

**DEFICIENCY OF MYELOID PHD PROTEINS AGGRAVATES ATHEROGENESIS VIA  
MACROPHAGE APOPTOSIS AND PARACRINE FIBROTIC SIGNALING**

**Atherogenic effects of myeloid PHD knockdown**

van Kuijk K<sup>a,b,†</sup>, Demandt JAF, MD, PhD, <sup>a,b,†</sup>, Perales-Patón J, PhD, <sup>c,d,o,†</sup>, Theelen TL, PhD, <sup>a,b</sup>, Kuppe C, MD, PhD, <sup>d</sup>, Marsch E, PhD, <sup>a,b</sup>, de Bruijn J, MD, <sup>a,b</sup>, Jin H<sup>a,b</sup>, Gijbels MJ, PhD, <sup>a,b,e,f,g</sup>, Matic L, PhD, <sup>h</sup>, Mees BME, MD, PhD, <sup>a,i</sup>, Reutelingsperger CPM, PhD, <sup>a,j</sup>, Hedin U, MD, PhD, <sup>h</sup>, Biessen EAL, PhD, <sup>a,b,k</sup>, Carmeliet P, MD, PhD, <sup>l</sup>, Baker AH, PhD, <sup>a,m</sup>, Kramann RK, PhD, <sup>d,n</sup>, Schurgers LJ, PhD, <sup>a,d,j</sup>, Saez-Rodriguez J, PhD<sup>c,o</sup>, Sluimer JC, PhD, <sup>\*a,b,m</sup>

**Table of content:**

Supplementary Figure S1-11

Supplementary Tables S1-8

Supplementary methods

References 53-70

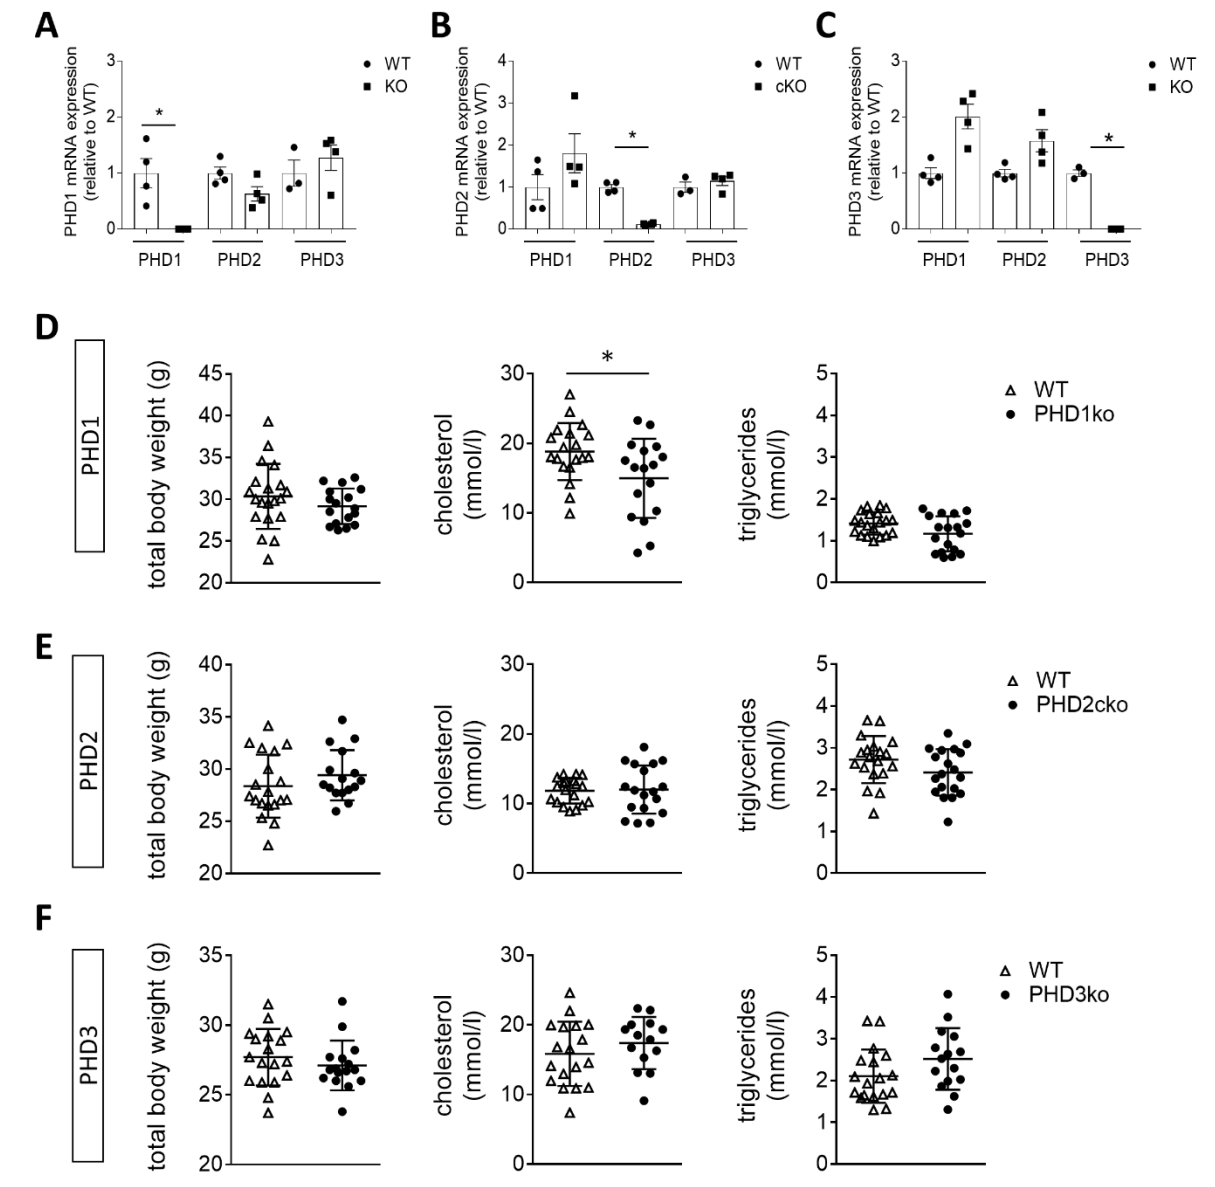

**Supplementary Figure S1. Knockdown confirmation and circulating lipids in PHD1ko, PHD2cko and PHD3ko mice** (A) Expression of PHD1, (B) PHD2, and (C) PHD3 mRNA in PHD1ko, PHD2cko and PHD3ko BMDM compared to respective controls. (D) Total body weight, circulating cholesterol and triglycerides of PHD1ko, (E) PHD2cko and (F) PHD3ko mice and respective controls (n=16-20 per group). Statistical analyses were performed using a two-way ANOVA, with Bonferroni post-hoc test (A-C) or a student t-test (D-F). All results show mean  $\pm$  SEM. \*P<0.05.

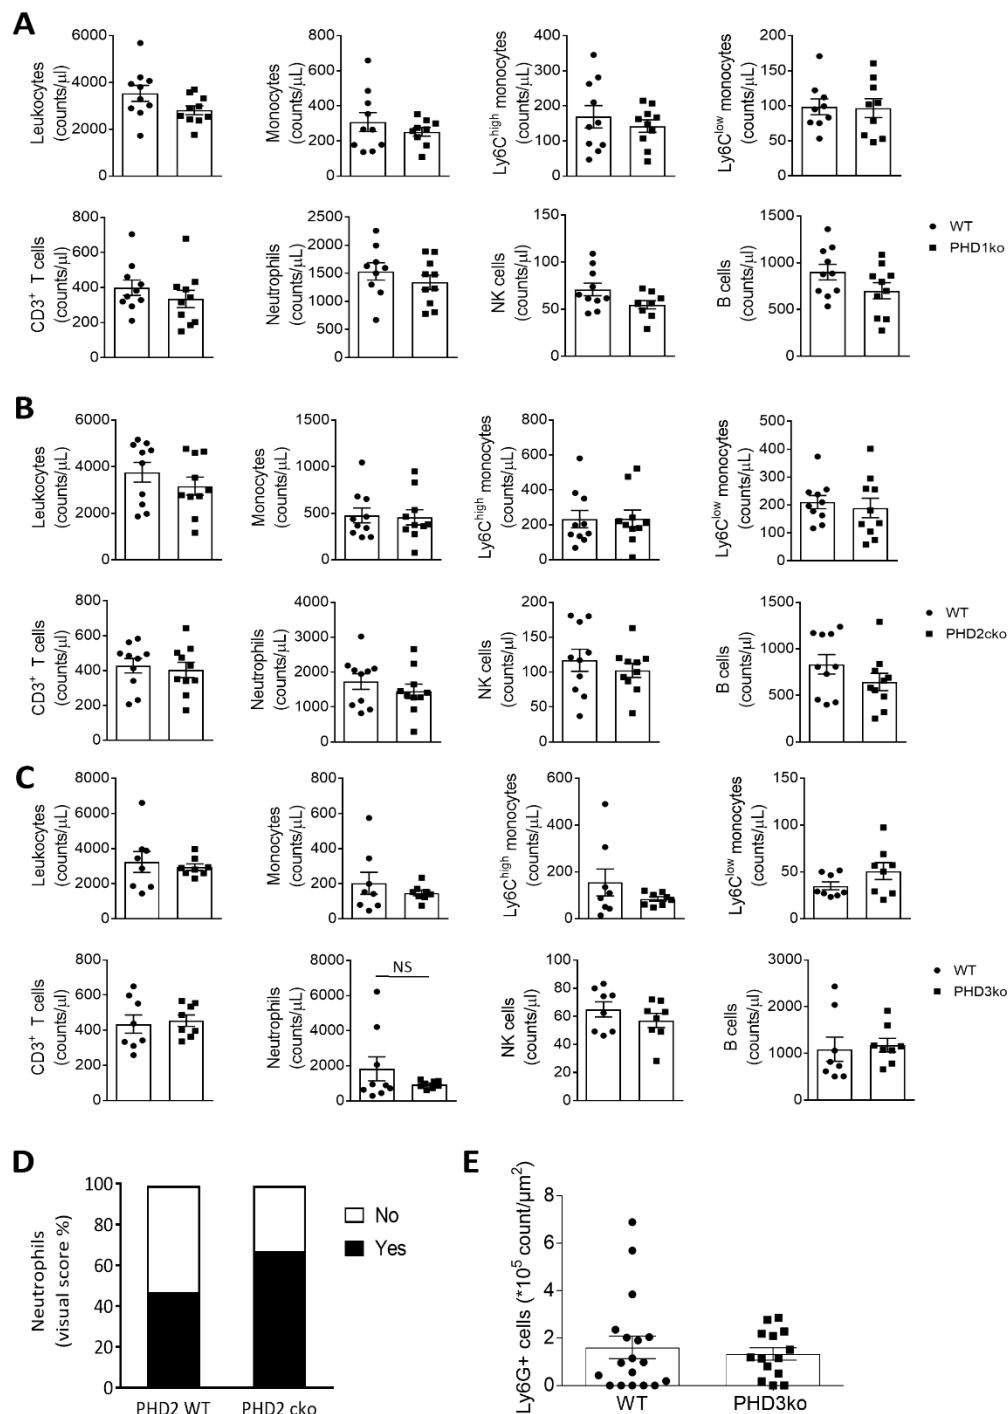

**Supplementary Figure S2. No change in circulating leukocyte subsets in myeloid PHD knockout mice and respective controls (A) Circulating leukocyte subsets of PHD1ko, (B) PHD2cko, and (C) PHD3ko mice (circles) and respective controls (squares, n=20 per group for PHD1ko and PHD2cko, n=16-18 per group for PHD3ko). (D) Neutrophils presence scored as present (Yes) vs. not present (No) by animal pathologist MG. (E) Quantification of Ly6G positive neutrophils in PHD3ko and corresponding WT plaques, N=18 per group. Statistical analyses were performed using a student t-test (A-C, E). All results show mean  $\pm$  SEM.**

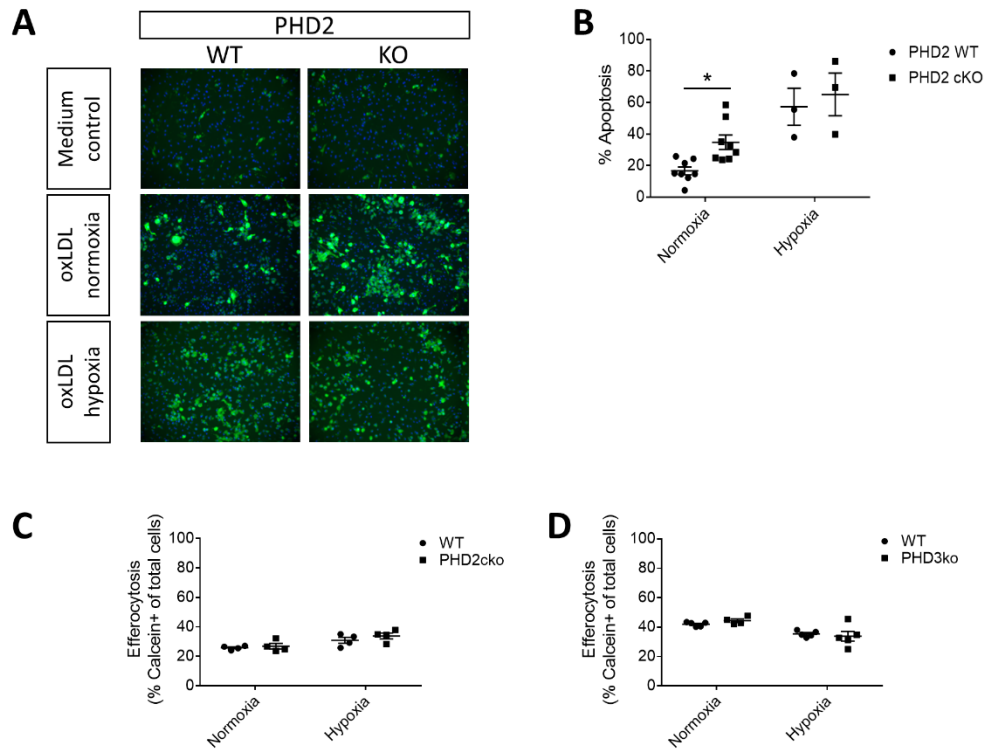

**Supplementary Figure S3. Unchanged efferocytosis in PHD2cko and PHD3ko BMDMs (A)** Representative images and **(B)** quantifications of *in vitro* Wt and PHD2cko BMDM apoptosis induced by oxLDL in normoxic and hypoxic conditions. **(C-D)** *In vitro* BMDM efferocytosis under normoxic and hypoxic conditions. Expressed as the percentage of Calcein positive BMDMs. Statistical analyses were performed using a two-way ANOVA, with Bonferroni post-hoc test (B-D). All results show mean  $\pm$  SEM.

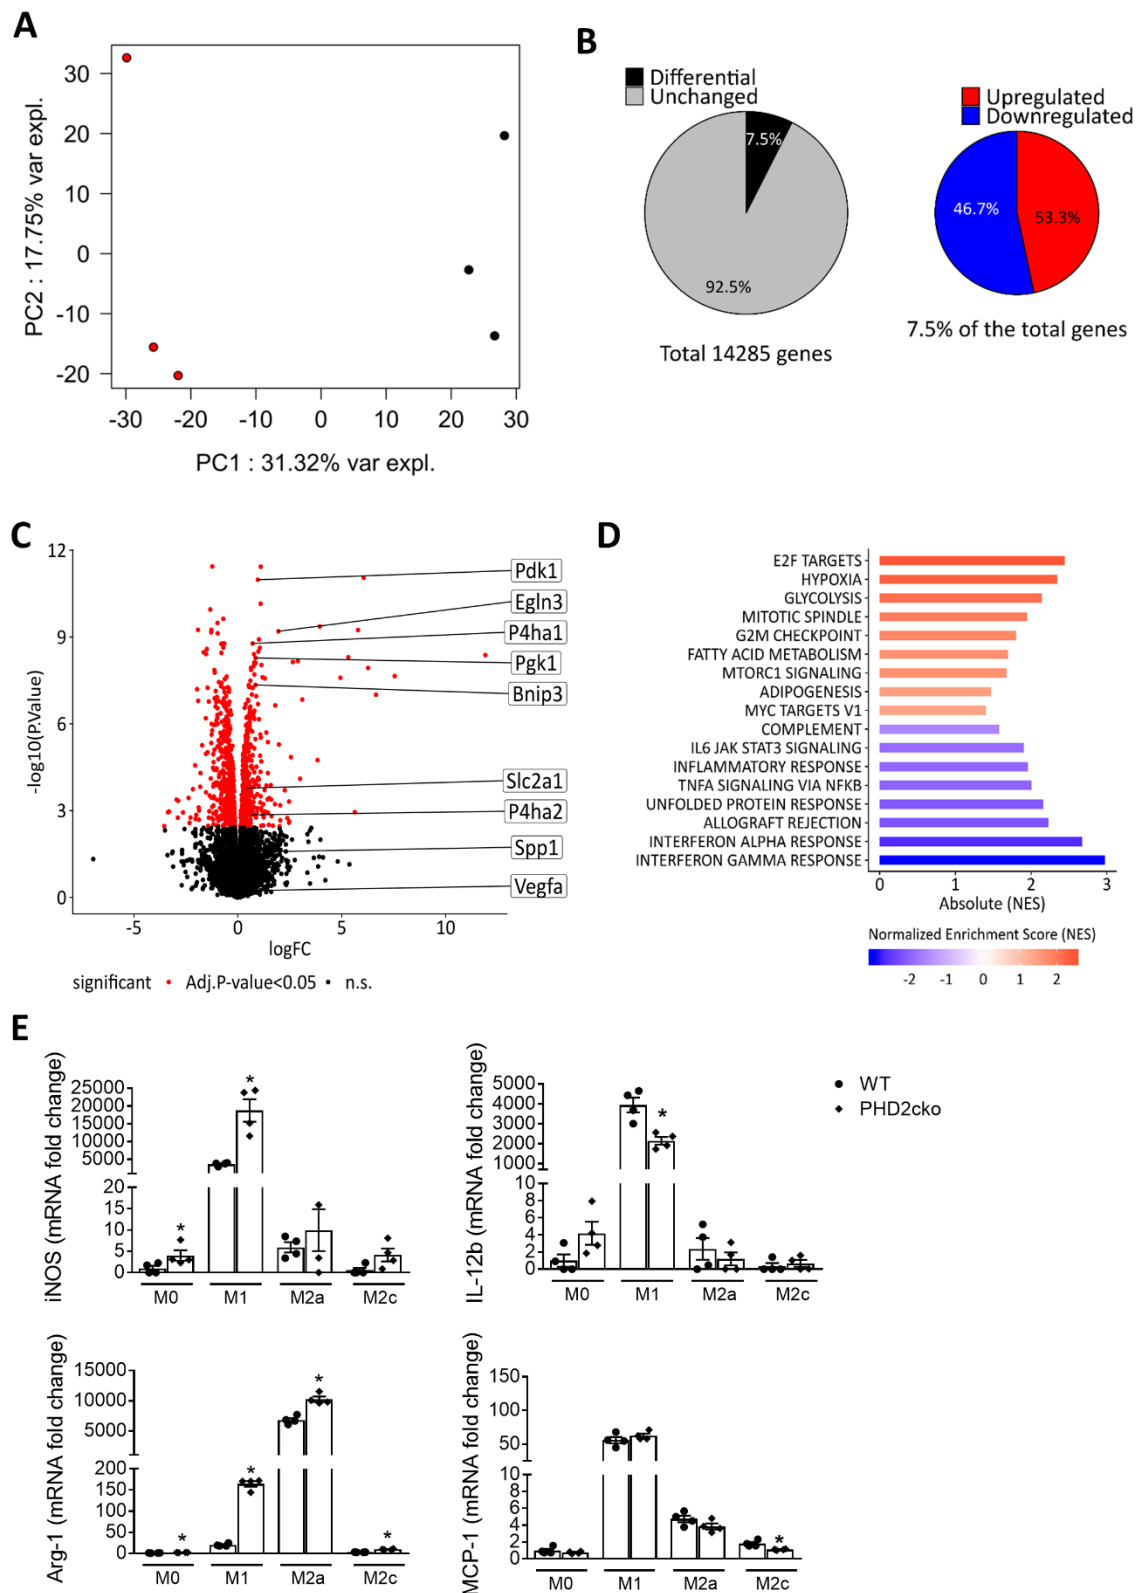

**Supplementary Figure S4. Transcriptomic analysis of PHD2cko and WT BMDMs in vitro (A)**

Principal component analysis depicting separation of samples depending on genotype. Black: WT. Red: PHD2cko. **(B)** Pie chart showing number of differentially up and down regulated genes in BMDM. **(C)** Volcano plot showing significant differentially expressed genes between WT and PHD2cko

BMDMs in red, with genes relevant for hypoxia signaling and apoptosis marked. Triplicate samples for RNAseq in each group. **(D)** Barplot showing the Normalized Enrichment Scores (NES) for the statistically significant hallmark gene sets enriched in BMDM PHD2cko as compared to WT from the pre-ranked GSEA. **(E)** Expression of macrophage polarization genes in PHD2cko and corresponding WT bone marrow derived macrophages measured by qRT-PCR. All polarization stimuli were given for 24 hours. M1 received IFN $\gamma$  (100u/ml) and LPS (10ng/ml), M2A received IL-4 (20ng/ml) and M2C received IL-10 (10ng/ml). Statistical analyses were performed using a two-way ANOVA, with Bonferroni post-hoc test (E). All results show mean  $\pm$  SEM. \*P<0.05.

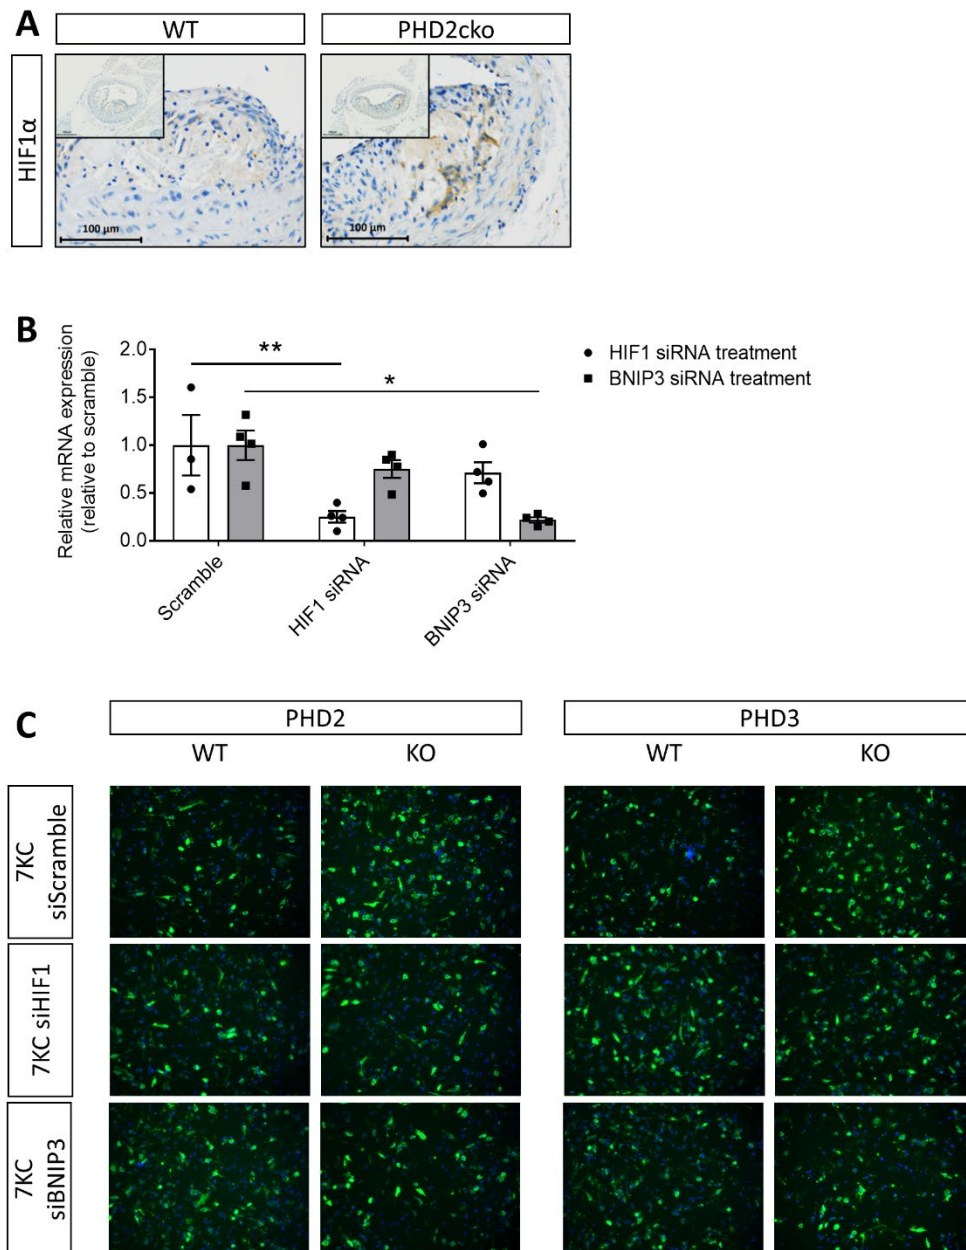

**Supplementary Figure S5. HIF1 $\alpha$  and BNIP3 expression and silencing** (A) Representative microphotograph of HIF1 stained plaque in murine WT and PHD2cko brachiocephalic artery. Scalebar 100 $\mu$ m. (B) Expression of HIF1 $\alpha$  (white bars) and BNIP3 mRNA (grey bars) upon silencing with respective siRNA on y-axis compared to scramble siRNA. (C) Representative microphotographs of in vitro apoptosis measured by ANX5-FP488 induced by 7KC in control, PHD2cko and PHD3ko after transfection with scramble (SCR), HIF1 $\alpha$ , and BNIP3 siRNA. Statistical analyses were performed using a two-way ANOVA, with Bonferroni post-hoc test (B). All results show mean  $\pm$  SEM.

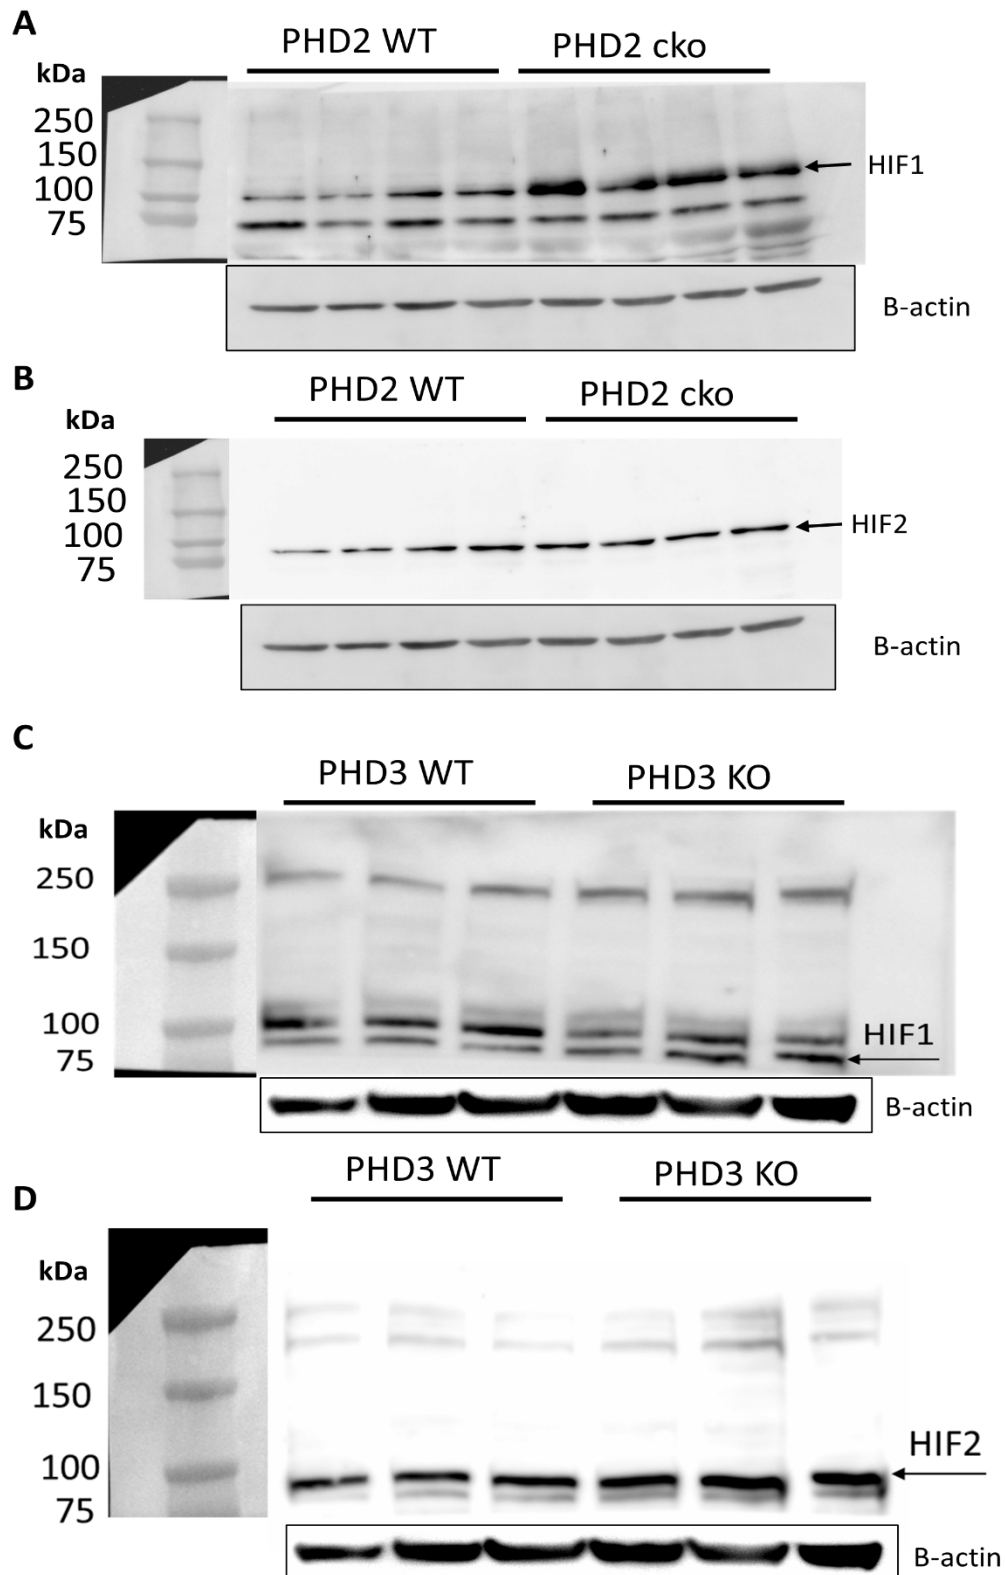

**Supplementary Figure S6. Full western blots for figures 3F-G.** PHD2 WT vs cko protein expression of HIF1 (**A**) and HIF2 (**B**). PHD3 WT vs. ko protein expression of HIF1 (**C**) and HIF2 (**D**). All with corresponding b-actin control. Blots were cut at 75kDa.

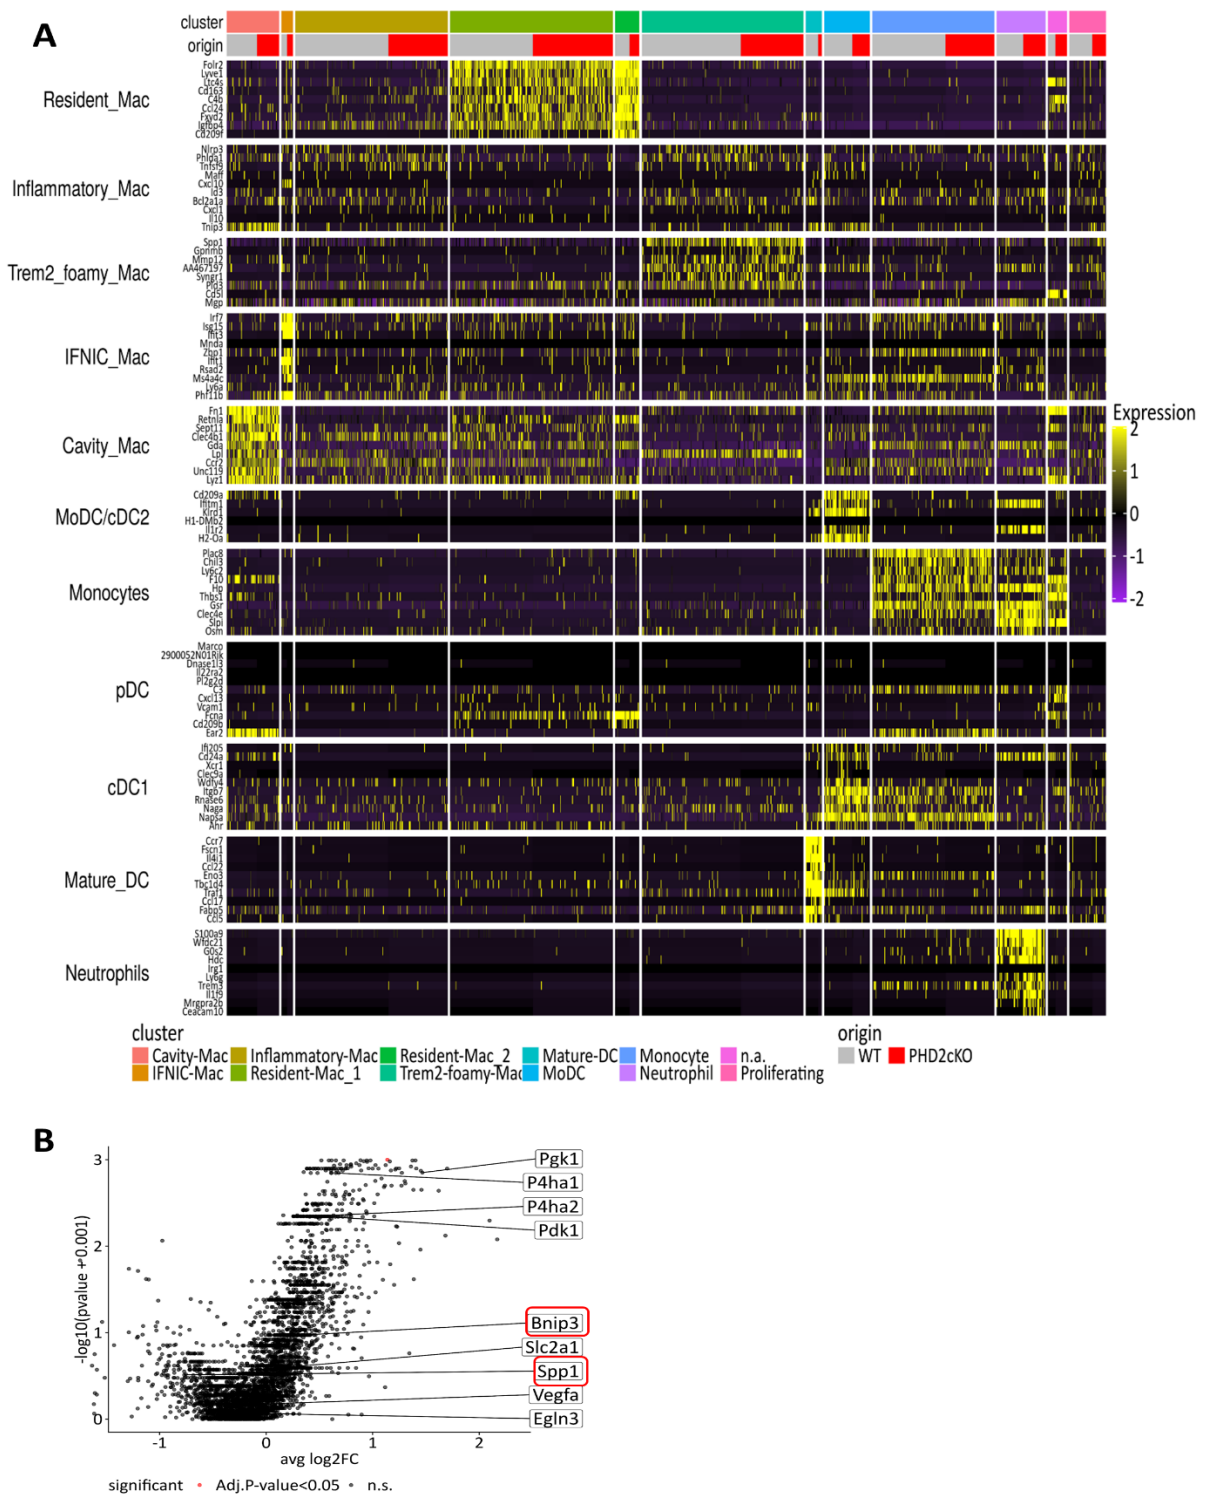

**Supplementary Figure S7. Cell annotation of myeloid leukocytes in single cell sequencing dataset from PHD2 WT and cko plaques. (A)** Heatmap depicting cell type annotation based on the top 10 markers reported from Zernecke et al.<sup>53</sup>. Rows are genes. Columns are cells. Columns were grouped by the outcome from unsupervised clustering (12 clusters). Gene-level expression was scaled across cells. **(B)** Volcano plot depicting differentially expressed genes in high PHD2cko signature neutrophils (n=7 cells) vs. low PHD2cko signature neutrophils (n=30 cells).

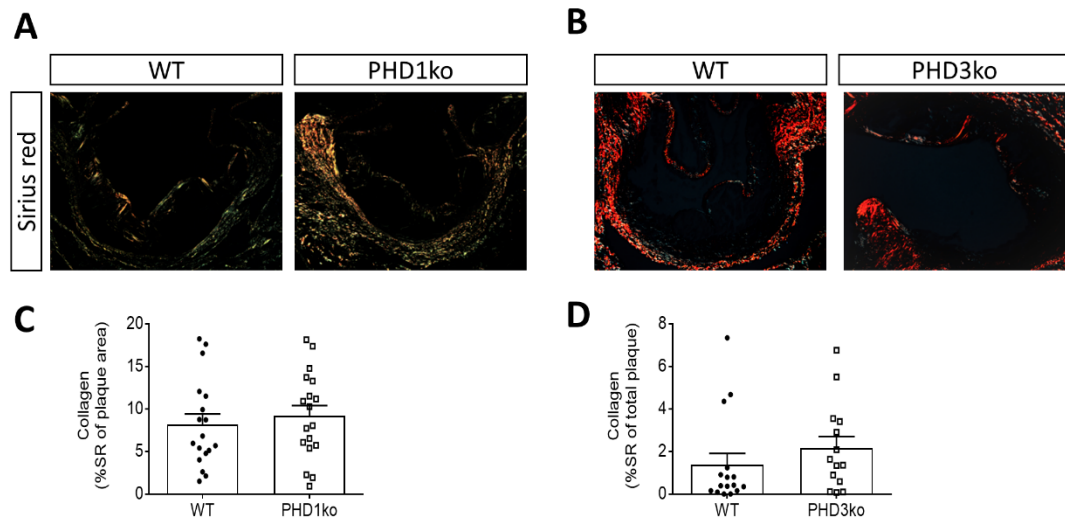

**Supplementary Figure S8. Myeloid PHD1ko and PHD3ko did not affect plaque collagen (A)** Representative microphotographs of Sirius red stained aortic root sections of PHD1ko, and **(B)** PHD3ko mice and respective controls. **(C)** Quantification of Sirius red positive area of PHD1ko and **(D)** PHD3ko mice and their controls in 16-20 mice per group. Statistical analyses were performed using a student t-test (C-D). All results show mean  $\pm$  SEM.

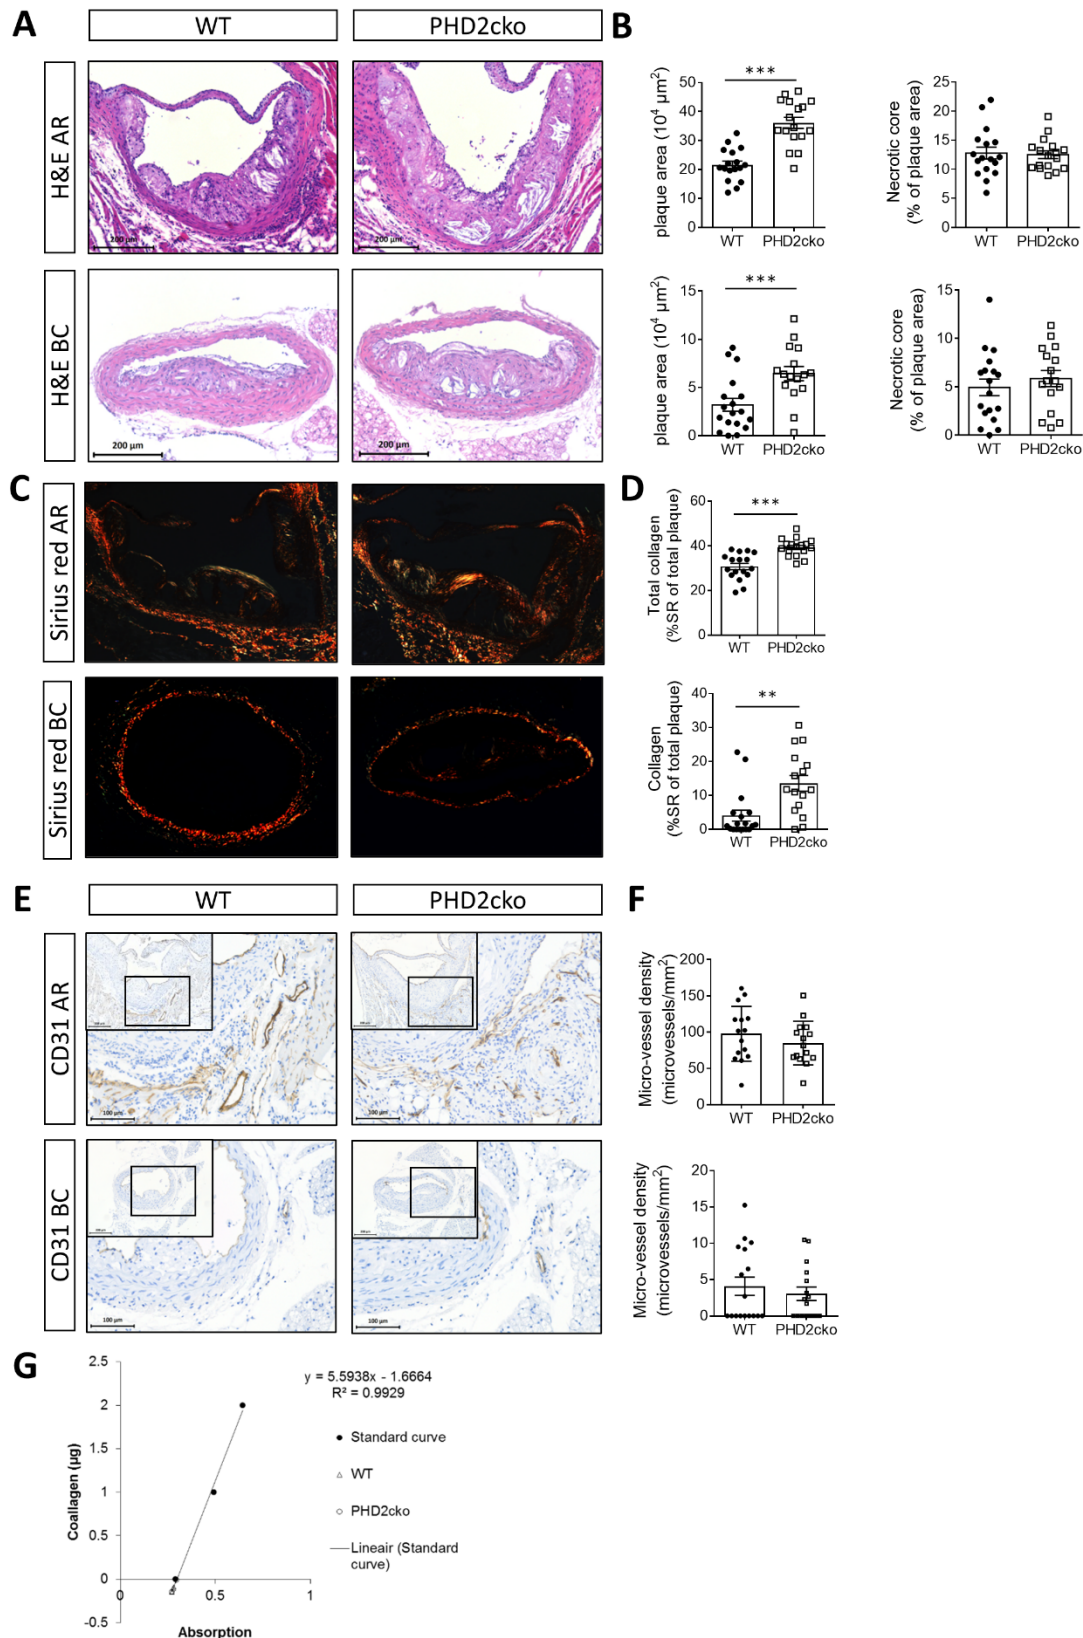

**Supplementary Figure S9. Increased plaque size in PHD2cko mice is preserved in 12 weeks HCD diet fed mice, and two vascular beds (A) Representative microphotographs of aortic root lesions stained with HE in PHD2cko and WT control mice fed a 12-week high-cholesterol diet. (B)**

Quantification of plaque size and necrotic content. **(C)** Sirius red stained aortic root and brachiocephalic (BC) artery sections of WT and PHD2cko mice fed a 12-week HCD. **(E)** Representative microphotographs of CD31 stained aortic root and brachiocephalic sections of PHD2cko and WT control mice. **(F)** Quantification of micro-vessel density in adventitia of aortic root and brachiocephalic artery. All groups contain 16-20 mice. Statistical analyses were performed using a student t-test (B, D, F). All results show mean  $\pm$  SEM. \*\*\* $P < 0.001$ . Scale bar HE 200 $\mu$ m, CD31 100 $\mu$ m. **(G)** Absorption and collagen of BMDM supernatant and standard curve samples.

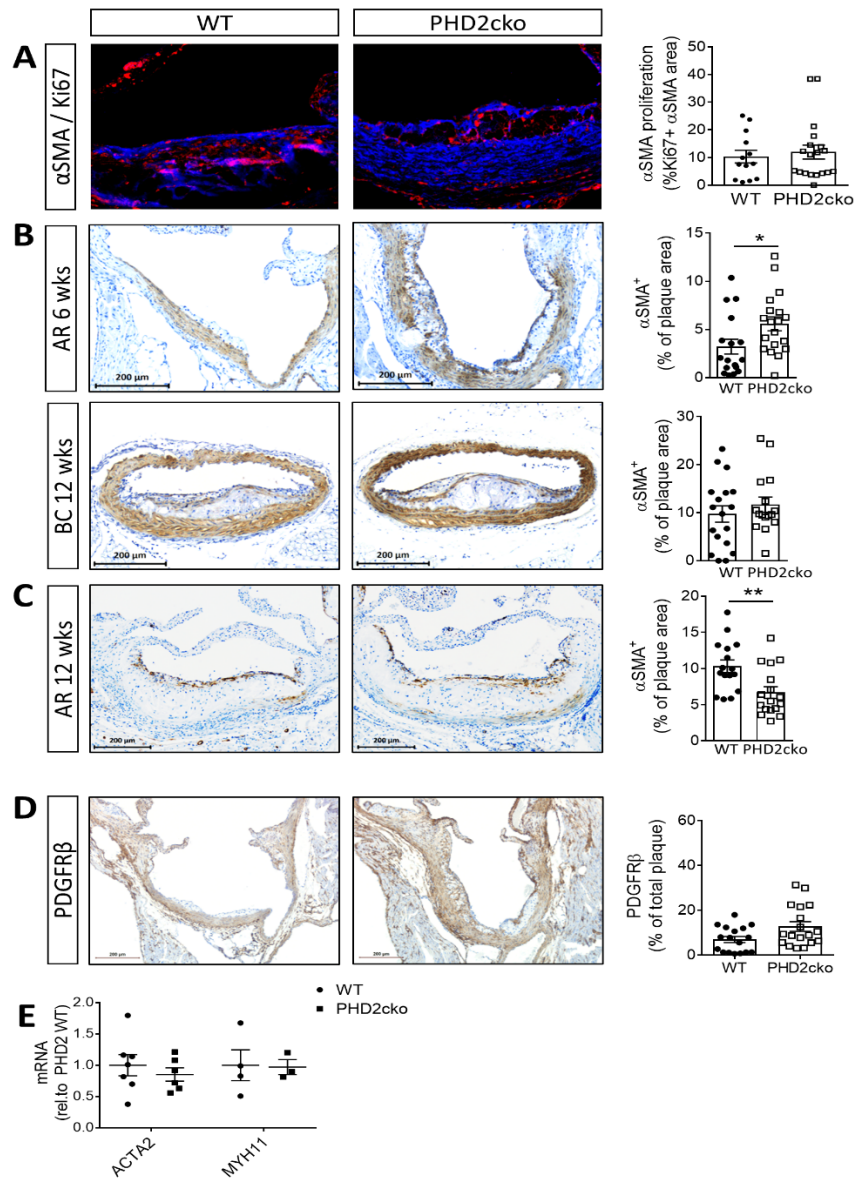

**Supplementary Figure S10. Plaque content of  $\alpha$ SMA in 6 and 12 week HCD diet fed PHD2cko mice, and two vascular beds** (A) Pseudo-fluorescent image of  $\alpha$ SMA/Ki67 (red/blue, respectively) staining of mesenchymal (MC) proliferation in the aortic root plaque. Magnification 400x. (B) Representative microphotographs and quantification of plaque  $\alpha$ SMA content in PHD2cko and WT control mice of aortic roots fed a 6-week high-cholesterol diet, and (C). In brachiocephalic and aortic root of mice fed a 12-week high-cholesterol diet. All groups contain 16-20 mice. (D) Representative microphotographs and quantification of PDGFR $\beta$  (brown precipitate, DAB) in aortic root of mice fed a six-week high-cholesterol diet. Scalebar 100 $\mu$ m. (E) mRNA expression of myogenic genes in 3T3 fibroblasts incubated in PHD2cko BMDM conditioned medium for 72 hours. Statistical analyses were performed using a student t-test (A-D) or two-way ANOVA with Bonferroni post-hoc test (E). All results show mean  $\pm$  SEM. \*P<0.05 \*\*P<0.01. Scale bar 200 $\mu$ m.

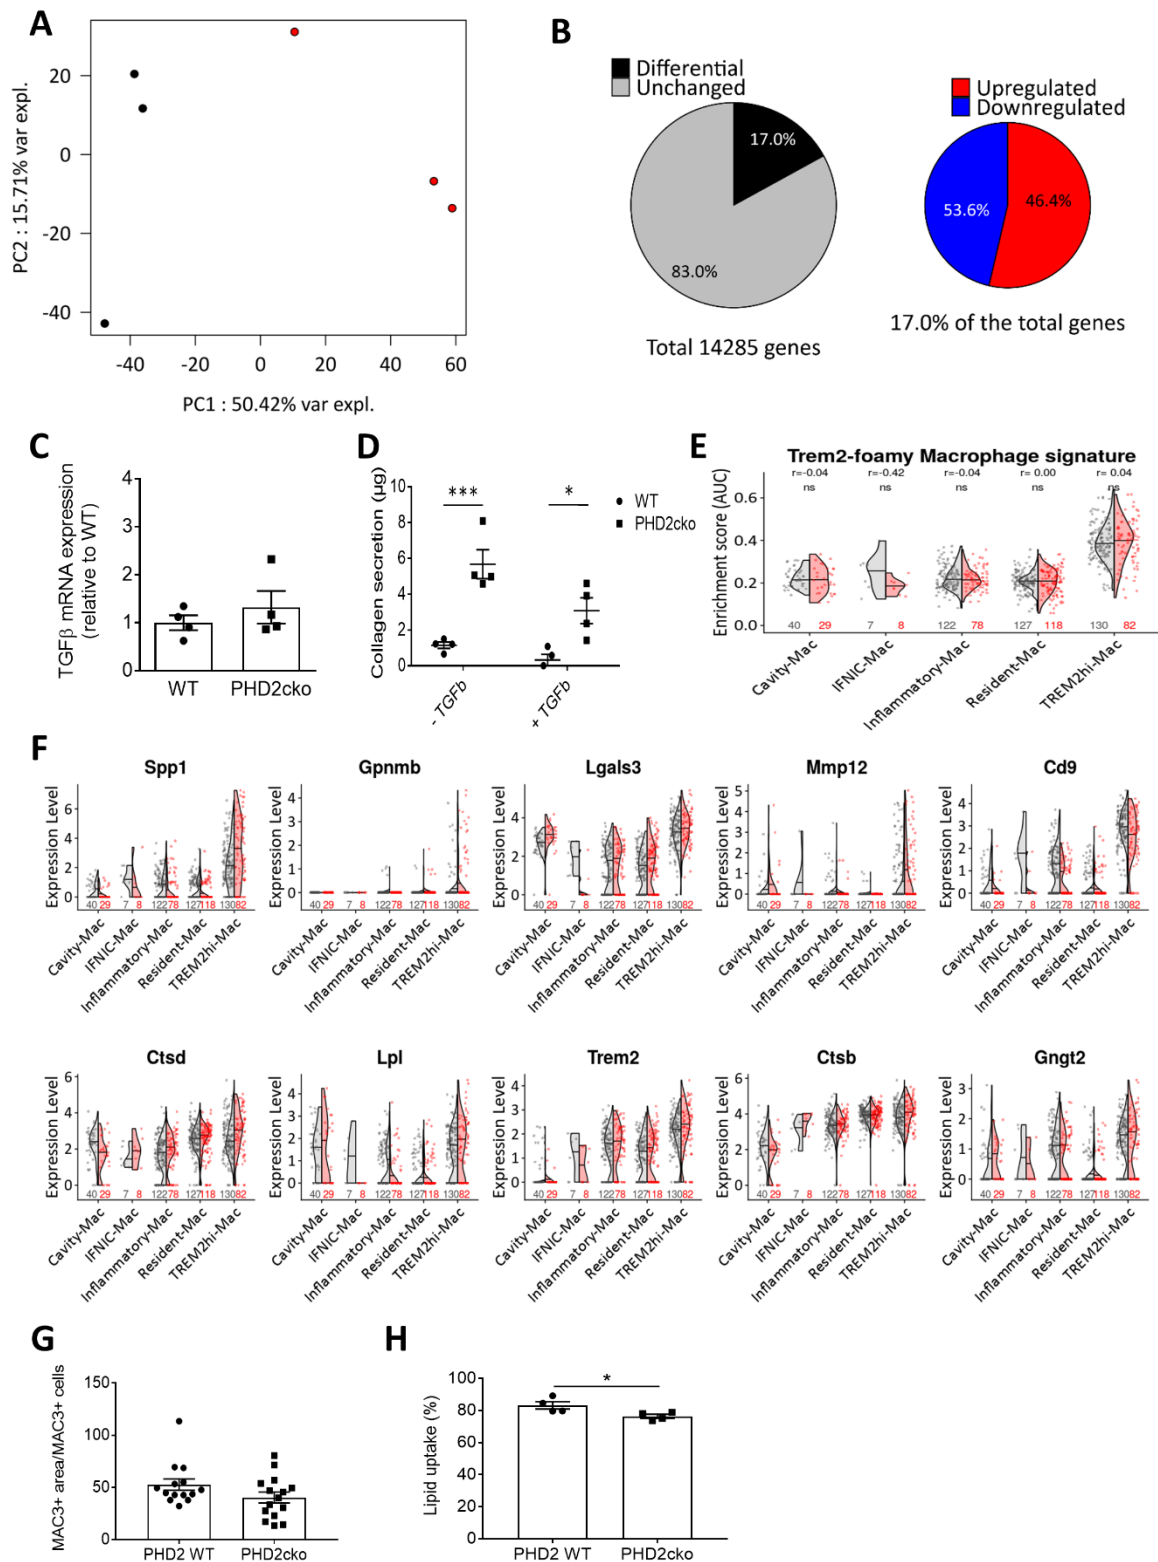

**Supplementary Figure S11. Transcriptomic analysis of fibroblasts incubated in medium conditioned by PHD2cko and WT BMDM and *in vitro* stimulation fibroblasts with TGF-β**

(A) Principal component analysis depicting separation of samples depending on exposure. Black: WT-conditioned medium, Red: PHD2cko-conditioned medium. (B) Pie chart showing number of up and

down regulated genes in fibroblasts. Triplicate samples for RNAseq in each group. **(C)** In vitro mRNA expression of TGF $\beta$ 1 by WT and PHD2cko BMDM was similar. **(D)** Addition of TGF $\beta$  to fibroblasts did not increase collagen secretion of fibroblasts incubated with WT-conditioned medium to the same level as PHD2cko-conditioned medium. **(E)** Split violin plot of PHD2 WT (grey) and cko (red) macrophages showing the single-cell enrichment score of the TREM2hi signature (TREM2hi macrophage DEGs from Zernecke et al. 2020). **(F)** Individual gene expression patterns of the top 10 differentially over-expressed genes from the TREM2hi signature in PHD2 WT and cko macrophages. **(G)** MAC3+ area divided by MAC3+ cells in PHD2 WT and cko plaques of 6 weeks high cholesterol diet study. **(H)** Lipid uptake of fluorescently labeled cholesterol in PHD2 WT and cko bone marrow derived macrophages. Statistical analyses were performed using a student t-test (C) or two-way ANOVA with Bonferroni post-hoc test (D). All results show mean  $\pm$  SEM. \*P<0.05 \*\*\*P<0.001.

## **SUPPLEMENTARY TABLES**

**Supplementary Table S1. Primer sequences used for real-time quantitative PCR**

| <b>Gene</b>                    | <b>forward primer (5'-3')</b> | <b>reverse primer (5'-3')</b>   |
|--------------------------------|-------------------------------|---------------------------------|
| <b>18S</b>                     | GTA ACC CGT TGA ACC CCA TT    | CCA TCC AAT CGG TAG TAG CG      |
| <b>Cyclo</b>                   | CAA ATG CTG GAC CAA ACA CAA   | AGT TAG CAT GCC AGA GTC TCG TT  |
| <b>PHD1</b>                    | CAT CAA TGG GCG CAC CA        | GAT TGT CAA CAT GCC TCA CGT AC  |
| <b>PHD2</b>                    | TAA ACG GCC GAA CGA AAG C     | GGG TTA TCA ACG TGA CGG ACA     |
| <b>PHD3</b>                    | CTA TGT CAA GGA GCG GTC CAA   | GTC CAC ATG GCG AAC ATA ACC     |
| <b>BNIP3</b>                   | CCT GTC GCA GTT GGG TTC       | GAA GTG CAG TTC TAC CCA GGA G   |
| <b>HIF1<math>\alpha</math></b> | TGC TCA TCA GTT GCC ACT TC    | CCA TCT GTG CCT TCA TCT CA      |
| <b>TGF<math>\beta</math></b>   | GCC CTT CCT GCT CCT CAT G     | CCG CAC ACA GCA GTT CTT CTC     |
| <b>ACTA2</b>                   | GAC TAC TGC CGA GCG TGA G     | ATA GGT GGT TTC GTG GAT GC      |
| <b>MYH11</b>                   | TGG ACA CCA TGT CAG GGA AA    | ATG GAC ACA AGT GCT AAG CAG TCT |

**Supplementary Table S2. Pearson correlation of PHD3 mRNA expression with CD68, HIF1 and HIF2 mRNA expression in plaques of BiKE cohort subjects (n=127)**

|             | <b>PHD1</b> |         | <b>PHD2</b> |         | <b>PHD3</b> |         |
|-------------|-------------|---------|-------------|---------|-------------|---------|
|             | Correlation | p-value | Correlation | p value | Correlation | p value |
| <b>CD68</b> | -0.17       | 0.064   | 0.42        | < 0.001 | 0.64        | < 0.001 |
| <b>HIF1</b> | -0.28       | 0.002   | 0.44        | < 0.001 | 0.43        | < 0.001 |
| <b>HIF2</b> | 0.19        | 0.032   | -0.18       | 0.047   | -0.28       | 0.002   |

**Supplementary Table S3. PROGENy pathway analysis of differentially expressed genes between WT and PDH2cko BMDM**

|                 | <b>Activity<br/>(Z-score)</b> | <b>P-value</b>        |
|-----------------|-------------------------------|-----------------------|
| <b>HYPOXIA</b>  | 14.85                         | $<1.0 \times 10^{-4}$ |
| <b>MAPK</b>     | 1.84                          | $6.6 \times 10^{-2}$  |
| <b>TGFB</b>     | 0.82                          | $4.1 \times 10^{-1}$  |
| <b>EGFR</b>     | 0.72                          | $4.7 \times 10^{-1}$  |
| <b>P53</b>      | -0.96                         | $3.4 \times 10^{-1}$  |
| <b>TRAIL</b>    | -1.27                         | $2.0 \times 10^{-1}$  |
| <b>ESTROGEN</b> | -1.30                         | $1.9 \times 10^{-1}$  |
| <b>WNT</b>      | -1.31                         | $1.9 \times 10^{-1}$  |
| <b>ANDROGEN</b> | -1.84                         | $6.6 \times 10^{-2}$  |
| <b>VEGF</b>     | -2.39                         | $1.7 \times 10^{-2}$  |
| <b>PI3K</b>     | -3.14                         | $1.7 \times 10^{-3}$  |
| <b>TNFA</b>     | -3.74                         | $1.8 \times 10^{-4}$  |
| <b>NFKB</b>     | -6.22                         | $<1.0 \times 10^{-4}$ |
| <b>JAK.STAT</b> | -11.07                        | $<1.0 \times 10^{-4}$ |

**Supplementary Table S4. DoRothEA Transcription Factor analysis between WT and PDH2cko BMDM**

|               | <b>logFC</b> | <b>AveExpr</b> | <b>t</b> | <b>P-Value</b> | <b>adj.PVal</b> | <b>B</b> |
|---------------|--------------|----------------|----------|----------------|-----------------|----------|
| <b>RFX5</b>   | -0.48        | -0.94          | -6.329   | 0.0001         | 0.0051          | 2.220    |
| <b>FOXO1</b>  | 0.30         | 1.75           | 6.186    | 0.0001         | 0.0051          | 2.024    |
| <b>HIF1A</b>  | 0.51         | 2.82           | 6.096    | 0.0001         | 0.0051          | 1.899    |
| <b>RFXANK</b> | -0.35        | -0.84          | -6.009   | 0.0001         | 0.0051          | 1.776    |
| <b>RFXAP</b>  | -0.35        | -0.84          | -6.009   | 0.0001         | 0.0051          | 1.776    |
| <b>BCL3</b>   | -0.21        | 4.60           | -4.845   | 0.0005         | 0.0247          | 0.033    |
| <b>IRF1</b>   | -0.61        | -0.96          | -4.702   | 0.0007         | 0.0266          | -0.196   |
| <b>GLI2</b>   | 0.29         | -0.78          | 4.333    | 0.0012         | 0.0426          | -0.798   |

Only differentially active transcription factors are shown (FDR-adjusted p-value < 0.05). LogFC: estimate of the log2-fold-change Transcription factor activity corresponding to the effect or contrast. AveExpr: average log2-expression. t: moderated t-statistic. P-Value: raw p-value. adj.PVal, adjusted p-value (FDR). B: log-odds that the gene is differentially expressed

**Supplemental Table S5. PHD2cko gene signature, retrieved from Bulk RNA sequencing data of PHD2 WT vs. cko bone marrow derived macrophages.**

LogFC: estimate of the log2-fold-change gene. 

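The log2 fold changes and t-statistics listed in Table S5 come from limma-voom. Refitted on the deposited estimated counts with all 12 libraries in 4 groups, the 50 genes differed from the listed values by at most 0.00487 in log2 fold change and 0.00500 in t. With edgeR's quasi-likelihood model the largest difference in log2 fold change was 0.0743, the 2 genes without WT counts left out. A positive value means more mRNA in the libraries labelled PHD2cko.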

AveExpr: average log2-expression. t: moderated t-statistic. P-Value: raw p-value. adj.PVal, adjusted p-value (FDR). B: log-odds that the gene is differentially expressed

**Supplementary Table S6. Pre-ranked GSEA pathway analysis of matrisome pathways, differentially expressed between fibroblasts incubated in WT- or PDH2cko-BMDM conditioned medium**

| Pathway                        | p-val | p-adj | ES    | NES   | Size | LEADING EDGE                                                                                                                                                                                                                                                                       |
|--------------------------------|-------|-------|-------|-------|------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Collagens</b>               | 0.026 | 0.043 | 0.47  | 1.55  | 31   | COL3A1, COL5A3, COL15A1, COL28A1, COL18A1, COL27A1, COL5A1, COL1A1, COL5A2                                                                                                                                                                                                         |
| <b>ECM Glycoproteins</b>       | 0.029 | 0.043 | -0.33 | -1.43 | 115  | TINAGL1, FBLN5, WISP2, CYR61, SMOC2, THBS1, NOV, IGFBP4, BMPER, MFGE8, MGP, NPNT, LTBP1, EMILIN2, CTGF, LAMA5, SMOC1, THBS2, AEBP1, SLIT2, IGFBP6, PCOLCE                                                                                                                          |
| <b>ECM Regulators</b>          | 0.234 | 0.281 | -0.26 | -1.12 | 139  | SERPINE2, ADAMTSL5, LOX, CD109, MMP2, TIMP2, ADAMTS1, SERPINA1A, MMP14, SERPINE1, ADAMTS5, TIMP4, ITIH4, SERPINB1B, SERPINB5, PLOD3, MASP1, ADAMTS16, HYAL2, HYAL1, PAPPAA2, AGT, SERPINB9, SERPINC1, SERPINB8, OGFOD1, ADAM23, P4HTM, SULF2, MMP11, ADAM11, KAZALD1, CST3, OGFOD2 |
| <b>ECM-affiliated Proteins</b> | 0.008 | 0.023 | 0.38  | 1.57  | 92   | PLXNC1, SEMA7A, SDC3, CLEC4A1, PLXDC1, CLEC12A, CLEC5A, SEMA4D, CLEC4D, CLEC7A, SEMA3C, CLEC4E, C1QA, CLEC4N, OVGP1, C1QC, CLEC4A2, C1QB, CLEC4A3, PLXNA2, ANXA2, SEMA3A, PLXND1, CLEC2H, SEMA4A, FCNA, C1QTNF6, ANXA6, CLEC10A, CLEC9A, SEMA4C                                    |
| <b>Proteoglycans</b>           | 0.372 | 0.372 | -0.35 | -1.05 | 22   | PODNL1, OGN, HAPLN4, ASPN, BGN,                                                                                                                                                                                                                                                    |

|                         |       |       |      |      |     |                                                                                                                                                                                                                                                                                |
|-------------------------|-------|-------|------|------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         |       |       |      |      |     | BCAN                                                                                                                                                                                                                                                                           |
| <b>Secreted Factors</b> | 0.002 | 0.011 | 0.36 | 1.59 | 160 | IGF1, ANGPTL4, CXCL14, CCL3, IGF2,<br>CX3CL1, PDGFB, TGFB1, CCL2, TNF,<br>CCL4, CCL12, CCL11, IL16, CCL5, EBI3,<br>CXCL10, IL1RN, S100A1, PF4, CCL9,<br>CCL7, CXCL2, CCL6, CXCL12,<br>TNFSF14, CCL17, FSTL1, FGF13,<br>FGF11, TNFSF13, S100A8, S100A13,<br>S100A16, CLCF1, OSM |

ECM: extracellular matrix; p-adj, FDR-adjusted p-value, ES, enrichment score, NES, enrichment score  
normalized to mean enrichment of random samples of the same size

**Supplementary Table S7. PROGENy pathway analysis of differentially expressed genes of fibroblasts incubated in WT- or PDH2cko-BMDM conditioned medium**

|                 | <b>Activity<br/>(Z-score)</b> | <b>P-value</b>         |
|-----------------|-------------------------------|------------------------|
| <b>JAK.STAT</b> | 6.60                          | 4.0 *10 <sup>-11</sup> |
| <b>TNFA</b>     | 4.78                          | 1.8 *10 <sup>-6</sup>  |
| <b>NFKB</b>     | 4.37                          | 1.2 *10 <sup>-5</sup>  |
| <b>MAPK</b>     | 4.28                          | 1.9 *10 <sup>-5</sup>  |
| <b>Hypoxia</b>  | 3.90                          | 9.7 *10 <sup>-5</sup>  |
| <b>EGFR</b>     | 1.53                          | 1.3 *10 <sup>-1</sup>  |
| <b>PI3K</b>     | 0.97                          | 3.3 *10 <sup>-1</sup>  |
| <b>WNT</b>      | 0.65                          | 5.1 *10 <sup>-1</sup>  |
| <b>TRAIL</b>    | -0.03                         | 9.7 *10 <sup>-1</sup>  |
| <b>Androgen</b> | -0.27                         | 7.9 *10 <sup>-1</sup>  |
| <b>Estrogen</b> | -0.79                         | 4.3 *10 <sup>-1</sup>  |
| <b>VEGF</b>     | -1.58                         | 1.1 *10 <sup>-1</sup>  |
| <b>P53</b>      | -2.26                         | 2.4 *10 <sup>-2</sup>  |
| <b>TGFB</b>     | -2.91                         | 3.6 *10 <sup>-3</sup>  |

**Supplementary Table S8. Single Cell Sequencing report**

| Sequencing |                 | Mapping*  |          | Cells    |             |             | Sequencing |
|------------|-----------------|-----------|----------|----------|-------------|-------------|------------|
| Sample     | Total raw reads | to Genome | To Exons | Cell cnt | Reads/cell# | Genes/cell† | Sat. curve |
| WT         | 148M            | 89.90%    | 73.60%   | 2,087    | 70,848      | 1,978       | 84% (OK)   |
| PHD2cko    | 85M             | 87.60%    | 71.20%   | 1,444    | 58,954      | 1,595       | 84% (OK)   |

\*, percentage of reads mapped confidently; cnt, count; #, mean; † median; Sat. saturation

## **SUPPLEMENTAL METHODS**

### **ANIMALS**

All mouse experiments were approved by the regulatory authority of the Maastricht University Medical Centre and performed in compliance with the Dutch governmental guidelines. Whole-body PHD1ko and PHD3ko mice,<sup>54, 55</sup> PHD2 conditional knockout mice (PHD2cko)<sup>56</sup> and LysMCre transgenics,<sup>57</sup> were previously described. All PHD lines were crossed to low density lipoprotein receptor knockout (LDLRko) mice, obtained from an in-house breeding colony, originating from Charles River (Wilmington, MA, USA) and refreshed every 10 generations to avoid genetic drift. Male LDLrko mice were used as control in all experiments involving PHD1ko and PHD3ko. LysMCre LDLrko mice (hereafter referred to as PHD2 WT) served as control in all experiments with PHD2cko mice. All mice were crossed back on LDLrko C57Bl6/J background at least nine times. Animals were housed in the laboratory animal facility of Maastricht University under standard conditions. Food and water were provided *ad libitum* during the entire experiment. All animals were housed in individually ventilated cages (GM500, Techniplast) in groups of up to 5 animals per cage, with bedding (corncob, Technilab-BMI) and cage enrichment. Cages were changed weekly, reducing handling of the mice to one handling per week during non-intervention periods.

### **ATHEROSCLEROSIS QUANTIFICATION AND IMMUNOHISTOCHEMISTRY**

Mice were euthanized with a pentobarbital overdose (100 mg/kg i.p.) and blood was withdrawn via the right ventricle for flow cytometry, absolute white and red blood cell counts (Coulter Ac.T diff, Beckman Coulter) and total cholesterol analysis. Mice were perfused via the left cardiac ventricle with PBS containing sodium nitroprusside (0.1 mg/ml; Sigma-Aldrich, Seelze, Germany). Aortic arch, root and organs were subsequently excised and fixed in 1% paraformaldehyde overnight and paraffin-embedded.

Aortic roots and arches were serially sectioned (4µm) and stained with hematoxylin and eosin (H&E, Sigma) for plaque area and lipid core content quantification. Five consecutive H&E sections at 20 µm intervals were analyzed blindly using computerized morphometry (Leica QWin V3, Cambridge, UK) and the sum of the three valves averaged per mouse. Necrotic core was defined as a-cellular and a-nuclear plaque area containing cholesterol clefts, and shown as the percentage necrotic content of the total plaque area. Sections within this 100 µm interval were used for remaining immunohistochemical

stainings. Antigen retrieval was performed at pH 6 (Dako REAL target retrieval, Dako) (for MAC3,  $\alpha$ SMA, and collagen type I), pH 9 (tris-EDTA, made in-house) (for platelet derived growth factor receptor beta (PDGFR $\beta$ )) or trypsin digestion (for CD31). Mouse atherosclerotic plaques were characterized for macrophage content (MAC3+ area/plaque area, BD Cat. No. 553322), smooth muscle cell content ( $\alpha$ SMA+ area/ plaque area,  $\alpha$ SMA Sigma F3777), PDGFR $\beta$  content (PDGFR $\beta$ + area/ plaque area (C-terminus) (ab32570, clone Y92), and total collagen content (picrosirius red area/plaque area, analyzed with polarized light microscopy, Polyscience 09400). Additionally, adventitial microvessel density (CD31+ microvessels/adventitial area, BD Cat. No. 550274), HIF1 $\alpha$  (Novus Biologicals, NB100-449), Ki67 (Abcam ab15580), and SPP1 (Abcam ab8448) were stained. Specific antigen-antibodies were visualized using appropriate secondary antibodies and diaminobenzamidine (DAB), unless specified otherwise. Fibrous cap thickness was measured in Sirius red stained sections of the brachiocephalic artery (at least three continuous sections) and aortic root (two sections per plaque), where necrotic core size was largest. In the section with largest necrotic core cap thickness was determined at the thinnest part, as the area between the outer edge of the cap and the necrotic core boundary.

In situ apoptosis was quantified on single cell level with TdT-mediated dUTP-X nick end labeling (TUNEL) technology (apoptotic cells/mm<sup>2</sup> plaque area; Roche, 11684795910). FITC-dUTP and anti-FITC-HRP labeled antibody binding were visualized using AEC positive substrate chromogen (Dako, K3461). Pictures were converted to pseudo fluorescent images using standard the deconvoluting option (hematoxylin and DAB) in FIJI software, and reassigning hematoxylin and DAB spectra to a blue and red pseudo fluorescent color, respectively.

## **HUMAN TISSUE COLLECTION**

Human plaque tissue collections were used: Maastricht Pathology Tissue Collection (MPTC),<sup>38</sup> and Biobank of Karolinska Endarterectomies (BiKE) for analysis of protein and mRNA levels using immunohistochemistry, in situ hybridization (ISH), microarrays and western blot analysis. Tissue collection was in line with the Dutch Code for Proper Secondary use of Human Tissue and respective local Medical Ethical Committees. Human studies of BiKE are approved by the Ethical Committee of Stockholm and follow the guidelines of the Declaration of Helsinki.

MPTC samples of human carotid autopsy samples (n=38, mean age 72 years, 64% men), were used for immunohistochemistry and ISH. Sample represented the following stages of atherosclerosis (n=8-10 per group): intimal thickening, pathological intimal thickening, thick fibrous cap (stable) atheroma, and plaque with intraplaque hemorrhage.<sup>38</sup>

In the BiKE cohort, symptomatic and asymptomatic patients (n=127) undergoing carotid endarterectomy (CEA) were consecutively enrolled in the study and plaques collected for histology and RNA lysates. Transcriptome was analyzed by Affymetrix microarray (Dataset available from Gene Expression Omnibus with accession nr. GSE125771) and interrogated for target genes. Demographics, experimental procedures and array analysis of the BiKE study cohort have been extensively described previously.<sup>58, 59</sup>

## **HUMAN PLAQUE IMMUNOHISTOCHEMISTRY AND MULTISPECTRAL IMAGING**

PHD1, 2 and 3 protein expression was assessed in human carotid autopsy samples. PHD1 expression was analyzed by fluorescent immunohistochemistry. After antigen retrieval (target retrieval DAKO), slides were incubated overnight with rabbit anti-human PHD1 (1:100 Novus Biologicals NB100-310), followed by biotin-conjugated donkey-anti-rabbit, streptavidin-horseradish peroxidase (HRP) and Cy3 labelled tyramide signal amplification reagent (Perkin Elmer). Nuclei were visualized with DAPI. Following antigen retrieval, PHD2 (Novus Biologicals NB100-2219) and CD68 (DAKO, M0814) were analyzed by non-fluorescent immunohistochemistry, followed by multispectral imaging to convert into pseudo-fluorescent images. Multispectral imaging (MSI) was performed to analyze human PHD1 and 2 expression, and PHD-CD68 co-localization. Spectral images were taken between 420-720 nm (10 nm interval) at a 10x (human) magnification using a Nuance spectral imaging system (Perkin Elmer/Caliper Life Sciences, Hopkinton, MA, USA) mounted on a Leica DM4000 B LED microscope, in case of immunofluorescence by using filters for N21 and A. Single stained sections, one chromogen/fluoro-chrome or counter stain only (DAB, Vector Red, Vector Blue, Dylight 594, hematoxylin, DAPI), were used to create a spectral library. Computational decomposition of the individual image components was performed using the spectral library and Nuance<sup>TM</sup> 3.0.2 software. Pseudo-colors were assigned to unmixed images and composite images showing co-localization were generated with the Nuance 3.0 software. Stainings were performed on serial sections.

## PHD3 IN SITU HYBRIDISATION

As accurate, reliable PHD3 antibodies are not available at this moment in time, we here use *in situ* hybridization to locate PHD3 expression in human plaques. *PHD3* mRNA expression was determined by *in situ* hybridization in FFPE, advanced human plaques derived from autopsy, as a specific PHD3 antibody is not available. All solutions used were treated with DEPC and autoclaved before use to eliminate RNase activity. Sections were deparaffinized, rehydrated and treated with proteinase K (Invitrogen, 25530-049) to remove endogenous tissue nucleases. PHD3 mRNA was targeted (target sequence (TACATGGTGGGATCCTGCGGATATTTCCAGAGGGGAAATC

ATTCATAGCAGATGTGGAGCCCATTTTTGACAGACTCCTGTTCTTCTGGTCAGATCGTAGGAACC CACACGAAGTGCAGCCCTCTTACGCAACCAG) by a double-DIG labeled nucleotide probe (TGGTTGCGTAAGAGGGCT) in microRNA ISH Buffer (Exiqon). Hybridization was performed at 55°C overnight. After washing off excessive probe with PBS the DIG-labeled probe was targeted by anti-DIG-AP (Roche, ref. 11093274910). Positive signal was visualized with NBT/BCIP AP detection tablets (ref. 11697471001). Cells were counterstained with Fast Red (ScyTek Laboratories, NFS500). Images were converted to pseudo-fluorescence in Fiji.

## CELL CULTURE

Bone marrow was isolated, and cells were cultured for seven days in RPMI-1640 (Gibco with Glutamax, 2g/L glucose) supplemented with 10% FCS, 100U/ml Penicillin-Streptomycin, and 15% L929-conditioned medium to generate bone marrow-derived macrophages (BMDM). Macrophage conditioned medium was obtained by culturing differentiated BMDM for 24h in DMEM GlutaMAX (Gibco 31966) supplemented with 2% FCS, 100U/ml Penicillin-Streptomycin, and 15% L929-conditioned medium in either normal oxygen conditions or hypoxia (0.1% O<sub>2</sub>).

Primary vascular smooth muscle cells (SMC) were isolated by enzymatic digestion (4h at 37°C in DMEM with 3 mg/ml collagenase (Sigma, Zwijndrecht, the Netherlands) and 1 mg/ml elastase (Sigma, Zwijndrecht, the Netherlands) from aortas of 5-10 C57/Bl6 mice (after removal of endothelium and adventitia) and cultured in DMEM (Gibco, 31966047) supplemented with 10% FCS and 100U/ml Penicillin-Streptomycin. NIH/3T3 were cultured in DMEM (Gibco, 31966047) supplemented with 10% FCS and 100u/ml Penicillin-Streptomycin. Before experiments with macrophage conditioned medium,

SMCs and NIH/3T3 were starved for 24-48 hours respectively using DMEM supplemented with 0.1% FCS.

For gene intervention, cells were incubated with transfection agent Viromer BLUE (Lipocalyx, VB-01LB-01) together with siRNA for HIF1 (5'-GUCACCACAGGACAGUACA-3'), BNIP3 (5'-ACCUUCUGAUGAAGAUUUGGAUC-3') and scramble control (5'-GCUUAACCCGUAUUGCCUA-3') in a concentration of 25nM for 8 hours.

## **PROLIFERATION ASSAY**

Proliferation of SMC and 3T3 fibroblasts in response to macrophage conditioned medium (see above) was measured using CellTiter-glo luminescent cell viability assay (Promega, G7570) to determine ATP content of cells according to manufacturer's protocol. Primary SMC ( $2 \times 10^4$  cells) were isolated and seeded in a 96 wells plate and allowed to attach for 24 hours. After starvation for 24h in DMEM containing 0.5% FCS, BMDM-conditioned medium was added to the cells and incubated for 72 hours. Luminescence was measured on a luminometer (Victor3, PerkinElmer) and proliferation calculated as difference on ATP between T0 and T72hrs. Proliferation of PHD2 WT and cko BMDMs was also measured on an ACEA xCELLigence (Roche). BMDMs ( $8 \times 10^3$  cells) were seeded on a gold electrode implemented in a 96 wells plate. Impedance was measured hourly and used to quantify proliferation (slope of impedance increment over time) using RCTA software (version 1.2, Roche).

## **MIGRATION ASSAY**

Migration stimulation in primary murine SMC by conditioned macrophage medium of WT and PHD2cko was measured on an ACEA xCELLigence (Roche). SMC were starved in DMEM containing 0.5% FCS for 24 hours. Upper chambers of ACEA CIM 16 plates (ACEA, 20131122) were coated with 10ug/ml collagen G (Biochrom, L7213) for one hour per side prior to start of the experiment. Subsequently, lower chambers were equilibrated for the respective conditioned mediums and controls. BMDM-conditioned medium contained a final concentration of 1% FCS and 15% LCM. SMC ( $4 \times 10^4$  cells) were then added to the upper chamber and migration was monitored for 24h (hourly measurements), using the slope of the impedance increment over time.

## **INTRACELLULAR COLLAGEN CONTENT**

Intracellular collagen content was measured using CNA35-FITC (Kindly provided by prof. Reutelingsperger, Biochemistry department Maastricht) shown to bind to collagen type I, III and IV.<sup>60</sup> SMCs and 3T3s were starved in DMEM containing 0.1% FCS for 24 or 48 hours, respectively. SMCs and 3T3s were subsequently treated with conditioned medium of either PHD2 WT or conditional knockout macrophages with or without a collagen producing stimulus (TGF- $\beta$ 1) (5 ng/ml, Biolegend, 763102) for 72 hours. Cells were fixed in 2% PFA for 15 min and permeabilized using 0.1% Triton X-100 in PBS for 15 min. Subsequently, cells were stained for internal collagen content with CNA35-FITC (1 $\mu$ M) and nuclei were stained with Hoechst (15 $\mu$ g/ml). Samples were analyzed using the BD Pathway 855 High Content Bioimager. Data was processed with Attovision and BD Diva software.

## **COLLAGEN SECRETION**

After serum starvation, SMCs and 3T3s were treated with conditioned medium of either WT or PHD2cko macrophages for 72 hours. Culture medium of SMCs and 3T3s was collected after 72 hours and analyzed using Sircol soluble collagen assay as described by the manufacturer (Biocolor, S1000). In comparable subsequent experiments, TGF- $\beta$ 1 was added to the conditioned medium or proteins were heat-inactivated (30 min, 85°C) prior to addition to 3T3 fibroblasts.

## **MATRIX METALLOPROTEASE ACTIVITY ASSAY**

The functional activity of matrix metalloproteinase (MMPs) was determined using OmniMMP™ fluorogenic substrate (Enzo Life Science, BML-P126-0001). The Mca-Pro-Leu-Gly-Leu-Dpa-Ala-Arg-NH<sub>2</sub> substrate incorporates a quencher (N-3-(2,4-dinitrophenyl)-L- $\alpha$ , $\beta$ -diaminopropionyl) and a fluorescent side (7-methoxycoumarin-4-yl)acetyl). Upon MMP cleavage of the quencher fluorescence can be detected. A total of 0.14\*10<sup>6</sup> BMDM (lysed in PBS containing 1% Triton-X100) was incubated with 180mM CaCl<sub>2</sub> 65 $\mu$ M OmniMMP substrate at 37°C and the fluorescence was detected at an interval of two minutes on a Spectromax (Ex 328nm, Em 393nm, Molecular Devices SPECTRAmax M2). The slope of fluorescence intensity increase was subsequently analyzed.

## **APOPTOSIS**

BMDMs were stimulated with 50 $\mu$ M 7-ketocholesterol (Sigma, C2394) or 50 $\mu$ g/ml oxLDL (Isolated as described elsewhere)<sup>61</sup> for 24 hours to induce apoptosis. After stimulation, nuclei were stained with Hoechst (15 $\mu$ g/ml) and apoptotic cells with fluorescently labeled AnnexinA5-FP488 (produced by Prof. Reutelingsperger, Maastricht) for 15 min. Samples were analyzed using a high-throughput, fluorescent reporter system, coupled to automated microscopy (BD Pathway 855 High Content Bioimager). Data was processed with Attovision and BD Diva software.

## **LIPID UPTAKE**

BMDMs were given fluorescently labeled oxidized LDL (Topfluor, Avanti lipids 810255P-1mg) for 2 hours. Thereafter, nuclei were stained with Hoechst (15 $\mu$ g/ml). Samples were analyzed using a high-throughput, fluorescent reporter system, coupled to automated microscopy (BD Pathway 855 High Content Bioimager). Data was processed with Attovision and BD Diva software.

## **RNA SEQUENCING OF CULTURED CELLS**

For RNA sequencing cells in vitro, RNA was isolated from triplicates of WT and PHD2cko BMDMs 24 hour after seeding, and from triplicate fibroblasts after 72 hours exposure to WT or PHD2cko conditioned medium. Bioanalyzer confirmed intact RNA (RNA Integrity number 10) for sequencing of 10 $\mu$ g RNA, on the NextSeq 500 system using v 2.5 chemistry, at ~15M single reads per sample by the c(Core Facility Genomics of the Medical Faculty Münster.

The gene-level expression of a total of 32,544 genes were quantified, 14,285 genes were retrieved for downstream analysis, 18,259 genes were discarded as lowly expressed genes.

## **BIOINFORMATICS ANALYSIS OF BULK RNA SEQUENCING DATA**

Gene-level expression was quantified using Kallisto with the mouse genome (Mus Musculus GRCm38 assembly).<sup>62</sup> Principal component analysis was used for exploratory data analysis using the prcomp function in R (stats package, R 3.6.1 version). The limma R package (v3.40.6) was used to test for differential expression between conditions using the empirical Bayes method after voom transformation.<sup>63</sup> Lowly and non-expressed genes in the experiment were discarded from the analysis using the filterByExpr function (limma) to reduce potential false positives from the multiple testing.

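With limma-voom on the deposited estimated counts, 497 genes were higher and 568 lower in the BMDM libraries labelled PHD2cko. Together they made 7.46% of the genes tested, and 46.7% of them were higher. In fibroblasts in medium labelled PHD2cko, 1302 genes were higher and 1126 lower, together 17.0%, and 53.6% of them were higher. Of the genes past the threshold with edgeR, 887 of 961 in BMDMs and 2106 of 2240 in fibroblasts passed with limma-voom.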

Single-sample transcription factor activities were estimated using DoRothEA mouse regulons with A, B and C confidence classes.<sup>64,21</sup> Similar to differential gene expression analysis, the empirical Bayes method (limma) was also used to test for differential transcription factor activities using the TF activities (normalized enrichment scores) estimated by VIPER method (v.1.18.1). Genes and Transcription factor activities differentially dysregulated with FDR-adjusted p-values < 0.05 were considered significant. Pre-ranked Gene-Set Enrichment Analysis (GSEA) was performed using fgsea R package (v1.10.1) on the transcriptome-wide ranking of differential expression by the moderated t-statistics with the hallmark gene set collection from MSigDB and mouse gene sets from MatrisomeDB.<sup>65, 66</sup> Human genes from the hallmark gene set collection were transformed to their orthologs in mouse using the biomaRt service from Ensembl. Gene sets with FDR < 0.05 were considered significantly enriched in the condition. Pathway analysis was performed using PROGENy<sup>67, 68</sup> with the mouse model of pathway footprints of 100 genes, and 10,000 gene permutations of the ranking to build a null distribution for statistical estimations of significance. 

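The target genes came from the leading edges listed in Table S6. In 3T3 fibroblasts in medium labelled PHD2cko, the 36 secreted factor genes and the 31 matrix-affiliated genes listed there were all higher, and the 22 glycoprotein genes were all lower. These directions follow from the way a leading edge is chosen. Of the same genes, 22 secreted factor genes, 19 matrix-affiliated genes and 0 glycoprotein genes had at least 10 times as high an expression in BMDMs as in fibroblasts in WT medium.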

NicheNet<sup>69</sup> was used for the ligand-receptor analysis of stimulated pro-fibrotic fibroblasts by BMDM PHD2cko using the differentially over-expressed ligands from BMDMs PHD2cko (p-value < 0.05), and those target genes that were detected by the leading edge analysis in the significantly enriched MatrisomeDB gene sets from the pre-ranked GSEA in pro-fibrotic fibroblasts.

## **SINGLE CELL RNA SEQUENCING OF MURINE PLAQUES**

PHD2 WT and PHD2 cko mice (n=11 and 9, respectively) were euthanized with a pentobarbital overdose (100 mg/kg i.p.) after 20 weeks of HCD and blood was withdrawn via the vena cava, followed by PBS perfusion via the left ventricle. The aortic root was subsequently excised and fixed in 4% paraformaldehyde overnight and paraffin-embedded.

Aortic arches of either genotype were pooled, sliced in pieces using a scalpel, and enzymatically digested for 15 minutes at 37°C using collagenase B (0.00284g/ml, Sigma 110088807001), pronase (0.01g/ml, Sigma 10165921001) and DNase (0.1mg/ml, Roche 11284932001). Tissue was filtered through a 70µm strainer and subjected to red blood cell lysis (8.4g NH<sub>4</sub>CL + 0.84g NaHCO<sub>3</sub> in 1 liter H<sub>2</sub>O, pH 7.2-7.4). All single, DAPI-negative living, cells were sorted on FACS Aria III for SCS. Cell count and viability of sorted cells was confirmed by trypan blue staining, and a total of ~12,000 DAPI-plaque cells were loaded on a chromium single cell controller using V2 reagent kit (10X Genomics) to

create cDNA sequencing libraries per manufacturers protocol. In short, in reaction vesicles (gel beads in emulsion, GEMs), cells were lysed and barcoded oligonucleotides reverse transcribed before clean-up and cDNA amplification. The Chromium Single-Cell 3' Library Kit was then used to generate indexed sequencing libraries. Sequencing was performed on a Novaseq 6000 system (Illumina) (Supplemental Table S7).

## **BIOINFORMATICS ANALYSIS OF SINGLE-CELL RNA-SEQUENCING DATA**

Raw sequencing data (FastQ files) were processed (alignment and gene-level expression quantification) using the CellRanger pipeline (10x Genomics, version 3.1) with the mouse genome (mm10 assembly). Seurat R package (v.3.1.0) was used to perform a standard analysis.<sup>70</sup> Quality control diagnostics were applied on library sizes, percentage of mitochondrial genes and gene detection coverage of the single cells. Cells with a gene coverage between 500 and 4,000 of genes expressed, and less than 7.5% of mitochondrial gene expression were retrieved to avoid bad quality cells, such as doublets and dead cells in downstream analysis. After data normalization using log transformation and applying a 10,000 scaling factor, the 2,000 most highly variable genes were selected using the variance stabilizing transformation method implemented in Seurat for each sample. The first twenty principal components from Principal Component Analysis (PCA) applied on this selection of genes were used to find anchors for sample integration of the two conditions PHD2cko and WT pooled mice, and integrated using Canonical Correlation Analysis implemented in Seurat.<sup>70</sup> Myeloid leukocytes were identified following two rounds of unsupervised clustering. First, major clusters of cells expressing canonical myeloid leukocytes markers were selected. For this, PCA was applied on the scaled batch-corrected data to extract twenty-five principal components for the unsupervised clustering. Graph-based unsupervised clustering was performed using Shared-Nearest Neighbour algorithm. Louvain method was used to find clusters at resolution 0.1. Cluster of cells with positive expression of PTPRC, Lyz2, and CD68 expression, and absence of other vascular cell markers (CD3, CD19, MYH11, PECAM1) were detected as potential myeloid leukocytes. Second, this large and heterogeneous population of cells was selected for another iteration of unsupervised clustering to find more clusters with a higher resolution (at resolution 0.5), following the same workflow as described before. Distinct clusters were annotated based on the markers reported from Zernecke et al 2020, the top 10 marker genes for macrophages, monocytes, dendritic cells and top 10 over-expressed genes for Neutrophils as compared to the rest of cells.<sup>53</sup> The main classes of myeloid

leukocytes were identified among clusters, including cavity, IFN $\gamma$ , inflammatory, Trem2-foamy and resident macrophages, mature-DC, moDC, monocytes and neutrophils. In addition, a cluster of proliferating cells was detected using the CellCycleScoring function from Seurat with the ortholog genes in mouse of the cell cycling genes, and another small cluster remained as not assigned (n.a.) due to the non-specific expression of cell-type markers. Uniform Manifold Approximation and Projection (UMAP) was used to reduce the dimensional space of the twenty five principal components to an embedding of two dimensions for visualization purposes with standard parameters in the Seurat package. Pathway and transcription factor activities were estimated using PROGENy (<https://saezlab.github.io/progeny/>) and DoRothEA (<https://saezlab.github.io/dorothea/>) in single-cell data as previously described (pathway footprints of 100 genes and TF regulons of A, B and C confidence classes, respectively).<sup>68</sup> The enrichment of the PHD2cko signature expression in single-cell basis was calculated using AUCell R package (v1.6.1) using the top 50 most up-regulated genes in BMDM upon PHD2cko for the PHD2 functional stratification of plaque-resident macrophages, prior discarding the main molecular players Bnip3 and Spp1 as potentially being defined as part of the signature. Correlations analysis between Hif1a activity, hypoxia response and BMDM PHD2cko expression signature was performed using Pearson correlation. For differential gene expression analysis, the two clusters of proliferating and n.a. cells were leave out, and the two clusters of resident macrophages found in the unsupervised clustering were merged as a single population of cells. Differential gene expression was performed using Wilcoxon Rank Sum test. P-values from the Wilcoxon Rank Sum tests were adjusted for multiple testing using Bonferroni method for genome-wide multiple testing between two groups, and using FDR method for 2-group individual gene testing among cell types. Differentially expressed genes with adjusted p-values below 0.05 were considered statistically significant. R effect sizes from Wilcoxon Rank Sum test were calculated as Z divided by square root of the total observations. R effect size ranges from -1 to +1. Positive sign from r effect size relates to up-regulation in PHD2cko (group 1) as compared to WT condition (group 2). The greater the absolute r value is, the larger the effect size is. R effect size could be interpreted as small (r between 0.10 and 0.30), medium (r between 0.30 and 0.50) and large (r>0.50).

## **REFERENCES**

53. Zernecke A, Winkels H, Cochain C, Williams JW, Wolf D, Soehnlein O, Robbins CS, Monaco C, Park I, McNamara CA, Binder CJ, Cybulsky MI, Scipione CA, Hedrick CC, Galkina EV, Kyaw T, Ghosheh Y, Dinh HQ, Ley K. Meta-Analysis of Leukocyte Diversity in Atherosclerotic Mouse Aortas. *Circ Res* 2020;**127**:402-426.
54. Aragones J, Schneider M, Van Geyte K, Fraisl P, Dresselaers T, Mazzone M, Dirx R, Zacchigna S, Lemieux H, Jeoung NH, Lambrechts D, Bishop T, Lafuste P, Diez-Juan A, Harten SK, Van Noten P, De Bock K, Willam C, Tjwa M, Grosfeld A, Navet R, Moons L, Vandendriessche T, Deroose C, Wijeyekoon B, Nuyts J, Jordan B, Silasi-Mansat R, Lupu F, Dewerchin M, Pugh C, Salmon P, Mortelmans L, Gallez B, Gorus F, Buyse J, Sluse F, Harris RA, Gnaiger E, Hespel P, Van Hecke P, Schuit F, Van Veldhoven P, Ratcliffe P, Baes M, Maxwell P, Carmeliet P. Deficiency or inhibition of oxygen sensor Phd1 induces hypoxia tolerance by reprogramming basal metabolism. *Nat Genet* 2008;**40**:170-180.
55. Bishop T, Gallagher D, Pascual A, Lygate CA, de Bono JP, Nicholls LG, Ortega-Saenz P, Oster H, Wijeyekoon B, Sutherland AI, Grosfeld A, Aragones J, Schneider M, van Geyte K, Teixeira D, Diez-Juan A, Lopez-Barneo J, Channon KM, Maxwell PH, Pugh CW, Davies AM, Carmeliet P, Ratcliffe PJ. Abnormal sympathoadrenal development and systemic hypotension in PHD3<sup>-/-</sup> mice. *Mol Cell Biol* 2008;**28**:3386-3400.
56. Takeda Y, Costa S, Delamarre E, Roncal C, Leite de Oliveira R, Squadrito ML, Finisguerra V, Deschoemaeker S, Bruyere F, Wenes M, Hamm A, Serneels J, Magat J, Bhattacharyya T, Anisimov A, Jordan BF, Alitalo K, Maxwell P, Gallez B, Zhuang ZW, Saito Y, Simons M, De Palma M, Mazzone M. Macrophage skewing by Phd2 haploinsufficiency prevents ischaemia by inducing arteriogenesis. *Nature* 2011;**479**:122-126.
57. Clausen BE, Burkhardt C, Reith W, Renkawitz R, Forster I. Conditional gene targeting in macrophages and granulocytes using LysMcre mice. *Transgenic Res* 1999;**8**:265-277.
58. Matic LP, Jesus Iglesias M, Vesterlund M, Lengquist M, Hong MG, Saieed S, Sanchez-Rivera L, Berg M, Razuvaev A, Kronqvist M, Lund K, Caidahl K, Gillgren P, Ponten F, Uhlen M, Schwenk JM, Hansson GK, Paulsson-Berne G, Fagman E, Roy J, Hultgren R, Bergstrom G, Lehtio J, Odeberg J, Hedin U. Novel Multiomics Profiling of Human Carotid Atherosclerotic

- Plaques and Plasma Reveals Biliverdin Reductase B as a Marker of Intraplaque Hemorrhage. *JACC Basic Transl Sci* 2018;**3**:464-480.
59. Perisic L, Aldi S, Sun Y, Folkersen L, Razuvaev A, Roy J, Lengquist M, Akesson S, Wheelock CE, Maegdefessel L, Gabrielsen A, Odeberg J, Hansson GK, Paulsson-Berne G, Hedin U. Gene expression signatures, pathways and networks in carotid atherosclerosis. *J Intern Med* 2016;**279**:293-308.
  60. Aper SJ, van Spreeuwel AC, van Turnhout MC, van der Linden AJ, Pieters PA, van der Zon NL, de la Rambelje SL, Bouten CV, Merckx M. Colorful protein-based fluorescent probes for collagen imaging. *PLoS One* 2014;**9**:e114983.
  61. Redgrave TG, Roberts DC, West CE. Separation of plasma lipoproteins by density-gradient ultracentrifugation. *Anal Biochem* 1975;**65**:42-49.
  62. Bray NL, Pimentel H, Melsted P, Pachter L. Near-optimal probabilistic RNA-seq quantification. *Nat Biotechnol* 2016;**34**:525-527.
  63. Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 2015;**43**:e47.
  64. Garcia-Alonso L, Holland CH, Ibrahim MM, Turei D, Saez-Rodriguez J. Benchmark and integration of resources for the estimation of human transcription factor activities. *Genome Res* 2019;**29**:1363-1375.
  65. Liberzon A, Subramanian A, Pinchback R, Thorvaldsdottir H, Tamayo P, Mesirov JP. Molecular signatures database (MSigDB) 3.0. *Bioinformatics* 2011;**27**:1739-1740.
  66. Naba A, Clauser KR, Ding H, Whittaker CA, Carr SA, Hynes RO. The extracellular matrix: Tools and insights for the "omics" era. *Matrix Biol* 2016;**49**:10-24.
  67. Holland CH, Szalai B, Saez-Rodriguez J. Transfer of regulatory knowledge from human to mouse for functional genomics analysis. *Biochim Biophys Acta Gene Regul Mech* 2020;**1863**:194431.
  68. Holland CH, Tanevski J, Perales-Paton J, Gleixner J, Kumar MP, Mereu E, Joughin BA, Stegle O, Lauffenburger DA, Heyn H, Szalai B, Saez-Rodriguez J. Robustness and applicability of transcription factor and pathway analysis tools on single-cell RNA-seq data. *Genome Biol* 2020;**21**:36.

69. Browaeys R, Saelens W, Saeys Y. NicheNet: modeling intercellular communication by linking ligands to target genes. *Nat Methods* 2020;**17**:159-162.
70. Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, 3rd, Hao Y, Stoeckius M, Smibert P, Satija R. Comprehensive Integration of Single-Cell Data. *Cell* 2019;**177**:1888-1902 e1821.

How the deposited data were processed for this re-analysis (not part of the article)

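RNA had been sequenced from BMDMs labelled WT and PHD2cko 24 h after seeding and from 3T3 fibroblasts after 72 h in medium conditioned by BMDMs labelled WT or PHD2cko, with 3 libraries in each of the 4 groups. The authors deposited estimated counts per gene, which they made with Kallisto on the mouse genome GRCm38 and summed to genes, without normalization or filter. The deposited values are whole numbers, and the paper's text does not state how the estimates became whole numbers. The table holds 32544 genes in 12 libraries, 0 columns could not be mapped to a condition, and no values per exon or per transcript were used. The replicate numbers come from the labels of the deposited columns, and the paper does not say that libraries with the same number belong together.

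Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups, which kept 14285, libraries were normalized by TMM, and all 12 libraries were fitted together with the quasi-likelihood model. Both comparisons, PHD2cko against WT in BMDMs and in fibroblasts, were tested two-sided, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05 on the adjusted p. CPM of single genes are counts over the effective library size, scaled to 1e6. For macrophage shares, the genes of macrophage type and the floor of folds, CPM are over the total count, without TMM. limma 3.58.1 with voom, the method of the paper, gave the moderated t-statistics on which gene lists were ranked. Enrichment was computed with fgsea 1.28.0, a permutation method, with adjustment over 9 lists per cell type. The lists of HIF targets, glycolysis, S phase, G2M phase, interferon response, NFκB and TNF response, TGFβ targets, MHC class II and cell type markers were written by hand, and the collagens were all genes with a collagen symbol. PROGENy, DoRothEA, the hallmark and matrisome collections and NicheNet were not used here.

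Library totals ran from 15516465 to 25199770 counts. A fold against a group in which every library had at most 3 counts is given as a lower bound computed at that floor. Shares of macrophage RNA in single libraries have 95% Wilson intervals. Intervals and floors cover counting error only. The share was the summed CPM of 23 marker genes divided by that sum in the BMDM libraries with the label of the medium. Genes of macrophage type were those with a mean CPM over the 6 BMDM libraries at least 10 times that in fibroblasts in WT medium. Where the share was subtracted, each fibroblast library lost its share times the mean BMDM profile of the matching label, rounded, with a floor of 0. In simulated mixtures, true shares of 0, 0.2, 1 and 5% were estimated as 0.0555, 0.260, 1.06 and 5.08%. The fibroblast part of the mixtures was drawn from the mean in WT medium, marker counts included, so they cannot show whether WT medium libraries hold macrophage RNA.

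Positions and identifiers come from GENCODE annotation on GRCm38, in which 31400 of the deposited symbols matched directly, 522 by an older symbol and 622 not at all. Genes named in the text are those the paper names for these libraries, those of the hand-written lists and, per comparison and direction, the 5 with the largest log2 fold change among genes past the threshold, with a mean of at least 1 CPM in either group and no overlap between the groups. Rplp0 and its pseudogene copies were chosen after their values were seen. Zfp617 and Tpm4 are named for the sequence they share with Gm18180 and Gm7809.

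The pipeline was tested on simulated data with 200 changed genes, each changed by at least 2-fold and drawn from genes above a minimum mean count. With edgeR, 187 of them were found at the depth of the BMDM libraries, with 11 false calls among 198, and 184 at the depth of the fibroblast libraries, with 6 among 190. The alternatives tried were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, limma-voom, a filter of at least 10 counts in every library, no filter beyond 1 count, the 6 libraries of each cell type alone, the replicate number as a block, each library left out in turn, fibroblast results without genes of macrophage type or with the macrophage share subtracted, a ranking by edgeR's F, and camera in place of fgsea.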

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

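The tests of reads in the wrong library and of sequencing depth, the pair of tests on genes nearly absent in WT medium, and the tests of the differences between cell types after subtraction of macrophage RNA were chosen only after the results were seen.

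Summed over 23 macrophage marker genes, the fibroblast libraries came to a mean of 1.66% of the BMDM level in medium labelled PHD2cko, above the 0.0504% in WT medium. In medium labelled PHD2cko, the share and its Wilson interval were 2.35% (2.32 to 2.39%) in replicate 1, 0.521% (0.504 to 0.539%) in replicate 2 and 2.11% (2.08 to 2.14%) in replicate 3. In WT medium they were 0.0484% (0.0440 to 0.0532%), 0.0506% (0.0467 to 0.0547%) and 0.0523% (0.0476 to 0.0574%). An exact permutation test of 3 libraries against 3 gave a two-sided p of 0.100, the smallest it can give.

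One explanation is macrophage RNA or cells carried over with the medium. Across 1204 genes of macrophage type, which are not independent replicates, the excess over WT medium had a Spearman correlation of 0.80 with the level in BMDMs labelled PHD2cko (0.809, 0.573 and 0.802 in replicates 1, 2 and 3). This test was written down before it was run and speaks for carry-over, and 2 more that were written down before they were run did not give what it predicts. In the ratio of replicate 2 to replicates 1 and 3, 31.0% of 294 genes lay within 1.5-fold of the median ratio of 0.470. That ratio was taken on total levels, in which the fibroblasts' own expression is mixed, so it cannot speak against carry-over. The correlation of the excess with the change between the BMDM labels was 0.0937 across 284 genes. On the 89 genes nearly absent in WT medium, the ratio was taken on the excess over WT medium. Its median was 0.222, with 93.3% of the genes near it, and the correlation with the change between the labels was 0.34. Over those genes the share per gene had a median of 3.45%, with 5th and 95th percentiles of 1.30% and 11.4%, so that the estimate depends on the genes used. Reads assigned to the wrong library are unlikely to account for the signal, since the highest share of fibroblast markers in a BMDM library was 0.0577%. Nor did depth follow it, since the library in medium labelled PHD2cko had the larger total in 2 of 9 pairs of libraries. Carry-over remains a candidate explanation for part of the rise, with the limit that the later tests were chosen knowing the earlier outcome. It does not account for every gene. Ccl12 and Ch25h, with 0 counts in all 3 libraries in WT medium, had 42, 4 and 15 and 69, 12 and 60 counts in fibroblasts in medium labelled PHD2cko, against 6, 3 and 7 and 13, 3 and 21 in the BMDMs themselves (replicates 1, 2 and 3). RNA carried over at the BMDM level cannot give this, and an answer of the fibroblasts, or of carried-over cells in the 72 h of culture, was not set aside. Whether more RNA or more cells entered the medium of BMDMs labelled PHD2cko was not tested.

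Gene lists in fibroblasts were scored again after the share was subtracted. The collagens then scored 1.69 (adjusted p 0.00835 by permutation), the interferon response 2.57 (adjusted p 1.6e-09), the NFκB and TNF response 2.10 (adjusted p 1.6e-04), S phase 2.86 (adjusted p 2.5e-14), G2M phase 2.47 (adjusted p 9.1e-09), HIF targets 1.79 (adjusted p 0.00447) and TGFβ targets -2.33 (adjusted p 1.0e-06). Before subtraction the scores were 1.54, 2.57, 2.21, 2.73, 2.35, 1.67 and -2.35 in the same order of lists. Carry-over at the estimated share therefore does not account for these scores in full, with the limit that this estimate depends on the genes used.

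The effect of the label differed between fibroblasts and BMDMs for several lists, by enrichment on the difference of the effects itself (permutation, fibroblasts minus BMDMs). The interferon response scored 2.90 (adjusted p 3.7e-19), the NFκB and TNF response 2.53 (7.2e-10), MHC class II 1.61 (0.0349), HIF targets -2.63 (3.0e-10) and glycolysis -2.19 (3.4e-05). All 40 interferon response genes were lower in BMDMs labelled PHD2cko, and all were higher in fibroblasts in medium labelled PHD2cko, 23 of them past the threshold with edgeR and 9 with limma-voom. For most of them replicate 2 in that medium was not above the highest WT library, so replicates 1 and 3 carry the rise. Of 267 genes past the threshold in both cell types, 126 changed in opposite directions, 87 of them lower in BMDMs and higher in fibroblasts.

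After subtraction of the macrophage share, the differences scored 2.93 for the interferon response (adjusted p 8.6e-18), 2.32 for the NFκB and TNF response (2.0e-06), -2.59 for HIF targets (7.5e-10) and -2.10 for glycolysis (1.6e-04). For MHC class II the score turned to -1.00 (adjusted p 0.530), so that this difference may come from macrophage RNA. After correction for gene length and GC content, the scores were 2.96, 2.53, -2.57, -2.12 and 1.73 in the same order of lists. Of the 16 ways to regroup both sets of 6 libraries that part all same-numbered pairs, the real one included, a difference as large was found in 1 for the NFκB and TNF response and in 4 for the interferon response, as for HIF targets, glycolysis and MHC class II, where it was also 4. For the last 3 lists, the other groupings as large all keep the real BMDM labels, so they hold the real effect in BMDMs and are no null. With 16 groupings the share cannot fall under 0.05, so this test cannot decide, and a biological difference between the cell types stays a hypothesis.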

How the results depend on the processing

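The tests after subtraction at 2 times the estimated macrophage share and the fits of that share without single libraries were chosen only after the results were seen, and all other alternatives were fixed before the data were examined.

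Fitting only the 6 libraries of a cell type gave 1202 genes higher and 1332 lower in BMDMs, and 566 higher and 346 lower in fibroblasts. Of the genes first called, 949 of 961 in BMDMs and 902 of 2240 in fibroblasts were shared with these. In the same fit Spp1 in BMDMs, with a log2 fold change of 0.35, passed the threshold (adjusted p 1.3e-04, edgeR, range over the alternatives 1.3e-04 to 0.202). Without genes of macrophage type, 738 genes were higher in fibroblasts, a fall that follows from leaving those genes out. The replicate block gave 391 higher and 426 lower in BMDMs, where deviations from the group mean had a mean correlation across genes of -0.0701 between libraries with the same number and 0.0350 between others.

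Without the genes labelled in Figure 3E or S4C, the HIF targets scored 1.34 and no longer passed the threshold (permutation, adjusted p 0.137, range 1.3e-17 to 0.137). Figure 3E shows the most dysregulated genes of these libraries, so part of this fall follows from the choice of genes. The 3T3 collagens set lost it with the replicate block (1.46, adjusted p 0.0601), with the ranking by edgeR's F (1.37, adjusted p 0.0999) and with camera (p 0.0600, adjusted p 0.0675), in a range of adjusted p from 0.00152 to 0.0999. The collagens also fell short of the threshold in 1 of the 6 fits without a single library, with adjusted p up to 0.242 (permutation). The cause was not tested. The glycolysis, S phase, G2M phase, interferon and NFκB lists in BMDMs and the TGFβ targets in fibroblasts kept their direction and stayed past the threshold under every alternative run for them. Glycolysis in fibroblasts no longer passed the threshold under 5 of 8 alternatives (adjusted p up to 0.0803, NES from 1.45 to 1.74). It also fell short in 4 of the 6 fits without a single library (permutation, adjusted p up to 0.285, NES from 1.17 to 1.97).

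Subtraction of the macrophage share turned the score of MHC class II in fibroblasts to -1.47, and subtraction at 2 times the share to -1.47 (adjusted p 0.0710 by permutation, range 0.0710 to 0.676). At 2 times the share, Col18a1 in fibroblasts had a log2 fold change of -0.0642 (adjusted p 0.814, range 4.7e-05 to 0.814, edgeR), Tgfb1 of -0.0411 (0.807, range 8.9e-09 to 0.807) and Pira2 of 0, while the collagens scored 1.87 (permutation, adjusted p 0.00152).

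Across the 6 fits per cell type that each left out one library, 261 to 332 genes were higher and 266 to 350 lower in BMDMs, and 797 to 1683 higher and 463 to 1074 lower in fibroblasts. The collagens scored 1.20 to 1.94 in these fits, MHC class II in fibroblasts -0.60 to 1.28, and the log2 fold change of Vegfa in BMDMs ran from -0.0710 to 0.0194. Among 63 further results, single genes for the most part, 13 became weaker, 10 stronger and 5 reversed under at least 1 alternative. In simulated data with 3 libraries per group at the depth of the BMDM and fibroblast libraries, 93.5% and 92% of changed genes were found. All of these were changed by at least 2-fold and lay above a minimum mean count. The shares therefore do not tell how often smaller changes are found, and in BMDMs 137 of the 961 genes past the threshold reached 2-fold.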

Differences from the paper's values

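The tests after subtraction at 2 times the macrophage share were chosen only after the results were seen. Computed on all 12 libraries with the settings used throughout, none of the values the paper gives for these libraries differed by the rule used, which asks for more than 1.5-fold, or for signed values more than the replicate error. Under some alternatives values did differ. Among them was the share of tested genes past the threshold, about 7.5% in Fig. S4B and about 17% in Fig. S11B, read by eye, which moved furthest with only the 6 libraries of a cell type.

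In Fig. S4B the paper shows about 53% of the differentially expressed BMDM genes as up-regulated, read by eye, where 50.3% were higher with edgeR and 46.7% with limma-voom. In Fig. S11B it shows about 46% of those of the fibroblasts as up-regulated, read by eye, where 57.0% were higher with edgeR and 53.6% with limma-voom. With limma-voom, 53.3% of these genes were lower in BMDMs and 46.4% in fibroblasts, close to the shares the charts give as up-regulated. The larger part of the chart thus lies on the other side in the recomputed limma-voom counts of both cell types. Both charts are close to these counts with the directions exchanged, for a reason that was not tested. In BMDMs, the fit without PHD2cko replicate 2 gave 55.1% higher, the most of any alternative. In fibroblasts, subtraction at 2 times the macrophage share, which was chosen after seeing the values, gave 45.3%, and the alternatives set before the data were examined gave 49.6% or more. The first and second principal components of the fibroblast libraries held 63.0% and 12.5% of the variance, where Fig. S11A gives about 50% and about 16%, read by eye.

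The paper presents the BMDMs as deficient in PHD2 and gives its own check of PHD2 mRNA in Figure S1B. In the deposited counts, Egln1 mRNA had a log2 fold change of 0.33 in the libraries labelled PHD2cko. A count per gene cannot show whether part of the gene was lost, so it does not decide whether PHD2 was deficient. It marks Vegfa and Spp1 in Figure S4C among genes relevant for hypoxia signaling and apoptosis, without stating that each is significant. Vegfa had a log2 fold change of -0.03 and passed the threshold under no alternative, and Spp1 one of 0.35, past the threshold only in the fit of the 6 BMDM libraries. Of the collagens in Figure 6B, Col27a1 (log2 fold change 0.23), Col1a1 (0.18) and Col5a2 (0.19) did not pass it. Col27a1 did so, besides subtraction at 2 times the share, with limma-voom, DESeq2's size factors, the stricter filter, without genes of macrophage type, after subtraction of macrophage RNA and in 2 fits without a single library. Col1a1 and Col5a2 did so with DESeq2's Wald test. Of the fibroblast target genes in Figure 6D, Osm and Anxa2 did not pass the threshold with edgeR or limma-voom.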

Other observations

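The tests of a genome segment on chromosome 8 and of reads shared with Rplp0 were chosen only after the results were seen.

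In BMDMs, 93 of 750 genes on chromosome 8 (12.4%) passed the threshold, against 6.40% elsewhere, an odds ratio of 2.07 (Fisher's exact test, adjusted p 1.6e-07 over the chromosomes), with 45 higher and 48 lower. On the other chromosomes the share ran from 4.89% to 8.46%. In fibroblasts, where one cell line received both media, it was 14.5% on chromosome 8 and 15.8% elsewhere. Along chromosome 8, in steps of 20 Mb, 2.35, 1.19, 20, 24.5, 11.5, 6.16 and 18.4% of the genes passed. Against genes of the same expression and length the odds ratio was 2.09, and without the genes of the hand-written lists and of Figures 3E and S4C it was 2.16, so neither accounts for the excess. Egln1 lies in the last of these steps, while the share was highest from 40 to 80 Mb and, in the step next to that of Egln1, no higher than elsewhere. A segment from another mouse strain remains a candidate explanation, but the excess is not centred on the targeted gene. No sequence variants were used here, so a regulation by PHD2 of neighbouring genes was not told apart from it.

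Gm8730, a processed pseudogene, rose from 0.115 to 345 CPM before TMM normalization in the BMDM libraries labelled PHD2cko, and Rplp0 fell from 1157 to 483. Summed over Rplp0 and its copies, the log2 ratio was -0.36. Reads shared between the copies may therefore account for part of the change in either gene, while the sum still fell, and a sequence difference of the strain was not tested.

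Sex of the bone marrow donors is unlikely to separate the labels, since the largest absolute log2 fold change among 4 Y chromosome genes was 0.0877. Igkc and Ighg2b, higher in the libraries labelled PHD2cko, could come from B or plasma cells left in the cultures. Of 4 other B and plasma cell markers, 1 was higher at an unadjusted p under 0.05, 0 were higher past the threshold and 1 was lower, so the markers leave this open.

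In fibroblasts in medium labelled PHD2cko, S phase genes scored 2.73 (permutation, adjusted p 8.3e-12) and G2M phase genes 2.35 (1.5e-07). These are scores of mRNA, and proliferation was not measured here. In its own assays, the paper reports no change in proliferation of PHD2cko BMDMs or of fibroblasts in conditioned medium. After correction for gene length and GC content, S phase scored 2.15 in BMDMs and 2.74 in fibroblasts, and G2M phase 2.53 and 2.38.

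Of the 10 splits of 6 libraries into 3 and 3, 4 part all same-numbered pairs, the real one included, and the other 6 part 1 pair. Among the 4, as many genes passed the threshold only in the real split, 1 of 4 in BMDMs and 1 of 4 in fibroblasts, and over all 10 no other split gave more than 0 genes in BMDMs or 3 in fibroblasts. A score as far from 0 was found in 1 of 4 splits for HIF targets, glycolysis and NFκB and TNF response in BMDMs and S phase, NFκB and TNF response and TGFβ targets in fibroblasts, in 2 of 4 for S phase, interferon response, collagens, TGFβ targets and MHC class II in BMDMs and HIF targets, glycolysis, interferon response, collagens and MHC class II in fibroblasts, and in 3 of 4 for G2M phase in both. With 4 such splits no share under 0.05 can be reached, so the splits cannot decide for any list.

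Spp1 was expressed by the fibroblasts themselves. Macrophage RNA accounted for 0.0521% of its count in WT medium. In medium labelled PHD2cko its log2 fold change was 0.57 (adjusted p 0.0191, edgeR), and 0.58 (adjusted p 0.0178, range over the alternatives 6.9e-04 to 0.0962) after the macrophage share was subtracted. Without subtraction, Spp1 fell short of the threshold in 4 of the 6 fits without a single library. Normalized, replicate 2 in medium labelled PHD2cko lay below replicate 1 in WT medium, so the groups overlapped. Tgfb1 had a log2 fold change of 0.06 in BMDMs (adjusted p 0.659, edgeR) and of 0.45 in fibroblasts (7.9e-04). It is a gene of macrophage type. In fibroblasts it stayed past the threshold under 8 of 9 alternatives and was at -0.0411 (adjusted p 0.807, edgeR) at 2 times the macrophage share. Trem2 had a log2 fold change of 0.32 in BMDMs (adjusted p 0.0616, edgeR, range over the alternatives 4.0e-06 to 0.0658). Trem2 passed the threshold under 4 of 7 alternatives.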
